# Trogocytic molting of T cell microvilli upregulates T cell receptor surface expression and promotes clonal expansion

**DOI:** 10.1038/s41467-023-38707-y

**Published:** 2023-05-24

**Authors:** Jeong-Su Park, Jun-Hyeong Kim, Won-Chang Soh, Na-Young Kim, Kyung-Sik Lee, Chang-Hyun Kim, Ik-Joo Chung, Sunjae Lee, Hye-Ran Kim, Chang-Duk Jun

**Keywords:** Immunology, Cell biology

## Abstract

Although T cell activation is known to involve the internalization of the T cell antigen receptor (TCR), much less is known regarding the release of TCRs following T cell interaction with cognate antigen-presenting cells. In this study, we examine the physiological mechanisms underlying TCR release following T cell activation. We show that T cell activation results in the shedding of TCRs in T cell microvilli, which involves a combined process of trogocytosis and enzymatic vesiculation, leading to the loss of membrane TCRs and microvilli-associated proteins and lipids. Surprisingly, unlike TCR internalization, this event results in the rapid upregulation of surface TCR expression and metabolic reprogramming of cholesterol and fatty acid synthesis to support cell division and survival. These results demonstrate that TCRs are lost through trogocytic ‘molting’ following T cell activation and highlight this mechanism as an important regulator of clonal expansion.

## Abstract (web summary)

Following interaction with antigen-presenting cells, T cell receptors (TCR) can be internalized via endocytosis. In contrast to this established mechanism, this study shows that T cell activation can be followed by TCR shedding, leading to enhanced TCR expression, metabolic activity and proliferation.

## Introduction

Numerous studies over the past three decades have aimed to understand the molecular mechanisms through which the expression of the T cell receptor (TCR) is regulated on the surface of resting and activated T cells. It is widely accepted that TCR downmodulation occurs due to TCR internalization, decreased recycling, and increased degradation^1–6^. However, relatively few studies have reported that the TCR is released from activated T cells in the form of extracellular vesicles (EVs), including exosomes, microvesicles, or lytic granules^7,8^. Blanchard and colleagues demonstrated that TCR triggering induces exosomes bearing the TCR/CD3/ζ complex in human T cells^9^. Dustin et al. demonstrated that T cells produce TCR-enriched microvesicles or synaptic ectosomes at the center of the immunological synapse^10,11^. Independent of previously published works, we and others have identified that TCRs are highly enriched in microvilli tips^12,13^. Surprisingly, we observed that microvilli were fragmented into TCR-enriched, nanosized membrane particles (T cell microvilli particles, or TMPs) due to the combined action of two independent mechanisms: trogocytosis and enzymatic vesiculation. Released microvesicles or membrane particles trigger signaling in antigen-bearing B cells^10^ and dendritic cells (DCs)^13^, indicating that these nanosized membrane particles can transfer T cell-derived signals to their cognate APCs. Therefore, TMPs can be regarded as T cell immunological synaptosomes (TISs)^13^. Interestingly, unlike exosomes, which are secreted from multivesicular bodies, the release of surface microvilli covering the cell outer layer is reminiscent of molting. In the present study, because T cells also shed their surface microvilli in a combined process of trogocytosis and enzymatic breakage, we termed this phenomenon trogocytic ‘molting’. At the cellular level, including in mammalian immune cells, it remains unclear whether this molting of T cell microvilli is associated with their function or proliferation.

Although it is thought that TCR downregulation occurs mainly as the result of internalization and degradation, we demonstrate in this study that trogocytic microvilli shedding is a common process resulting in the loss TCR expression following interaction with cognate APCs. Surprisingly, we discovered that the components of the TISs are greatly different from those identified in the T cell body, and they contain large portions of membrane components, which are essential for TCR signaling and the regulation associated with immune processes. Paradoxically, however, cells that released these essential proteins rapidly recovered surface TCRs and dramatically enforced metabolic rewiring of fatty acids synthesis (FAS), glycolysis, oxidative phosphorylation (OXPHOS), and cholesterol synthesis, leading to multiple divisions and cell survival. By contrast, a condition that internalizes TCRs augmented fatty acid catabolism via β-oxidation (FAO), which inhibited cell cycle progression. These findings highlight trogocytic molting as an intrinsic mechanism that regulates clonal T cell expansion.

## Results

### T cell adhesion on cognate APCs triggers TCR internalization and TCR release

In vitro, T cells can become activated by several mechanisms, including the use of soluble (sAb) or plate-immobilized (iAb) anti-CD3/CD28 antibodies, causing a significant downregulation of surface TCRs^14^. To corroborate surface TCR downregulation, CD3^+^ T cells were stimulated with sAb, followed by secondary cross-linking, or immobilized iAb. Surface TCRβ expression was reduced in CD3^+^ T cells stimulated with either sAb or iAb (Fig. 1a).

**Fig. 1:**
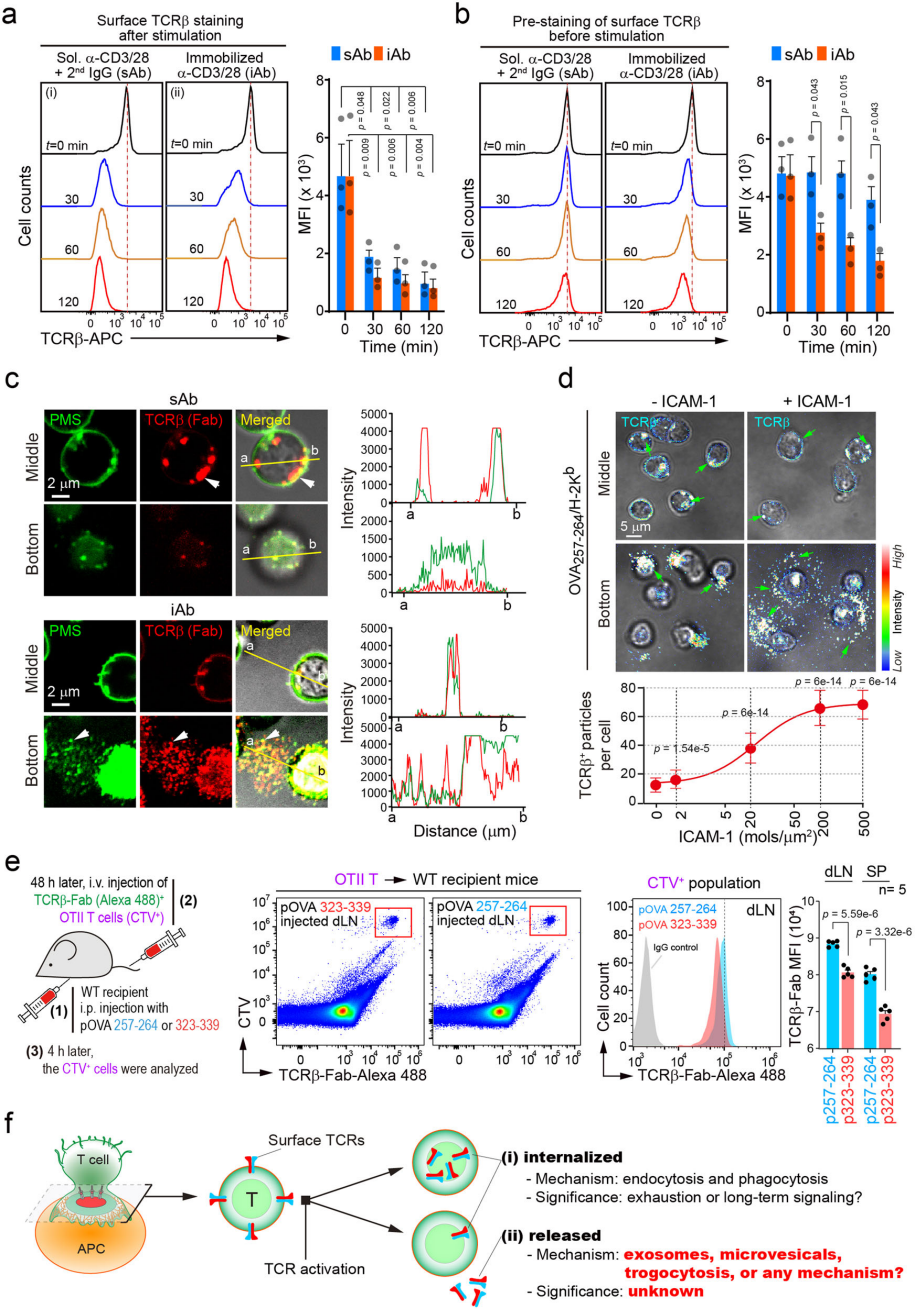
T cell activation triggers TCR internalization and TCR release. Naïve CD3^+^ T cells were stained with anti-TCRβ-APC after (**a**) or before (**b**) stimulation with soluble (sAb) or plate-immobilized (iAb) anti-CD3/CD28 antibodies for 3 h. The mean fluorescence intensity (MFI) was measured by flow cytometry. Data represent the mean ± SEM of three independent experiments. **c** CD3^+^ T cells stained with the CellMask™ Green Plasma Membrane Stain (PMS) and anti-TCRβ-Alexa594 for 1 h at 4 °C were stimulated as in (**b**). White arrows indicate internalized or released TCRβ clusters. These results were independently repeated three times. **d** CD8^+^ T cells from an OTI mouse were stained as in (**b**) and placed on a lipid bilayer presenting pOVA_257–264_/H-2K^b^/ICAM-1 (0–500 molecules/μm^2^) for 3 h. Green arrows indicate internalized or released TCRβ^+^ clusters or particles. **e** Schematic diagram of in vivo experimental setting for antigen-dependent TCRβ release. Wild-type mice were i.p. administered with either 100 μg of pOVA_257-264_ or _323-339_. After 48 h, TCRβ-Alexa488 and CTV stained naïve OTII CD4^+^ T cells were i.v. injected. TCRβ intensity of CTV^+^ T cells from draining lymph node and spleen was determined by flow cytometry after 4 h. **f** Schematic model of TCR internalization and release. The model hypothesizes that not all TCRs are internalized (i), but some are released (ii) during T–APC interaction. Statistics were performed using unpaired two-tailed *t* test (**e**) or one-way ANOVA with post hoc Tukey’s multiple comparisons test (**a**, **b**, **d**). Source data are provided as a Source Data file.

To monitor whether surface TCRs are endocytosed after T cell activation, the same T cells were pre-stained with fluorescence-labeled antigen-binding fragments (Fab), and the cells were stimulated with sAb or iAb (Fig. 1b). Interestingly, TCRβ^+^ fluorescence intensity was significantly reduced in T cells stimulated with iAb, whereas it remained unchanged in T cells treated with sAb (Fig. 1b). The reduction of TCRβ^+^ fluorescence intensity in iAb condition was not blocked by the endocytosis inhibitors chlorpromazine (clathrin-dependent) and PP2 (clathrin-independent), the proteasome inhibitor MG132, or the lysosome inhibitor chloroquine (Supplementary Fig. 1), suggesting that a significant number of TCRs are released during T cell adhesion on iAb, although some are internalized. We also applied flotillin 1 (*flot1*) siRNA to test whether flotillin-dependent pathway is involved in the molting process of TCR^+^ microvilli. Knockdown of *flot1* did not affect the TCR^+^ shedding process and pre-stained TCRβ-fluorescent intensity changes induced by iAb or sAb (Supplementary Fig. 2).

In fact, T cells become active only after physical contact with cognate antigen-bearing APCs. This suggests that several previously conducted studies overlooked the physiological meaning of TCR release in T cell biology. Therefore, we monitored the trafficking of TCRβ during T cell activation. Similar to previous studies^1,5,14–16^, TCRβ^+^ fluorescent signals were dramatically internalized in T cells treated with sAb (Fig. 1c). However, a large portion of TCRβ^+^ fluorescent signals was released from T cells placed on iAb as particles and spread across the T cells on the plate (Fig. 1c). Interestingly, membrane-specific green plasma membrane stain (PMS) was overlapped with TCRβ^+^ particles, whereas it was internalized in T cells treated with sAb (Fig. 1c, arrowheads). The surface TCRβ release was also reproduced on the planar lipid bilayers presenting peptide-MHC (p-MHC, ovalbumin [OVA]_323–339_/I-A^b^), which is specifically recognized by *OTII TCR* CD4^+^ T cells, and recombinant intercellular adhesion molecule (ICAM)−1. In the absence of ICAM-1, TCRβ^+^ fluorescent signals remained on the OTII CD4^+^ T cell surface with minimal internalization and release. However, large amounts of TCRβ^+^ fluorescent signals were spread out and detected over the plate in a density-dependent manner of ICAM-1 (Fig. 1d). To rule out suspicion of anti-TCR Fab artifacts that could be internalized or released in live cells, the similar experiments were performed expressing GFP-tagged TCR-ζ chain (ζ-GFP) in OTII CD4^+^ T blasts (Supplementary Fig. 3a). As similar to the anti-TCR Fab, TCR ζ-GFP signals were significantly reduced in OTII CD4^+^ T blasts on iAb but not sAb (Supplementary Fig. 3a). Under physiological settings, DCs also acquired a significant amount of TCR ζ-GFP signals from OTII T cells, and this event was entirely dependent on the adhesion of T cells (Supplementary Fig. 3b, cyan arrowheads, and Supplementary Movies 1–3). To validate the in vivo evidence of antigen-dependent TCRβ release, wild-type C57BL/6 mice pre-immunized for 48 h with either OVA257-264 (MHC class I) or OVA323-339 (MHC class II) peptides were injected with *OTII TCR* T cells stained with CTV and anti-TCRβ-Fab-Alexa 488. Significant downregulation of TCRβ^+^ intensity was only observed in *OTII TCR* T cells from OVA323-339- but not OVA257-264-immunized mice, demonstrating that membrane TCRs are released into the cognate DCs in vivo (Fig. 1e)^13^. Taken together, these results suggest that TCR release is involved in TCR downregulation at the surface of activated T cells, although some are internalized as is known, as depicted in Fig. 1f (i) and (ii).

### TCR^+^ particles are shed from membrane microvilli during physical contact on immobilized activation matrix

To analyze which pathways TCRs are released from activated T cells, we performed 3-dimensional (D) confocal analysis using TCR ζ-GFP in CD4^+^ T blasts or Jurkat T cells. We observed that TCR ζ-GFP predominantly localized to the thin microvilli region of T cells, with some presence in the cytoplasm (Fig. 2a and Supplementary Fig. 4a). The apical surface of microvilli consists of lipid rafts^17^, which are sphingomyelin- and cholesterol-enriched membrane signaling domains and are associated with TCR signaling^17,18^. In the resting state, TCRs (or TCR ζ-GFPs) and cholera toxin B subunit (CTB), which clusters ganglioside GM1 and creates lipid rafts^19^, were significantly overlapped, mostly remaining on the cell surface (Supplementary Fig. 4b and Supplementary Movie 4), whereas most were internalized under sAb condition (Fig. 2a, Supplementary Fig. 4b and Supplementary Movie 5). In contrast, both were released and spread around the T cells on iAb (Fig. 2a, Supplementary Fig. 4b and Supplementary Movie 6). Further, each microvillus contains F-actin bundles^20,21^ and ERMs (ezrin, radixin, and moesin)^22^. TCRβ^+^ fluorescent signals were co-localized with ezrin and F-actin at resting (NT = no treatment) state but were dissociated from ezrin and F-actin (Fig. 2b) through internalization by sAb. However, they were released through the F-actin/ezrin-enriched microvillar protrusions of activated T cells on iAb (Fig. 2b).

**Fig. 2:**
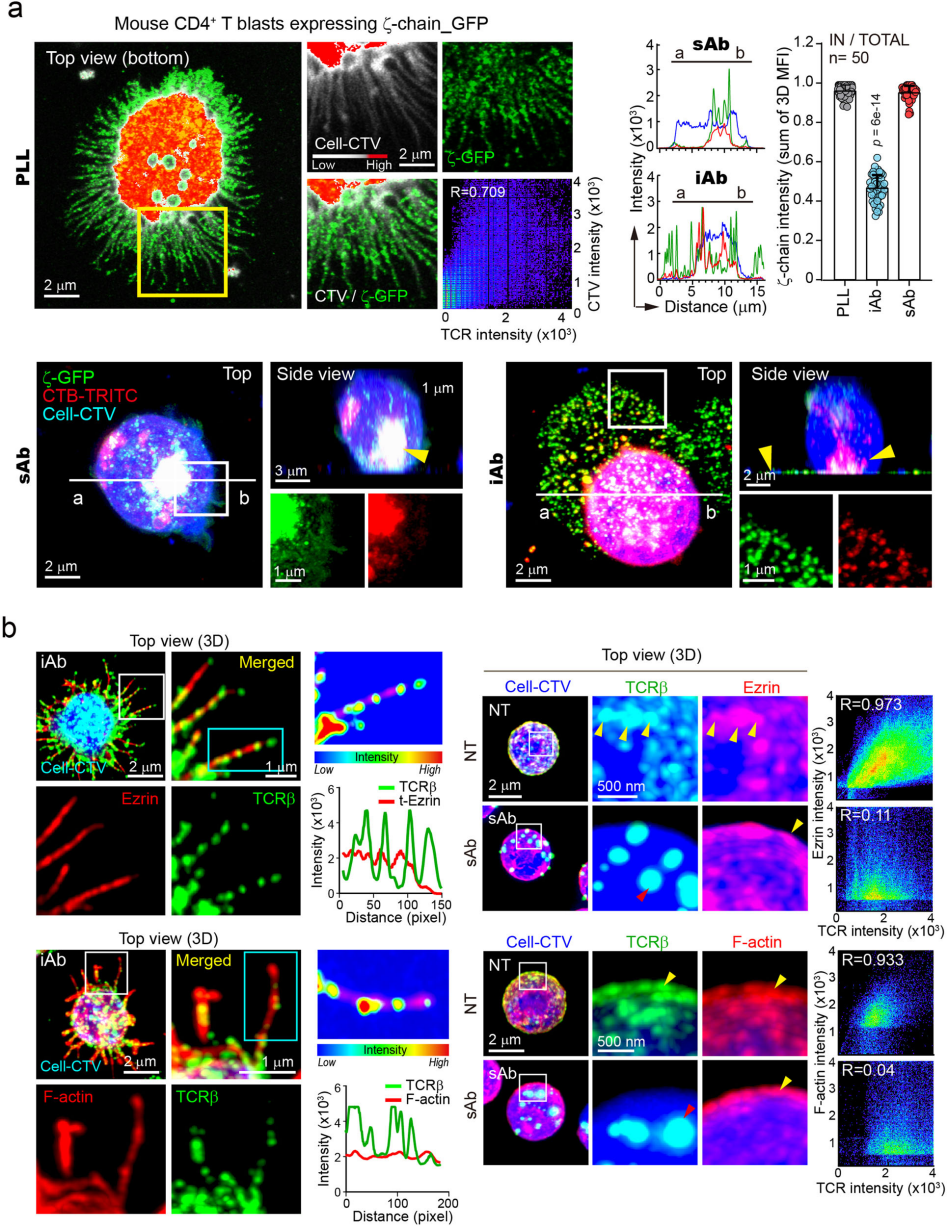
TCRs are released through the F-actin/ezrin-enriched microvillar protrusions of activated T cells on iAb. **a** CD4^+^ T blasts expressing TCRζ_GFP were stained with either CTV or CTB (cholera toxin B) and stimulated with iAb (10 μg/mL) or sAb (10 μg/mL) for 3 h. Localization of TCRζ_GFP in resting (PLL, top) or activated conditions (TCRζ_GFP or CTB, bottom) was observed. Yellow arrows represent internalized or released TCRζ_GFP at each condition. TCR ζ intensity (sum of 3D MFI) was presented as inside intensity divided by total intensity. For each single experiment, 50 cells were randomly selected and analyzed. Results are representative of three independent experiments ± SD. Statistics was performed using one-way ANOVA with post hoc Tukey’s multiple comparisons test vs. PLL. Source data are provided as a Source Data file. **b** CTV and anti-TCRβ-Alexa488-pre-stained naive CD3^+^ T cells were stimulated as in (**a**), fixed, permeabilized, and stained with either anti-ezrin antibody or phalloidin-TRITC. TCRβ localization across the microvilli in boxed area (cyan) was represented with pseudo-color coding according to fluorescence intensity. Yellow arrows represented colocalization of TCRβ with either ezrin or F-actin in resting condition. Red and yellow arrow represented dissociation of TCRβ from ezrin and F-actin in sAb condition. All images were acquired by AiryScan confocal microscopy and reconstructed for the 3D by using Zeiss ZEN software. These results were independently repeated three times on more than 10 randomly selected cells each time.

T cells are known to produce various EVs^7,9–11,13^. However, the adhesion-dependency of TCR release with PMS (membrane) suggests that exosomes, which are produced from multivesicular bodies, are not likely involved in surface TCR downregulation^21^. In this regard, we previously reported that T cell microvilli are highly fragile membrane structures that can be extracted when two cells split, and are transformed into nano-scale particles (i.e., TMPs) by the actions of a membrane-budding complex, such as TSG101 and Vps4a/b^13^. However, because the origins of TCR-enriched microvesicles^10^ and synaptic ectosomes^11^ are somehow overlapped with TMPs, we termed the TCR^+^ membrane particles released from the activated T cells on adhesion substrates as TISs.

Scanning electron microscopy (SEM) analysis showed that, after initial extension to the iAb surface (Fig. 3a, iAb, ~1 min=initial and early), microvilli remained at the most distal edge of distal-supramolecular cluster (d-SMAC) during maturation of IS ( ~ 5 to 10 min=mature), and then released from T cell body at terminal stage in the form of large rod-shaped TISs (~60 min=terminal) (Fig. 3a). A schematic model of particle generation is depicted in Fig. 3a. Similar results were also observed in mouse OTII CD4^+^ T cells placed on lipid bilayers presenting OVA_323–339_/I-A^b^/ICAM-1 (Fig. 3b, OTII CD4^+^ T cells in kinapse). Un-fragmented large rod-shaped particles were further fragmented (Fig. 3b, arrowheads). Using the microvilli-specific protein Vstm5 tagged with GFP (V5G, Supplementary Fig. 5a–c), we corroborated that long membrane protrusions are fragmented at the rear edge of migrating cells (Fig. 3b, OTII CD4^+^ T cells in kinapse; Supplementary Movie 7). A schematic model describing particle generation from protrusive rear edges during T cell kinapse is shown in Fig. 3c. Consistently, TCR downregulation correlated with the loss of microvilli, as determined by SEM (Fig. 3d) and flow cytometry (Fig. 3e). Remarkably, only TCRβ and CD3 complexes were reduced by sAb in *OTII* CD4 T cells, whereas several microvilli-specific molecules, including CD62L, GM1, and CD4 were also reduced by iAb (Fig. 3e)^22^. Both CD25 and CD4 were not significantly reduced compared to TCR, suggesting that they are not fully co-localized with TCRs in the microvilli^22^. Consistent with this line, the CD4-fluorescence intensity in the cell membrane was not significantly reduced compared to TCRβ intensity (Supplementary Fig. 6). A decrease of microvilli-specific molecules was also observed in *OTII* CD4^+^ T cells on OVA_323–339_/I-A^b^/ICAM-1, whereas they were minimally reduced in the absence of ICAM-1 (Fig. 3e).

**Fig. 3:**
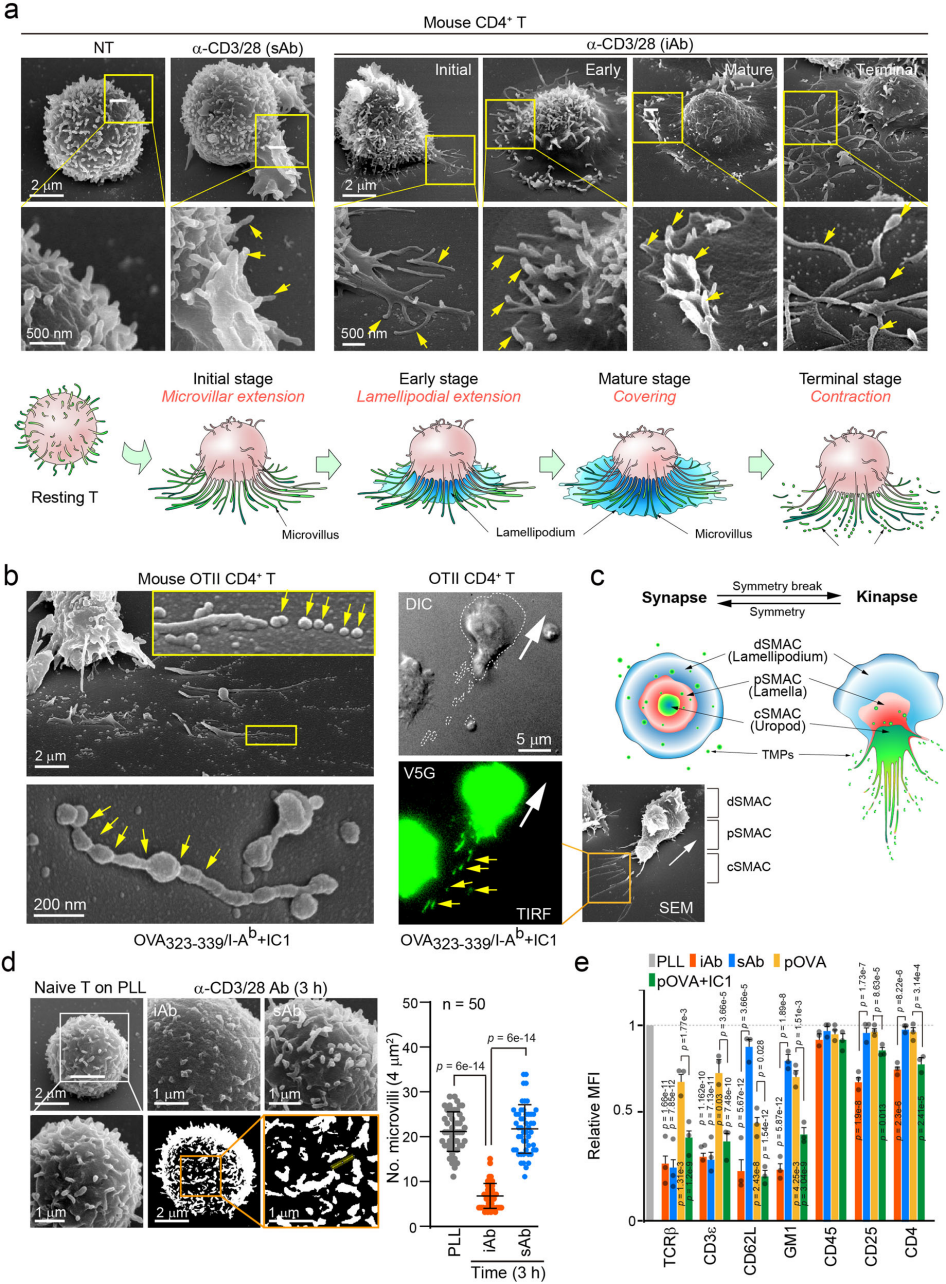
T cells shed surface microvilli when they bind to the adhesion matrix during activation by TCR signaling. **a** Scanning Electron Microscopy (SEM) images of naive CD3^+^ T cells stimulated with sAb for 3 h or iAb at various time points. Initial (<1 min), early (1 min), mature (1–5 min), and terminal stages (>60 min). A schematic model of TISs generation during T cell activation is presented. These results were independently repeated three times from more than 20 randomly selected cells (NT, α-CD3/28 (iAb), respectively), and similar results were consistently obtained in all replicates. **b** SEM evidence of TISs release on the lipid bilayer presenting pOVA_323–339_/I-A^b^/ICAM-1 (left). Yellow arrows indicate spherical TISs before and after fragmentation from T cell microvilli. Release of V5G^+^ microvilli particles from OTII CD4^+^ T cells during migration on pOVA_323–339_/I-A^b^/ICAM-1 (right). These results were independently repeated three times from more than 20 randomly selected OTII CD4^+^ cells, and similar results were consistently obtained in all replicates **c** A schematic model describing TISs generation during T cell kinapse. **d** Naive CD3^+^ T cells were stimulated with iAb or sAb and cell surface was observed by SEM. The number of microvilli per 4 μm^2^ was quantitated by using the ImageJ software and FiloQuant plugin. For each single experiment, 50 cells were randomly selected and analyzed. Data represent the mean ± SEM of three independent experiments. Source data are provided as a Source Data file. **e** Flow cytometric analysis of surface proteins potentially enriched or excluded in microvilli after the stimulation of naive CD3^+^ T cells as in (**d**). Data represent the mean ± SEM of three independent experiments. The significance was indicated on the bar graph. Statistics was performed using one-way ANOVA with post hoc Tukey’s multiple comparisons test (**d**, **e**). Source data are provided as a Source Data file.

Lipid compositions enriched in TISs and total cell extracts were determined. Based on log fold changes, we identified substantial enrichment of specific lipid species in TMPs, including sphingomyelin (SM) and phosphatidylserine (PS), which were known to be enriched in lipid rafts and exosomes (Kolmogorov-Smirnov tests, *p* values < 1 × 10^−5^, Supplementary Figs. 7a and 7b). Notably, we also found that more enrichment of saturated phospholipids compared to unsaturated counterparts, including phosphatidylglycerol (PG), phosphatidylinositol (PI), and lysophosphatidic acid (LPA), which would increase lipid packing density in TISs (Wilcoxon tests, *p* values < 0.05).

Because TIS generation requires both trogocytosis (activation-induced T cell adhesion) and enzymatic breakage (vesiculation or shedding), we called this event “trogocytic-molting” or “trogocytic-shedding.” Collectively, these results led us to investigate the physiological significance of TCR loss after the trogocytic-molting of microvilli compared with TCR internalization at the initial stage of naive T cell activation.

### Molting is associated with TCR expression and metabolic upregulation

Another long-known concept of T cell stimulation methods is that plate-bound, immobilized anti-CD3/28 (iAb) produces a stronger signal than soluble anti-CD3/28 (sAb). To prove this concept in terms of TCR signaling intensity, we examined the phosphorylation of downstream signals after the stimulation of TCR under soluble or immobilized conditions. Intriguingly enough, we observed that the stimulus intensities were nearly similar in terms of phosphorylation levels of TCR downstream molecules (Fig. 4a and Supplementary Fig. 8). In addition, there was no difference in the levels of phosphorylated protein kinase θ (PKCθ), extracellular signal-regulated kinase, and p38 kinase until 3 h of stimulation (Supplementary Fig. 9a). In contrast, the only significant difference between sAb and iAb we found was the number of generating TCRβ^+^ particles (Fig. 4b). The number of TCRβ^+^ TISs released were almost reached a maximum within 5–10 min in the iAb condition (Fig. 4b). On the contrary, these particles were not seen in the sAb condition, probably due to internalization (Fig. 4b). These results suggest that the “trogocytic-molting” process is a very rapid process and can be completed within ~5–10 min.

**Fig. 4:**
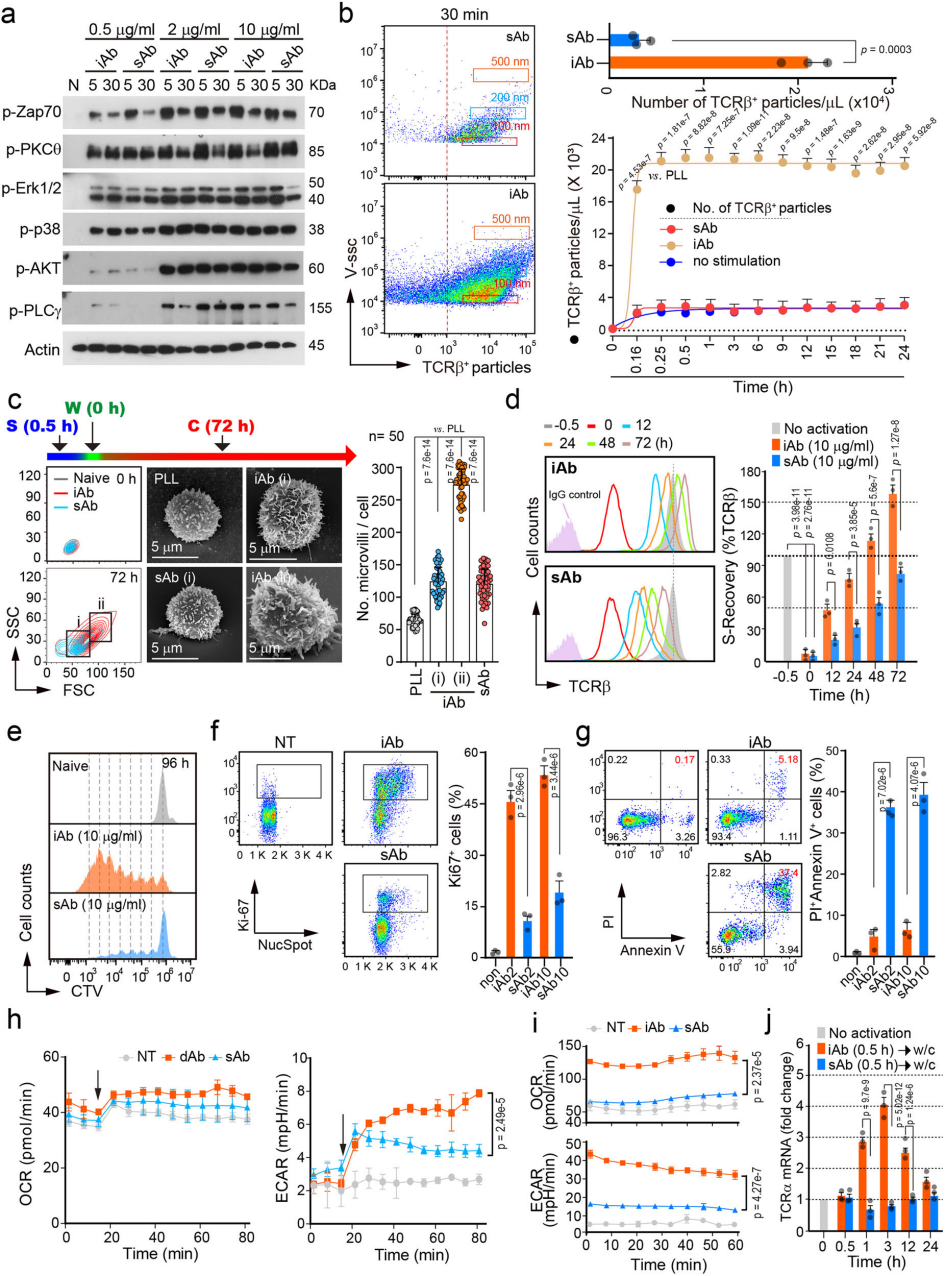
Trogocytic-molting of T cell microvilli enforces metabolic reprogramming for T cell proliferation and survival. **a** TCR signaling intensity following iAb or sAb treatment. Results are representative of three independent experiments. Densitometric analysis is presented in Supplementary Fig. 8. The samples shown are from the same experiment, with gels/blots processed in parallel. **b** Naive CD3^+^ T cells were pre-stained with anti-TCRβ-Alexa488 and stimulated with iAb or sAb for the indicated time periods. Left, representative results at 30 min. Right, number of released TCRβ^+^ particles quantified by CytoFLEX at the indicated time point. **c**, **d** Naive CD3^+^ T cells were stimulated for 30 min with iAb or sAb, washed, and cultured for 72 h with fresh medium. T cells in the gates (i and ii = iAb; i = sAb) were sorted according to cell size (FSC) and granularity (SSC) and observed under SEM. The number of microvilli per cell was quantified using ImageJ (**c**). For each single experiment, 50 cells were randomly selected and analyzed. Data represent three independent experiments ± SD. Surface TCRβ recovery was determined by staining with TCRβ-Alexa 488 at the indicated time points (**d**). **e**–**g** CTV-stained naive CD3^+^ T cells were stimulated as in (**c**), and cell division at 96 h (**e**), proliferation (Ki-67 staining) and NucSpot staining at 48 h (**f**), and apoptosis (Annexin V/PI staining) at 48 h (**g**) were determined. non, untreated; iAb2 and sAb2, 2 μg/mL; iAb10 and sAb10, 10 μg/mL. **h** Oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) trace of naive CD3^+^ T cells after stimulation with sAb or dynabead-immobilized antibody (dAb). Black arrowheads indicate stimulation point. (i) Naive CD3^+^ T cells were stimulated as in (**c**) and OCR and ECAR trace were measured 24 h post stimulation. **j** TCRα mRNA expression at the indicated time points after stimulation. w/c, wash and culture. Data represent the mean of three experiments **±** SD (**b**, **c**, **h**, **i**) or SEM (**d**–**g**, **j**). Statistics were performed using unpaired two-tailed *t* test (**a**, **c**) or one-way ANOVA with post hoc Tukey’s multiple comparisons test (**b**, **d**, **f**–**j**). Source data are provided as a Source Data file.

Since TCR^+^ release via TISs or TCR internalization occurs only within 5–10 min in activated T cells, we initially chose 30 min for TCR stimulation in both conditions. Naive T cells were stimulated for 30 min (0.5 h) with either iAb or sAb, then washed (0 h), and further cultured for the indicated time periods (0–72 h) with fresh media. We first investigated the shift in the size and granularity of T cells and found a significant difference in their morphology between iAb and sAb conditions (Fig. 4c). To explore whether TCR expression levels correlated with the number of microvilli and were proportional to the cell size and granularity, T blasts at 72 h of culture were sorted into two groups (i and ii) and analyzed under scanning EM. Group (i) T blasts were similar in the number and size of microvilli as those from sAb (Fig. 4c). However, group (ii) T blasts were larger, contained a greater number of microvilli (Fig. 4c), and exhibited higher expression of surface T cell proteins than those from group (i) (Supplementary Fig. 9b). T blasts could release more TISs, presumably because of more microvilli (Supplementary Fig. 10). Interestingly, in contrast to sAb treatment, T cells treated with iAb displayed a rapid recovery of surface TCRβ (Fig. 4d). Along together with cell size increase and TCR recovery, a dramatic increase in cell division (Fig. 4e) and the proliferation indicator Ki-67 (Fig. 4f) and reduced apoptotic cell death (Fig. 4g) were observed in T cells treated with iAb. In contrast, increased apoptotic cell death was seen in T cells treated with sAb. No qualitative difference was observed in TCR recovery and proliferation in CD4^+^ and CD8^+^ T cells (Supplementary Fig. 11a, b).

T cell activation results in the metabolic remodeling of naive T cells to a program of aerobic glycolysis, which can generate metabolic intermediates essential for cell growth and proliferation^23^. We compared the metabolic changes of naive T cells between the two conditions. To mimic the iAb condition, we utilized CD3/CD28-coated dynabeads (dAb). A real-time analysis revealed that the oxygen consumption rate (OCR) of T cell stimulation was not significant in both dAb and sAb conditions. However, the dAb-activated T cells showed a dramatic increase in the extracellular acidification rate (ECAR), which is an indicator of aerobic glycolysis, within 30 min, suggesting that the dAb-activated T cells produced energy through a process of glycolysis at a higher rate than the cells in the sAb condition (Fig. 4h). The time interval at which TCRβ^+^ particles are maximally released appeared to be correlated with the time interval at which T cell metabolism increases (Fig. 4h). To determine whether the pattern of changes in ECAR and OCR persists over time after stimulation, ECAR and OCR levels were measured after 24–72 h of culture. We observed higher ECAR and OCR levels in the activated T cells by iAb than by sAb (Fig. 4i), indicating distinguished metabolic reprogramming after TCR loss at the T cell surface. In addition, increased synthesis of *TCRα* gene was seen after 1 h of iAb stimulation (Fig. 4j), suggesting that rapid recovery of surface TCR is due to the de novo synthesis of *TCR* genes.

### Molting of membrane microvilli is critical for T cell clonal expansion

In pursuit of direct evidence that trogocytic microvilli shedding is truly critical for T cell clonal expansion, we developed several strategies. First, to exclude a potential artifact induced by the plate-immobilized antibody, we chose ICAM-1 as an adhesion matrix to induce T cell adhesion. Second, because LFA-1, a ligand of ICAM-1, also has a costimulatory function, we tested anti-CD62L (L-selectin) as a microvilli-specific adhesion matrix. Third, we investigated whether T cell activation by sAb also can be increased under even nonspecific adhesion condition. To this end, the plate was coated with normal (1×  =  5 × 10^−4^%) or a higher concentration (10×  =  5 × 10^−3^%) of poly-L-lysine (c-PLL) to immobilize sAb-activated T cells on the culture plate. Forth, to rule out any artifact of non-specific immobilization of sAb on the culture plate, naive CD3 T cells were stimulated only for 5 min, as this time period was sufficient to fully release TISs, and then washed and placed on the above mentioned adhesion matrices. Unlike sAb alone, surprisingly, the plating of pre-stimulated naive T cells with sAb (5 min) on the surface of any adhesion matrix could significantly release PMS^+^ TISs (Fig. 5a). Moreover, the increased release of TISs correlated with the significant induction of T cell proliferation (Fig. 5b). Interestingly, similar to the results under iAb conditions, metabolic reprogramming was dramatically increased (Fig. 5c), followed by rapid induction of surface TCR (Fig. 5d). As shown in Fig. 5e, T cell proliferation was clearly correlated with the amount of released membrane particles (PMS^+^).

**Fig. 5:**
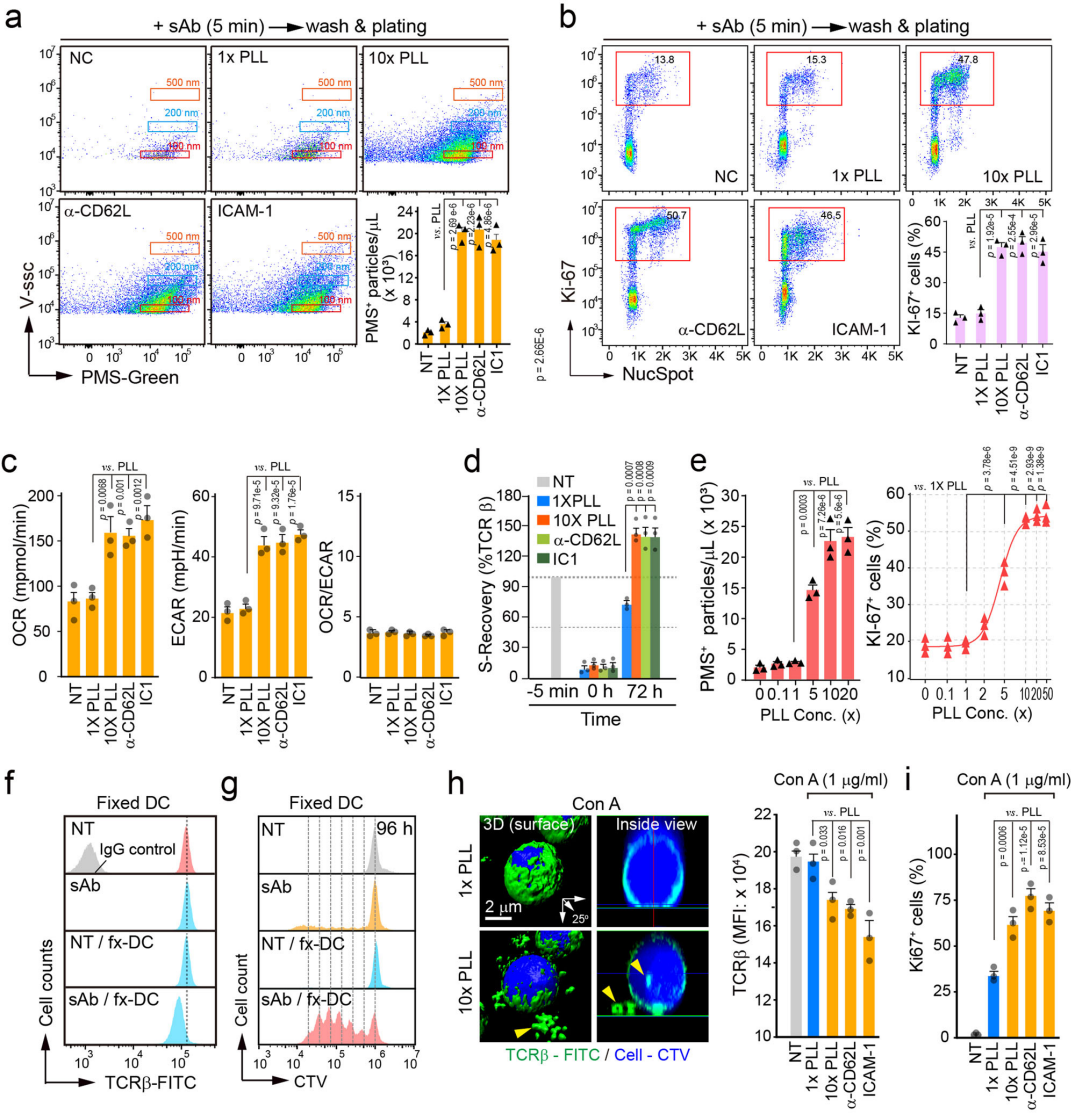
Molting of membrane microvilli is adhesion-dependent and critical for T cell clonal expansion. **a** PMS-labeled naive CD3^+^ T cells were stimulated for 5 min with sAb, washed, and placed on the indicated adhesion matrix-coated plates for 3 h. The number of PMS^+^ particles at each condition was quantified. **b**–**e** Naive CD3^+^ T cells pre-stained with anti-TCRβ-Alexa 488 were stimulated as in (**a**) and cultured for the indicated time. Ki-67^+^ cells at 48 h (**b**), OCR and ECAR at 24 h (**c**), and the surface recovery of TCRβ at 72 h (**d**) were determined. **e** Comparison between the released PMS^+^ particles and cell proliferation in conditions with various concentrations of PLL. **f**–**i** CTV-labeled/TCRβ-FITC-stained naive CD3^+^ T cells were stimulated for 5 min as in (**a**), and then incubated for 3 h with fixed DCs (**f**, **g**) or were stimulated with ConA for 3 h on the indicated adhesion matrices (**h**, **i**). TCRβ-FITC intensity, cell proliferation (CTV), and Ki-67^+^ cell population were measured by flow cytometry (**f**, **g**, and **i**). Distribution of TCRβ-FITC was observed under AiryScan confocal microscopy (**h**). Yellow arrowheads indicate released or internalized TCRβ. Data represent the mean of three independent experiments ± SEM. Statistics were performed using one-way ANOVA with post hoc Tukey’s multiple comparisons test. Source data are provided as a Source Data file.

In another experiment, DCs were lightly fixed with 0.4% paraformaldehyde to provide only adhesion sites for T cells. This condition also mimicked the matrix-coated surface (Fig. 5f, g). Further, we examined other T cell stimuli such as concanavalin A (ConA) and phorbol 12-myristate 13-acetate (PMA)/ionomycin instead of antibodies. ConA is known to irreversibly bind to glycoproteins on the cell surface and commit T cells to proliferation^24^. Interestingly, ConA alone had little effect on TCR internalization, whereas it significantly induced the release of TCRβ^+^ TISs on the coated matrices (Fig. 5h). Consistently, T cell proliferation was enhanced (Fig. 5i). Similar results were also observed with PMA/ionomycin (Supplementary Fig. 12). Taken together, the current results strikingly suggest that, at least in vitro, TCR signaling only for ~5 min is sufficient to activate T cells, but T cell proliferation necessarily requires a molting process regardless of any adhesion matrix.

We also examined the relationship between molting process and T cell proliferation in more physiological conditions. Although adhesion matrix such as ICAM-1 and VCAM-1, but not fibronectin (FN), slightly increased TCRβ^+^ particles, OVA_323–339_/I-A^b^ (pMHC) in combination with ICAM-1 or VCAM-1 significantly increased the release of TCRβ^+^ particles (Fig. 6a). As expected, surface TCR loss is completely correlated with the TCRβ^+^ TIS release. Further, the cells exhibiting surface TCR loss after TIS release entered the cell cycle for proliferation (Fig. 6b).

**Fig. 6:**
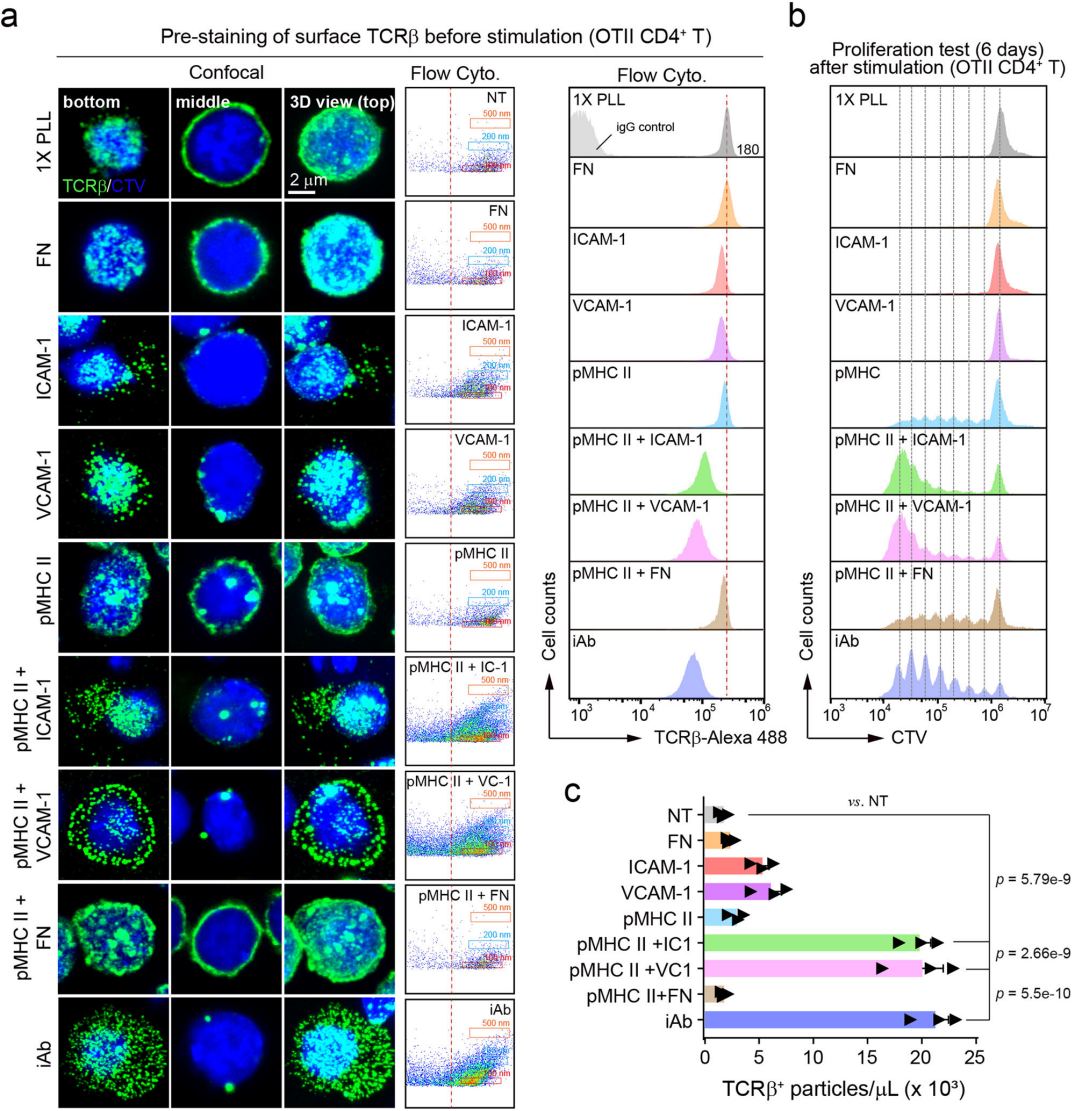
The amount of TCR^+^TIS release is correlated with the enhanced T cell proliferation under physiological setting. **a** CTV-labeled/ anti-TCRβ-Alexa 488-stained OTII CD4^+^ T cells were plated on pOVA_323–339_/I-A^b^ (2 μg/ml) plus various adhesion matrices including ICAM-1, VCAM-1, and fibronectin (FN) (each 10 μg/ml) for 3 h. The release of TCRβ^+^ particles (TISs) was determined by confocal microscopy (**a**, left) and flow cytometry (**a**, middle). Surface TCRβ exression was also analyzed (**a**, right). **b** The cells from (**a**) were cultured for 6 d with fresh media and the cell division was measured. Source data are provided as a Source Data file. **c** The number of TCRβ^+^ particles at each condition (a) was quantified by CytoFLEX. Statistics was performed using one-way ANOVA post hoc Tukey’s multiple comparisons test. Results are representative of three independent experiments ± SEM. *p* value was indicated vs. NT.

If the reason for the increase in T cell metabolism depends on microvilli shedding rather than adhesion itself, the reagents that induce microvilli release or disruption may enhance the T cell metabolic programming for proliferation under sAb condition. We used various inhibitors that interfere with the actions of the cytoskeleton or endocytosis. Among the various inhibitors, latrunculin A (LatA) and cytochalasin D (CytD), both actin-depolymerizing reagents, significantly reduced the number of microvilli (Fig. 7a). Interestingly, this result is consistent with the previous reports demonstrating that actin-disrupting agents can rapidly release the coated vesicles from the plasma membrane^25,26^.

**Fig. 7:**
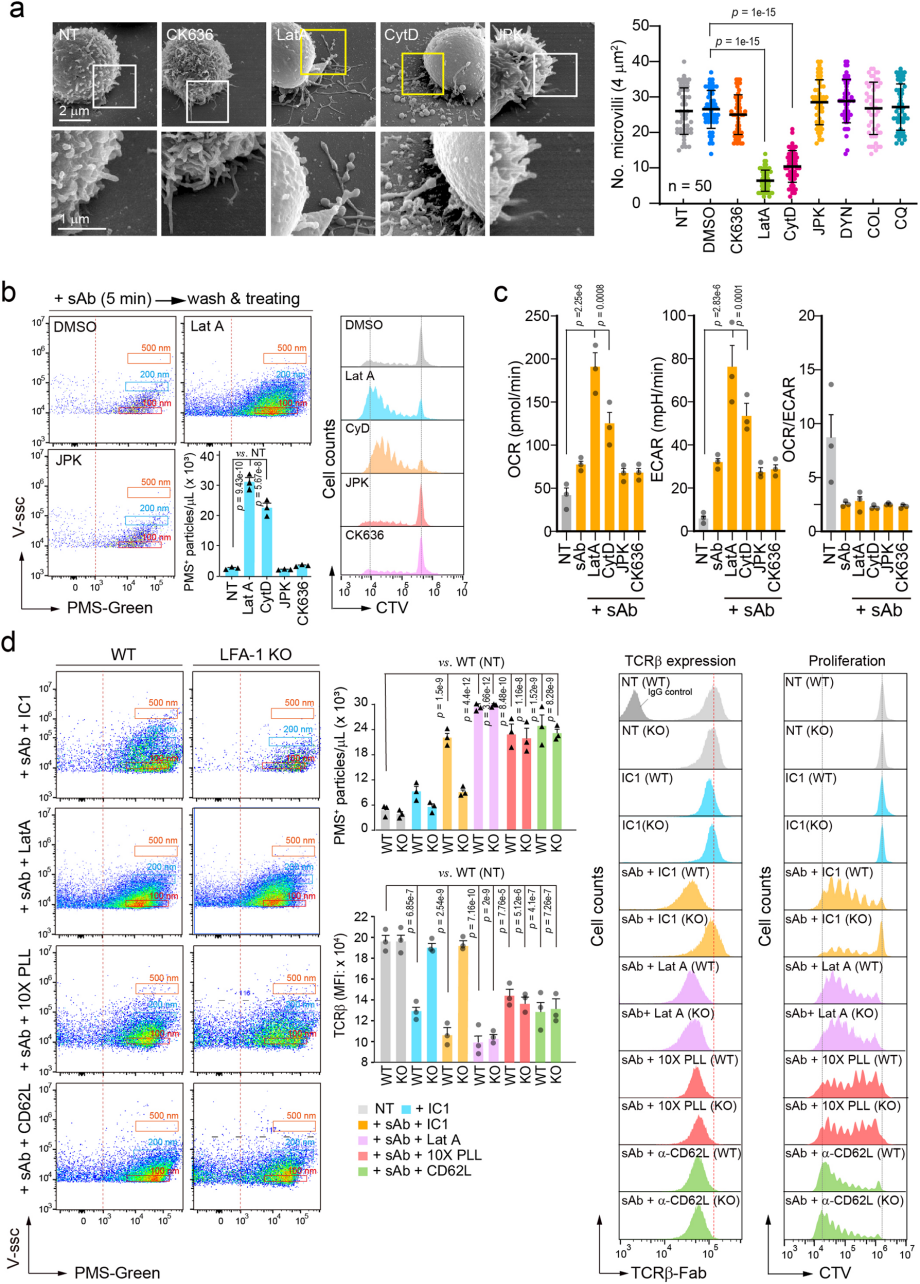
Surface microvilli release is directly linked to the T cell proliferation after TCR stimulation. **a** Naive CD3^+^ T cells were treated with the indicated inhibitors for 1 h and surface morphology was imaged by SEM. The number of microvilli was quantified using ImageJ. *p* value was represented in the figure vs. DMSO treated. **b** PMS-labeled naive CD3^+^ T cells were stimulated with for 5 min sAb, washed, and treated with the indicated inhibitors for 1 h. PMS^+^ particles were quantitated by CytoFLEX (**b**, *left*). Cell division (**b**, *right*) and metabolic change (**c**) were determined at day 4 and 24 h post stimulation, respectively. Data represent the mean of three independent experiments **±** SEM (**a**–**c**). *p* value was represented vs. NT (**b**, **c**). **d** Naive CD3^+^ T cells from either wild-type or LFA-1-KO mice were stained with PMS-green, TCRβ-Alexa488, or CTV and stimulated as in (**b**). The number of PMS^+^ particles and surface TCRβ were analyzed (*Left*). *p*-value was represented vs. wild-type NT. Representative histogram of TCRβ expression after stimulation and cell division at day 4 were presented (*right*). Data represent the mean of three independent experiments **±** SEM. *p* value was represented *vs*. wild type NT. Statistics were performed using one-way ANOVA post hoc Tukey’s multiple comparisons test (**a**–**d**). Source data are provided as a Source Data file.

In contrast, CK636 (an Arp2/3 complex inhibitor), jasplakinolide (JPK; an actin-stabilizing agent), and other inhibitors had little effect (Fig. 7a). To this end, T cells were stimulated with 5 min, then washed, and further cultured with various inhibitors including LatA and CytD. To our surprise, treatment of LatA or CytD in T cells activated with sAb (5 min) dramatically induced PMS^+^ TIS release, whereas JPK and CK636 had little effect (Fig. 7b). Consistently, the molted T cells showed dramatic proliferation (Fig. 7b) with the enforced metabolic reprogramming (Fig. 7c). These results suggest that surface microvilli release is linked with metabolic reprogramming for T cell clonal expansion. However, the lack of effect of various endocytosis process blockers suggests that endocytosis of TCR does not correspond to T cell proliferation.

To further obtain evidence that microvilli separation via trogocytic-molting is a direct mechanism of T cell proliferation, we utilized *LFA-1*^*–/–*^ (LFA-1 KO) T cells. Previously, we reported that T cells from *LFA-1*^*–/–*^ mice do not adhere to mICAM-1-coated plates after α-CD3/28 stimulation^13^. Indeed, LFA-1 KO T cells released fewer PMS^+^ TISs than wild-type (WT) T cells when placed on ICAM-1 after sAb stimulation (5 min) (Fig. 7d). However, these T cells significantly induced PMS^+^ TISs under the conditions of anti-CD62L, PLL (10×), and LatA (Fig. 7d). Again, LFA-1 KO T cells that underwent TIS release via trogocytic-molting strongly entered the cell cycle for proliferation (Fig. 7d).

Long, rod-shaped microvilli particles are further vesiculated by the actions of a budding complex, such as Vps4a/b^13^. In fact, TIS contains higher amounts of Vps4a/b (Fig. 8a). We investigated whether knockdown of Vps4a/b may retard the TCR recovery and T cell proliferation. Si-RNA targeting Vps4a/b significantly reduced the production of TISs on OVA/H-2K^b^/ICAM-1 (Fig. 8a). After stimulation on the lipid bilayer (OVA/H-2K^b^/ICAM-1), although TCRβ loss on the surface of OTI T cells was less than that of the scrambled si-RNA-transfected T cells, TCRβ recovery was significantly delayed (Fig. 8b). Similarly, attenuated metabolic reprogramming, followed by a reduced Ki-67^+^ cell population, was observed in T cells (Fig. 8c). Interestingly, CD25 and CD69 expression was not altered by si-Vps4a/b (Fig. 8d), indicating that the reduction of Vps4a/b has no effect on initial T cell activation.

**Fig. 8:**
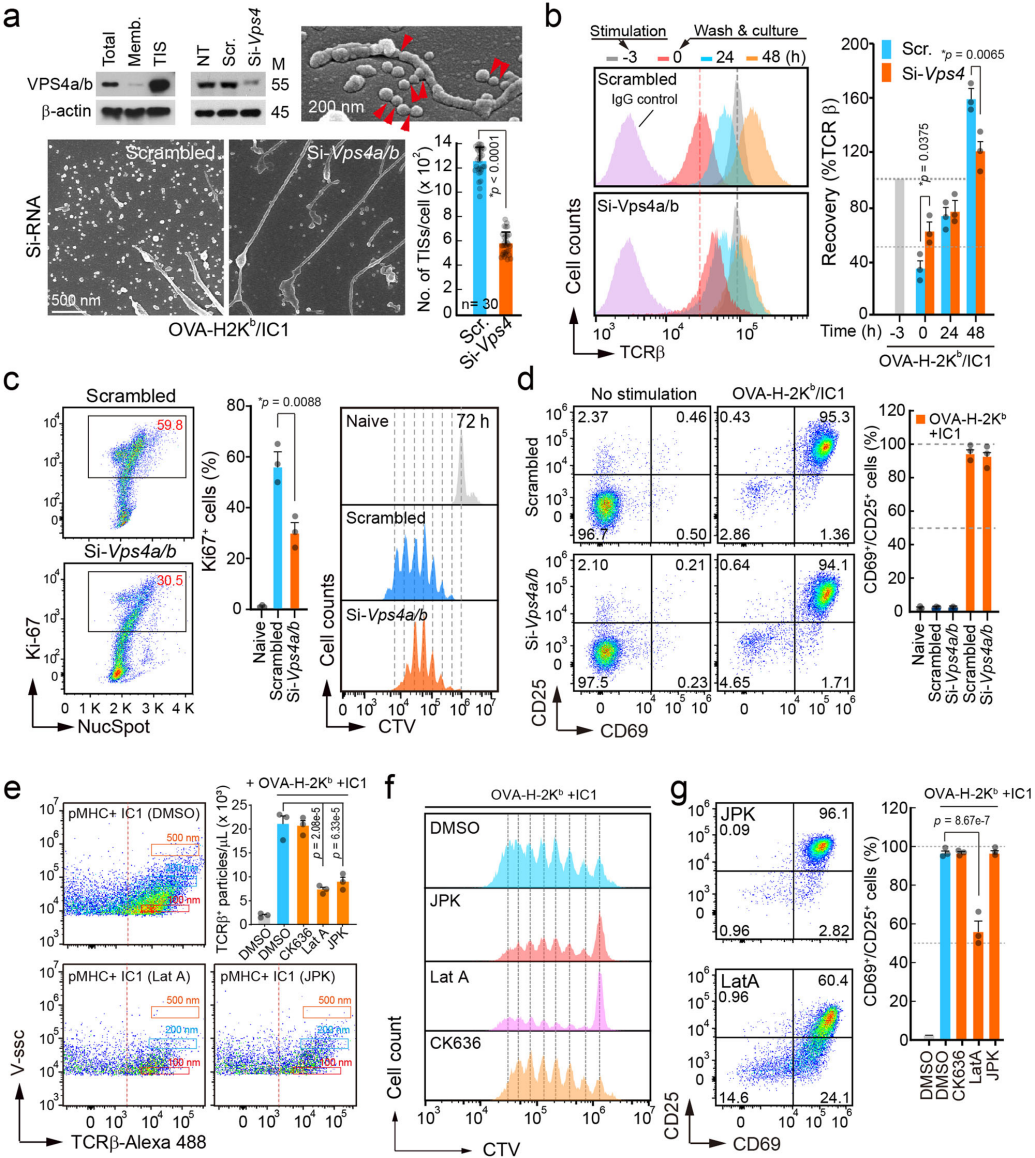
Perturbation of microvilli shedding affects TCR recovery and T cell proliferation. **a** OTI CD8^+^ T blasts were transfected with scrambled or siRNA targeting Vps4a/b. At 24 h post transfection, knock-down efficiency was confirmed by western blot and cells were stimulated on a lipid bilayer presenting pOVA_257-265_/H-2K^b^/ICAM-1 for 3 h. TISs generation was observed using SEM. Results are representative of three independent experiments. **b**–**d** Naïve OTI CD8^+^ T cells transfected with siRNA were stained with CTV and stimulated as in (**a**). Surface TCRβ recovery was determined by anti-TCRβ-FITC at the indicated time points (**b**), proliferating populations by Ki-67/NucSpot staining (at 48 h), cell division (**c**), and the expression of CD25/CD69 (at 24 h) were measured (**d**). Results are representative of three independent experiments **±** SEM. *p* value were indicated in the figure *vs*. Scrambled. **e**–**g** OTI naive CD8^+^ T cells were pre-stained with TCRβ-Alexa 488 or CTV and stimulated on a lipid bilayer presenting pOVA_257–265_/H-2K^b^/ICAM-1 in the presence of CK636 (100 μM), JPK (100 nM), or Lat A (237 nM) for 1 h. The number of TCRβ^+^ particles was quantified using CytoFLEX (**e**). Results are representative of three independent experiments **±** SEM. *p* value was represented *vs*. DMSO-treated OTI cells stimulated with OVA-H-2K^b^ + IC1. Cell division and the expression of CD25/CD69 were measured at day 4 (**f**) and at 24 h (**g**) post stimulation, respectively. Results are representative of three independent experiments **±** SEM. *p* value was represented in the figure vs. DMSO-treated OTI cells stimulated with OVA-H-2K^b^ + IC1. Statistics was performed using unpaired two-tailed *t* test (**a**, **c**), one-way ANOVA with post hoc Tukey’s multiple comparisons test (**b**, **e**, **g**). Source data are provided as a Source Data file.

If actin disruption induces microvilli shedding, then actin stabilization may inhibit microvilli fragmentation, thereby blocking TCR loss. To this end, we tested whether several actin drugs used in this study could affect T cell activation. CK636 and JPK had little effect on T cell spreading and subsequent activation on the OVA/H-2K^b^/ICAM-1 (Supplementary Fig. 13). Interestingly, the actin stabilizer JPK inhibited the release of TCRβ^+^ TISs induced by OVA/H-2K^b^ ICAM-1 (Fig. 8e) and delayed cell proliferation (Fig. 8f), while it did not alter the downstream signals of TCR until 3 h of stimulation (Supplementary Fig. 9a). Notably, LatA which enhanced T cell proliferation in sAb-activated T cells (Fig. 7b) significantly reduced T cell spreading on the OVA/H-2K^b^/ICAM-1 (Supplementary Fig. 13) and subsequent T cell activation (Fig. 8g). In addition, LatA inhibited TCRβ^+^ TIS release induced by OVA/H-2K^b^/ICAM-1, suggesting that intact F-actin structure, i.e., microvilli composed of F-actin, is critical for T cell antigen recognition and subsequent T cell activation. However, after proper TCR stimulation, a molting process is essential for T cell proliferation.

### TISs exclusively contain external membrane components involved in immune and metabolic processes

To elucidate a potential mechanism for how trogocytic molting of microvilli enhances T cell proliferation, purified TISs obtained from activated naive CD3^+^ T cells were subjected to liquid chromatography-tandem mass spectrometry (LC-MS/MS). Proteins that were commonly detected from three independent experiments on the total cell lysates (TCLs) and TISs were selected (Fig. 9a). This analysis revealed 3537 (80.7%) proteins in the TCLs and 3216 (74.4%) in TISs, of which 2375 (54.2%) were common in both samples. The high degree of overlapping proteins observed between TCLs and TISs indicated that TISs contain most of the TCL proteins (Fig. 9a). However, a cellular component analysis based on Gene Ontology annotation revealed that TIS-only exclusively contains external membrane components while TCL-only includes a variety of internal cellular components (Fig. 9b). In addition, analysis and visualization of biological processes with Cytoscape demonstrated that proteins included in TIS-only are related to the regulation of immune processes and vesicle transport while those in TCL-only play a variety of roles in cellular pathways (Fig. 9c).

**Fig. 9:**
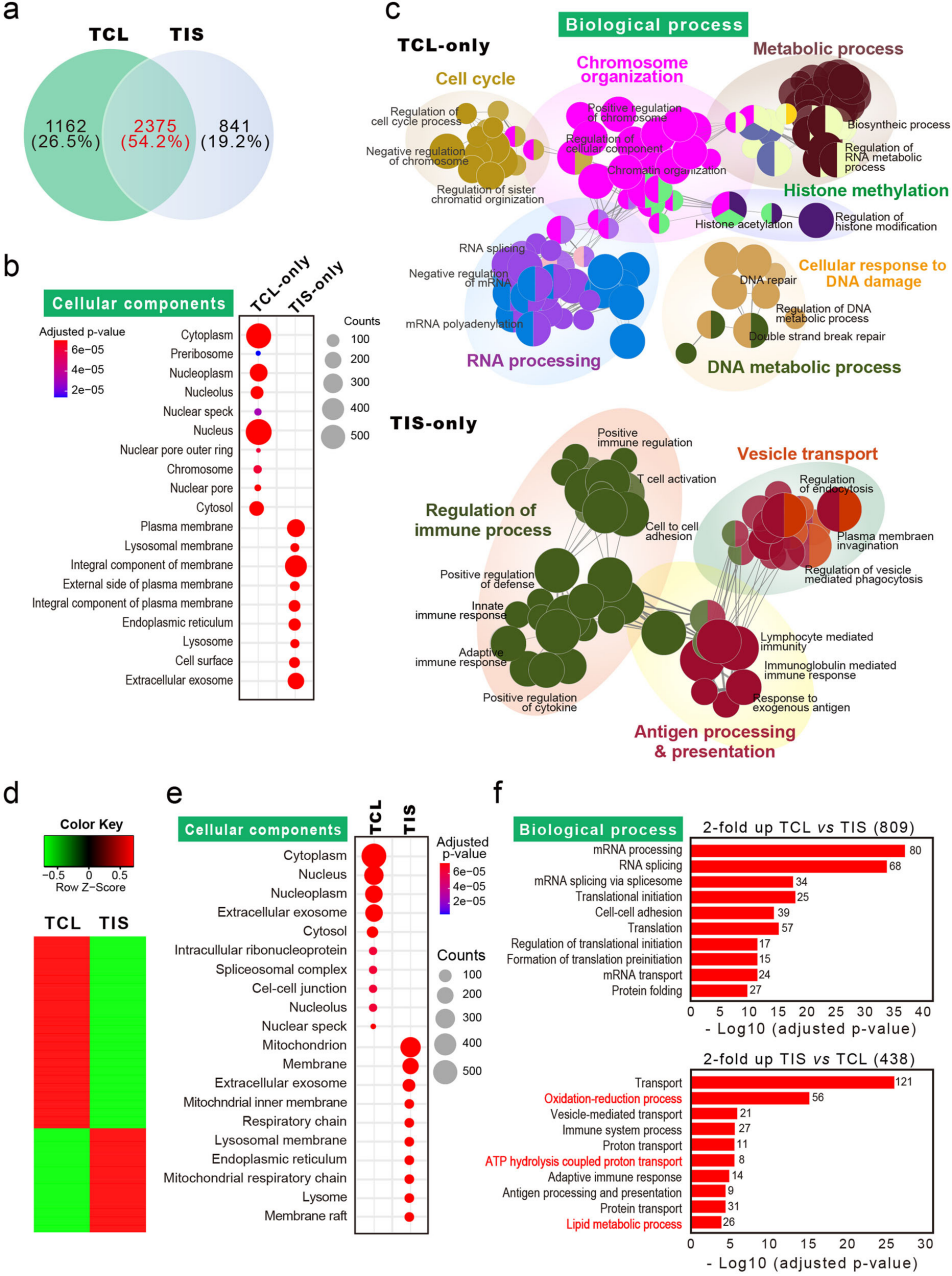
TISs contain external membrane components involved in immune and metabolic processes. **a** Venn diagram showing the overlap of proteins between TCL and TIS. **b** Analysis of the GO cellular components for the proteins exclusively identified in TIS (TIS-only) or TCL (TCL-only) using DAVID 6.8 (https://david.ncifcrf.gov/). **c** Overrepresented GO network for the proteins of TIS-only and TCL-only using Cytoscape V3.6.1 (http://cytoscape.org/) with the ClueGO V2.5.7 plugin. Each node represents a GO biological process, and the size of the node reflects the enrichment significance. Node color represents the class that they belong, and mixed color indicates multiple classes. Only significant interactions (*p*  < 0.05) and grouped terms are shown. The two-sided hypergeometric test yielded the enrichment for GO, and Bonferroni step-down correction for multiple testing controlled the *p* values. **d** Heatmap showing the relative expression pattern of 1247 differentially expressed proteins in TCL and TIS. Proteins included in these analyses met a cutoff of fold change >2. **e**, **f** Analysis of GO cellular component and GO biological process for the proteins in (**d**) using DAVID bioinformatics resources 6.8. Benjamini–Hochberg adjustment was used for multiple test correction.

We further analyzed the cellular components and biological processes of the proteins commonly found in both groups (2,375 proteins). To this end, particular repertories of proteins were selectively sorted into TCL or TIS based on twofold difference by relative quantitation provided by the exponentially modified protein abundance index (emPAI) (Fig. 9d). Similar to the results of TIS-only, cellular component analysis revealed that proteins enriched in TISs are derived from membrane components (Fig. 9e). Interestingly, analysis of the biological process revealed that, in addition to protein involvement in the regulation of immune function, TISs contained proteins that are related to energy metabolism, such as ATP hydrolysis, oxidation-reduction process, and lipid metabolic process (Fig. 9f). From the analysis of proteins in TISs, we further hypothesized that the release of external membrane components such as TCR complex and many T cell proteins, cholesterols and glycolipids, and some metabolic proteins via shedding of T cell microvilli may evoke a significant alternation in the process of T cell activation, and hence T cell fate.

### T cell molting favors FAS, whereas TCR internalization favors FAO

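The transcriptome was measured on 8 single-channel Affymetrix mouse whole-transcript gene arrays with 1 array per condition, so no difference between conditions has a replicate check and the number of arrays limits the precision. Naive CD3+ T cells from mouse spleens and lymph nodes, purified by negative selection (removal of other cells with magnetic beads), were profiled untreated, after latrunculin A (LatA, a toxin that binds actin monomers and blocks filament assembly) at 237 nM, and after 3 h with sAb, iAb or sAb+LatA. Cells for 3 further arrays were stimulated in the same ways, washed and cultured further, which gives the 24 h time point. The time of the LatA array is labelled as control by the submitters, while the methods give 3 h. The authors normalized the arrays by the robust multi-average method, and the deposited values lie between 1.20 and 14.3, the range of a log2 scale. Array medians were 4.74 to 4.94, and the highest value was 13.3 on the sAb+LatA array of 3 h and 14.2 to 14.3 on the others. Expression was compared as the difference between the log2 values of 2 arrays. Background was set at the 95th percentile of 1443 odorant, taste and vomeronasal receptor genes, which serve chemical sensing and stand in for genes silent in T cells. It lay at 4.70 to 4.99, with 11507 to 12315 genes above it per array, and a gene entered a comparison when it was above background in at least 1 of the 2 arrays. A gene was counted as higher or lower at a 1.5-fold difference, the threshold of Fig. 10a. Beyond single genes, 39 gene lists were written before the data were examined. Each list is summarised by the median log2 difference of its members and by the percentile of that median among 10000 random lists of genes with similar mean expression (the lowest and the highest 2.5% lie outside the middle 95% of random lists). Centring each array on its median over the genes above background is an alternative scaling that removes −0.11 from naive T cells, −0.09 from LatA-treated cells, 0.01 from sAb, −0.09 from iAb and −0.04 from sAb+LatA at 3 h, and 0.10, 0.13 and 0.10 from sAb, iAb and sAb+LatA at 24 h (log2 units). Where the direction of a list median turns under this scaling, or under a renewed quantile normalization, the value under that scaling is given beside it.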

To understand whether the release of membrane components, including TCRs, via the molting of microvilli regulates gene expression involved in certain pathways, we generated the transcriptome of naive T cells stimulated with sAb, iAb, LatA, and sAb plus LatA (sAb+LatA) through expression profiling of the microarray (Affymetrix Mouse Gene ST 2.0). 

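The T cell activation gene Il2ra was higher on the 6 arrays with antibody than on those without, and the division marker Mki67 was higher at 24 h. Il2ra, the alpha chain of the IL-2 receptor, had log2 expression of 8.21 in naive T cells and 8.20 after LatA alone, and 10.22, 10.87 and 11.43 after 3 h with sAb, sAb+LatA and iAb, and 11.10, 11.29 and 11.09 at 24 h. Mki67, a marker of proliferating cells, lay between 7.05 and 7.32 on the naive, LatA and 3 h arrays and at 9.83, 10.55 and 10.53 at 24 h with sAb, sAb+LatA and iAb. Jun, an immediate early transcription factor, was among the 5 genes furthest above naive T cells after LatA alone, at 9.94 against 8.60. Few other genes separated LatA-treated from naive T cells: 110 were at least 1.5-fold higher and 137 lower of 11975 (0.919% and 1.14%), while the chemosensory receptor genes gave 3.67% and 2.70%. Against naive T cells at 3 h, sAb gave 760 higher and 436 lower genes of 12301, sAb+LatA 1293 and 1095 of 12472, and iAb 1835 and 1545 of 12241. For sAb these are 6.18% and 3.54%, against 3.12% and 3.81% of the chemosensory receptor genes, so its lower genes do not exceed that share. For sAb+LatA they are 10.4% and 8.78% (against 2.70% and 4.64%) and for iAb 15.0% and 12.6% (against 1.94% and 3.47%). The chemosensory receptor genes lie at background intensity and can spread more than expressed genes. Between LatA and naive T cells their SD was 0.32, against 0.23 for the genes above background. Their share therefore does not show that the lower genes of sAb are noise. At 24 h the numbers were 2148 and 1105 of 12501 for sAb, 2477 and 1486 of 12606 for sAb+LatA, and 2655 and 1620 of 12519 for iAb. Across 6617 genes that differed 1.5-fold from naive T cells on at least 1 array, a tree of the arrays divided into 3 groups placed 8 of 8 arrays with the others of their time, the naive and LatA arrays forming the group without antibody. With average linkage on correlations, 7 of 8 did so and the sAb array of 3 h joined the naive and LatA arrays. Median centring changes the balance of these counts: the share of differing genes that were higher than in naive T cells went from 63.5% to 39.2% for sAb, from 54.1% to 42.8% for sAb+LatA at 3 h, from 44.5% to 34.2% for LatA, and from 66.0% to 39.4%, 62.1% to 37.7% and 62.5% to 41.1% for sAb, iAb and sAb+LatA at 24 h.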

Based on hierarchical clustering, we observed the coordinated expression changes by time (baseline, 3 h, and 24 h) and group (naive T, LatA, sAb, sAb+LatA, and iAb-activated T cells) (Fig. 10a). 

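Several immune genes were graded at 3 h, lowest in the naive and LatA-treated cells, then sAb, sAb+LatA and iAb. In the order naive, LatA, sAb, sAb+LatA and iAb, log2 expression of Gzmb, the cytotoxic protease granzyme B, was 5.52, 5.36, 5.80, 7.81 and 9.06, and that of Ifng, the cytokine interferon-γ, was 4.95, 5.03, 5.24, 7.05 and 8.00. The opposite order held for S1pr1, the receptor by which T cells leave lymphoid organs (11.60, 11.67, 10.77, 9.88 and 8.25), and for Il7r, the receptor for the survival cytokine IL-7 (11.98, 12.01, 11.58, 10.16 and 8.93). In a principal component analysis of 41345 probe sets without scaling to unit variance, PC1 held 44.4% and PC2 20.4% of the variance. Along PC2 the scores of the same 5 arrays were −27.9, −27.6, 3.02, 34.9 and 64.1. Along PC1 naive T cells stood at −54.6, LatA at −62.5, sAb at −26.8, and sAb+LatA and iAb at −7.15 and −7.41. The 24 h arrays lay at the other end of PC1, with sAb at 35.8, sAb+LatA at 58.4 and iAb at 64.3, and their PC2 scores of −16.5, −13.8 and −16.3 were close together. Pearson's r across the genes above background, which are not independent replicates, was 0.991 between the naive and LatA arrays, 0.926 between naive T cells and iAb at 3 h, and, for sAb+LatA at 3 h, 0.985 with sAb and 0.981 with iAb.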

Based on principal component analysis (PCA), we observed the trajectory of expression changes from naive T to LatA, sAb, sAb+LatA, and iAb T cells (red arrow) (Fig. 10b). Focusing on naive T cells compared with sAb- and iAb-treated T cells (Fig. 10c), we performed pathway enrichment tests (R gProfileR package) between iAb and sAb (both 3 and 24 h) (Fig. 10d). 

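The 10 genes furthest above sAb with iAb at 3 h encode proteins of several kinds, secreted effectors among them. Granzyme B mRNA was 9.59-fold and interferon-γ mRNA 6.78-fold higher (Gzmb and Ifng), together with the chemokine gene Ccl3 (log2 difference of 2.97), the effector transcription factor Tbx21 (2.41), the signalling regulator Rgs16 (3.04), the surface proteins Sema7a (3.06), Slamf7 (2.53) and Cd160 (2.43), the steroid synthesis enzyme Cyp11a1 (2.66) and the histone reader Spin4 (2.83). The mRNAs furthest below their sAb level included those of Rflnb, a regulator of the actin crosslinker filamin (11.3-fold lower), the homing receptor S1pr1 (5.77-fold), the cytokine receptor Il7r (6.25-fold), the nucleoside transporter Slc28a2b (−3.23), the sialyltransferase St8sia6 (−2.87), the kinesin Kif21b (−2.23) and the kinetochore protein Ndc80 (−2.14). At 24 h the genes furthest above sAb were mostly those of dividing cells: Lrr1, which helps to unload the replication machinery (3.75-fold), the spindle checkpoint kinase Bub1 (2.88-fold), the mitotic motor Kifc1 (1.54), the kinetochore subunit Ska3 (1.50), the histone H4c17 (1.69) and the microtubule regulator Stmn1 (1.36). The lowest at 24 h included the interferon-induced Oasl2 (3.85-fold lower), the chemokines Ccl22 (−1.35) and Ccl5 (−1.26), and the cytokine receptor Il6ra (−1.35). In total, 1074 genes were 1.5-fold higher and 1272 lower with iAb than with sAb at 3 h (8.65% and 10.2% of 12422), and 406 and 327 at 24 h (3.22% and 2.59% of 12624). Among the chemosensory receptor genes, 2.91% and 2.77% passed the same threshold at 3 h, and 5.27% and 3.19% at 24 h. Median centring moved the share of differing genes that were higher at 3 h from 45.8% to 61.1%.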

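Ribosome biogenesis led the metabolic gene groups at 3 h. These genes, which process ribosomal RNA and assemble ribosomes, were 1.92-fold higher with iAb than with sAb at their median, with 66 of 74 members at least 1.5-fold higher and 0 lower, among them Rrp1b (1.54), Dimt1 (1.51), Pno1 (1.41) and Rpf2 (1.35). The aminoacyl-tRNA synthetases, which charge tRNAs for protein synthesis, had a median log2 difference of 0.41 with 13 of 34 higher and 0 lower, led by Yars2 (1.03) and Yars (1.00). Quiescence and homing genes, which keep resting T cells circulating, lay at −1.02, with 19 of 30 lower and 1 higher. These 3 medians lay beyond all 10000 random lists. Genes of the TCA cycle, which oxidises acetyl-CoA, lay within the random lists at 3 h (0.10, percentile 83.6). At 24 h the genes of mitosis and chromosome segregation were 1.80-fold higher with iAb, with 61 of 70 members past 1.5-fold, and DNA replication genes had 29 of 53 higher and a median of 0.64, both with 0 lower and above all random lists. At 3 h the mitosis list was at −0.14 (percentile 7.69, and 2.19 among random lists not matched on expression) and the DNA replication list at −0.09 (percentile 22.2), which becomes 0.01 after median centring. At 24 h the medians were 0.24 for ribosome biogenesis (0 of 74 past 1.5-fold), 0.22 for the synthetases, 0.27 for the TCA cycle and −0.46 for quiescence genes, and the change from 3 h to 24 h was not tested. Markers of myeloid and dendritic cells, a measure of other cells in the preparation, differed by −0.04 at 3 h (0.06 after median centring) and by −0.27 at 24 h, where the percentile was 0.08.

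**Figure D1:**
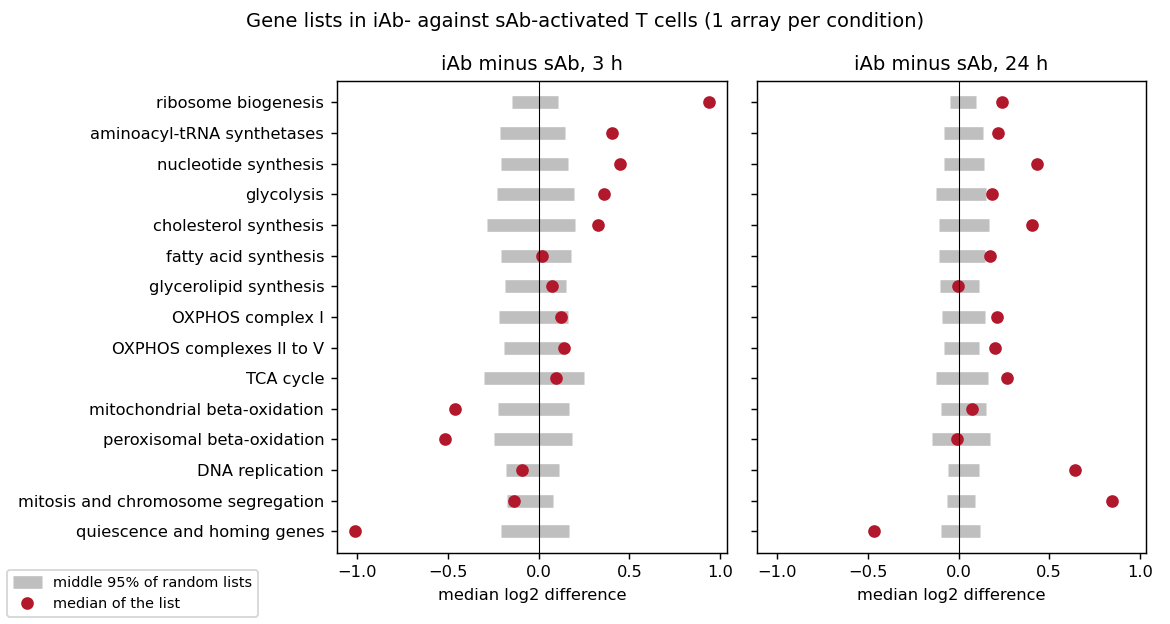
Median log2 difference (horizontal axis) of 15 gene lists (vertical axis) between iAb- and sAb-activated T cells at 3 h (left) and 24 h (right), red points, with grey bars for the middle 95% of random lists. Ribosome biogenesis lies farthest to the right at 3 h (0.94) and mitosis at 24 h (0.84); the DNA replication point at 3 h and the glycerolipid point at 24 h change sign under an alternative scaling.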

Interestingly, we found that the cellular metabolic process was significantly changed at 3 h, whereas the cell cycle process was significantly changed at 24 h (enrichment test *p* values < 10^−8^). Therefore, we speculated that iAb-activated T cells could undergo dramatic metabolic reprogramming at 3 h, and later its reprogramming affected the cellular proliferation at 24 h.

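The time course of individual cell cycle genes separated the early from the late response. Top2a, the topoisomerase of dividing cells, had log2 expression of 6.55 with sAb and 6.52 with iAb at 3 h, and 9.37 and 10.25 at 24 h. At 24 h the genes that were higher with iAb covered the centrosome kinase Nek2 (log2 difference of 1.31), the cohesin enzyme Esco2 (1.27), the centromere subunit Cenpk (1.22), the replication factors Cdc45 (1.01) and Cdc6 (0.99), the repair gene Brca2 (1.12) and the cell cycle transcription factor E2f2 (1.15). At 3 h some genes of chromosome segregation were lower with iAb, such as the cytokinesis regulator Racgap1 (−1.44) and the condensin subunit Smc4 (−1.34). The 6 antibody-treated arrays allow 1 test, an additive limma fit of stimulus and time with 2 residual degrees of freedom, which takes the effect of iAb as equal at both times. Over all 13285 genes tested, 0 passed for iAb against sAb (smallest adjusted p 0.257; 1075 higher and 1041 lower at an unadjusted p under 0.05). Adjusted over the list alone, 49 of 74 ribosome biogenesis genes were higher and 19 of 30 quiescence and homing genes lower with iAb, while 0 genes of the mitosis, DNA replication, aminoacyl-tRNA synthetase or TCA cycle lists passed.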

**Fig. 10:**
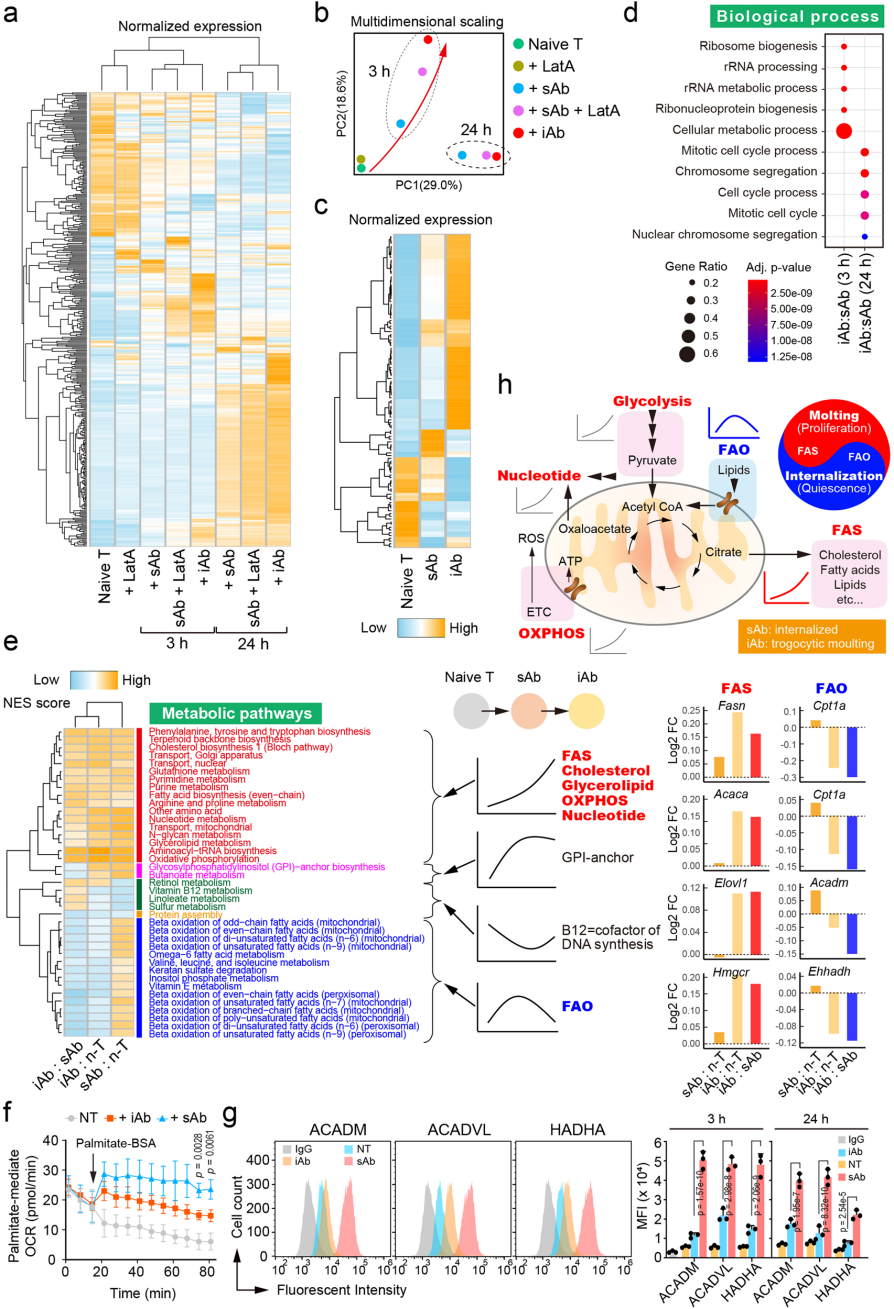
Transcriptome analysis of naive T and sAb-, sAb+LatA-, and iAb-stimulated naive T cells. **a** Coordinated changes in gene expression (Affymetrix Mouse Gene ST 2.0 microarray) in naive T (0 h) and LatA-, sAb-, sAb+LatA-, and iAb-stimulated T cells at 3 and 24 h. Genes on the heatmap were selected based on fold changes from naive T cells >1.5 and plotted with normalized gene expressions (z-score). **b** Principal component analysis (PCA) of the transcriptome. Trajectory was changed from naive T cells to sAb-, sAb+LatA-, and iAb-stimulated T cells. The changes were time-dependent, observing different clusters by time. **c** Selected heatmap of naive T and sAb- and iAb-activated cells at 3 h. Genes on the heatmap were selected as described in (**a**). Most of the genes in the selected group exhibited a reversed pattern of expression changes between naive cells and iAb-activated cells. **d** Enriched biological pathways (Gene Ontology) of differentially expressed genes. **e** Enriched metabolic pathways of T cells. NES of metabolic pathways (R fgsea package) were calculated from the fold changes of group comparisons. Pathways were selected based on enrichment test *p* values (<0.05). Bar graphs show the fold changes (log2) of representative genes in the FAS or FAO pathways. **f** Kinetic OCR response to palmitate. Naive CD3^+^ T cells stimulated for 3 h with iAb or sAb, washed, and OCR was measured in the presence of 500 μM palmitate. Results are representative of three independent experiments **±** SD. *p* value was presented for iAb *vs* sAb. **g** Levels of FAO enzymes ACADM, ACADVL, and HADHA were measured by flow cytometry in sAb- and iAb-activated cells at 3 h or 24 h. Representative histogram and the mean MFI is shown. Results are representative of three independent experiments **±** SEM. **h** A schematic model based on global metabolic gene profiling and the metabolic functional changes caused by molting or TCR internalization. Statistics was performed using one-way ANOVA with post hoc Tukey’s multiple comparisons test. FAS fatty acid synthesis, FAO fatty acid oxidation, GPI glycosylphosphatidylinositol, and OXPHOS oxidative phosphorylation, ACADM, medium-chain acyl-CoA dehydrogenase, ACADVL very long chain acyl-CoA dehydrogenase, HADHA trifunctional multi enzyme complex subunit alpha. Source data are provided as a Source Data file.

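Genes far above or below naive T cells after 3 h with iAb were partly shared with sAb. Among the genes with the largest increases over naive T cells with iAb were the chemokines Ccl3 (63.5-fold) and Xcl1 (log2 difference of 5.35), the adhesion receptor Crtam (5.18) and the transcription factor Irf8 (4.43). With sAb they included the cytokine Il2 (3.50), the interferon-induced GTPases Gbp11 (3.35) and Gbp5 (3.26) and Xcl1 (3.09). The homing receptor S1pr1 was among the lowest with iAb (−3.35), with Rflnb (−4.50), Slc28a2b (−3.56) and St8sia6 (−3.17). Of 3380 genes that differed 1.5-fold between iAb and naive T cells, 2859 (84.6%) had their sAb level between both. Choosing genes by a large difference favours such an order: simulated noise alone on 3 arrays gave 80.6%, the chemosensory receptor genes chosen in the same way 73.1% (78 genes), and the LatA array in the place of sAb 60.6% of the 3380 genes. The noise simulation holds no real iAb change. With the iAb differences kept and sAb unchanged, simulated noise put sAb on the iAb side of naive T cells for 50.0%, without noise of the shared naive array. The order held for 1670 of 1835 higher and 1189 of 1545 lower genes. At the median sAb reached a share of 0.37 of the iAb difference, for which no value from noise was computed. Of 11983 genes above background in both comparisons with naive T cells, 584 were higher with sAb and with iAb (110 if independent, 64.1 in simulated noise) and 302 were lower with both (56.2 and 63.9). Part of this excess may come from the shared naive array, which alone makes the differences covary: the covariance across genes was 0.190, against 0.0484 among the chemosensory receptor genes. Markers of myeloid and dendritic cells were also lower with iAb than in naive T cells (median −0.88, below all random lists).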

The dramatic changes in the cellular metabolic process (Fig. 10d) led us to perform in-depth metabolic pathway enrichment tests using high-quality metabolic maps^27,28^. 

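Ribosome biogenesis, nucleotide synthesis and sterol synthesis had high normalized enrichment scores (NES, the position of a list's genes in the ranking by fold change) with iAb at both times. Against sAb, the NES of ribosome biogenesis was 3.43 at 3 h and 2.55 at 24 h, that of nucleotide synthesis, which makes DNA and RNA precursors, 2.07 and 2.51, and that of cholesterol synthesis 1.95 and 2.21. Glycolysis, which breaks glucose down to pyruvate, had 1.89 and 1.30, and fatty acid synthesis 1.60 and 1.88. OXPHOS complexes II to V, which carry electrons and make ATP, had 1.29 and 2.05. OXPHOS complex I had −0.61 at 3 h, where its median difference was positive, and 1.76 at 24 h. Mitochondrial β-oxidation, which breaks fatty acids down, had −2.12 and 1.15, and peroxisomal β-oxidation −1.78 and −1.29. Against naive T cells at 3 h, sAb and iAb gave 2.72 and 3.03 for ribosome biogenesis, 2.04 and 2.00 for nucleotide synthesis, 1.75 and 2.17 for the tRNA synthetases, 0.74 and 1.61 for cholesterol synthesis and 1.42 and −1.65 for mitochondrial β-oxidation. For glycerolipid synthesis these were −0.85 and 0.85, the first with a sign opposite to the positive median of the list (the median turns to −0.04 after median centring). The scores were computed with fgsea on the gene lists written for these arrays, which differ from the subsystems of the metabolic model behind Fig. 10e, and rest on single arrays without a test between conditions.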

Based on normalized enrichment scores (NES) of expression changes (R fgsea package), we detected distinct clusters of metabolic pathways enriched in differently by conditions. 

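Nucleotide and sterol synthesis genes stood out among the lipid, OXPHOS and nucleotide groups as higher with iAb than with sAb at 3 h. For nucleotide synthesis the median log2 difference was 0.45, above all random lists, with 14 of 34 genes 1.5-fold higher and 2 lower: the folate enzymes Shmt1 (1.97) and Mthfd2 (1.39) and the CTP synthase Ctps (1.32) were higher and the salvage kinase Dck (−1.76) lower. Cholesterol synthesis had a median of 0.33 (percentile 99.9), with 7 of 20 higher and 0 lower, led by the sterol enzymes Cyp51 (1.75), Sqle (1.51), Hsd17b7 (1.50) and Lss (1.39). Fatty acid synthesis genes divided: 8 of 24 were higher, among them the elongation enzyme Hacd1 (1.78) and the acyl-CoA synthetase Acsl5 (1.05), and 2 lower, among them the acetyl-CoA synthetase Acss2 (−1.69), and the median of 0.02 lay within the random lists (percentile 63.8) and becomes 0.12 after median centring and 0.15 as a list mean. Glycerolipid synthesis, the route to membrane phospholipids, also went both ways, with 4 of 30 higher (Gpd2 at 1.05, Agpat5 at 1.02) and 5 lower (Gpd1l at −1.36) and a median of 0.07 (percentile 86.2), which becomes 0.17 after median centring and −0.01 with the mean of probe sets. OXPHOS complex I lay at 0.12 (percentile 94.0, 0.22 after median centring) and complexes II to V at 0.14 (percentile 98.0, 0.24 after median centring), with few genes past 1.5-fold, such as the electron carrier Cycs (0.90). Against naive T cells, iAb medians were 0.62 for nucleotide synthesis (0.79 as a list mean) and 0.36 for cholesterol synthesis (0.51 as a list mean). They were 0.21 for fatty acid synthesis (0.06 without the background filter), 0.13 for glycerolipid synthesis (0.02 with the mean of probe sets), 0.13 for complex I and 0.23 for complexes II to V. The sAb medians were 0.31, 0.05, 0.04, 0.07, 0.13 and 0.09 in that order, of which the second, the third, the fourth and the last turn negative after median centring (−0.06, −0.08, −0.04 and −0.02), the second also after quantile normalization (−0.01). Adjusted over the list alone, 16 of 34 nucleotide synthesis and 5 of 20 cholesterol synthesis genes passed in the additive fit as higher with iAb than with sAb, and 0 of the fatty acid, glycerolipid and OXPHOS lists, beside the 0 over all genes tested. The fit takes the effect as equal at both times, so it cannot decide on a change at 3 h alone.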

First, we observed the pathways of maximal expressions in iAb-activated T cells, including FAS, OXPHOS, glycerolipid, cholesterol, and nucleotide metabolism, which could promote the recovery of membrane loss and lipid rafts (Fig. 10e). GPI-anchor synthesis, which is also involved in the formation of lipid rafts, was highly expressed in both sAb- and iAb-activated T cells compared with naive T cells (Fig. 10e). 

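Genes of GPI-anchor synthesis, which build the glycolipid that tethers proteins such as Thy-1 to lipid rafts, went both ways in activated T cells. With sAb at 3 h, Pigx, a subunit of the first mannosyltransferase of the pathway, was 0.97 above naive T cells and Pigw, which adds the acyl chain to inositol, 0.41, while the remodelling enzymes Pgap1 (−0.44) and Pgap3 (−0.52) were lower. With iAb, Pigw was 1.07 and the transamidase subunit Pigu 0.55 higher, and Pgap1 (−1.02) and Pigp (−0.51) were lower. The list's median against naive T cells at 3 h was 0.08 with sAb, which turns to −0.03 after median centring, and 0.12 with iAb, at percentiles 66.9 and 85.9 of random lists. At 1.5-fold, 1 of 25 genes was higher and 0 lower with sAb, and 1 higher and 1 lower with iAb. Between iAb and sAb the median was −0.02 at 3 h, which turns to 0.08 after median centring and 0.00 after quantile normalization, and 0.08 at 24 h. The myeloid marker C1qb, a complement gene of macrophages, stood at 8.94 in naive T cells, 7.59 with sAb and 7.31 with iAb on the same arrays.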

Cholesterols and fatty acids are a vital component of cell membranes, can supply substrates for cell signaling, and provide a high-yielding energy source^23,29^. Significant upregulation of lipid metabolism pathways (Fig. 10e), together with the increased glycolysis and OXPHOS pathways (Figs. 4h and 4i), in iAb- *vs*. sAb-activated T cells strongly suggest that membrane microvilli molting is evidently linked with metabolic processes for T cell proliferation. 

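Glycolytic genes were higher with iAb than with sAb at 3 h together with the sterol synthesis genes. The hexokinases Hk2 (log2 difference of 1.43) and Hk1 (0.74), which trap glucose in the cell, and the lactate transporter Slc16a1 (1.16) led a glycolysis list with 6 of 20 genes 1.5-fold higher and 0 lower and a median of 0.36. Its percentile among random lists was 99.96, and the median at 24 h was 0.18. Some LXR and sterol efflux genes were lower with iAb: the cholesterol exporters Abcg1 (−1.63) and Abca1 (−1.35), the LXR-induced ubiquitin ligase Mylip (−1.25) and the lysosomal sterol transporter Npc1 (−1.13). The whole list, with 5 of 11 genes 1.5-fold lower and 1 higher, had a median of −0.30 within the middle 95% of random lists (percentile 4.67). In the additive fit 1 gene of it was higher and 1 lower, adjusted over the list alone, and 0 glycolysis genes passed. At 24 h some lipid and OXPHOS lists had higher medians with iAb, with few genes 1.5-fold higher. The median was 0.40 for cholesterol synthesis (6 of 20 genes, Lss 0.77, Hmgcs1 0.71) and 0.17 for fatty acid synthesis (2 of 27, the desaturases Fads2 at 1.11 and Scd1 at 0.96). It was 0.21 for OXPHOS complex I (0 of 31) and 0.20 for complexes II to V (0 of 40), and each of these medians lay outside the middle 95% of random lists. Glycerolipid synthesis lay within that middle 95%, at −0.00, which becomes 0.01 after quantile normalization.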

Second, we detected the following two distinct pathway clusters specifically changing in sAb-activated T cells: (1) a decreased cluster that includes B12 metabolism, a cofactor of DNA synthesis, and (2) an increased cluster that includes FAO, a metabolic feature of memory T cells. 

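Few genes of fatty acid oxidation (FAO) or vitamin B12 metabolism were 1.5-fold apart between sAb and naive T cells at 3 h. Among FAO genes, the carnitine carrier Slc25a20, which brings acyl groups into mitochondria, was 0.86 higher on the log2 scale, the thiolase Acaa2 0.74 and the medium-chain dehydrogenase Acadm 0.51, while the propionyl-CoA carboxylase subunit Pcca was lower (−0.55). The mitochondrial β-oxidation list had a median of 0.20 (0.08 after median centring) just above the middle 95% of random lists, with 2 of 26 genes 1.5-fold higher and 0 lower. Against the LatA array, the other one without antibody, the median with sAb was 0.12, within the random lists (percentile 88.0). The peroxisomal list had 0.10, which turns to −0.01 after median centring (percentile 79.7). Of the B12 genes, Mtrr, which reactivates the B12-dependent methionine synthase, was 1.01 higher with sAb and the epimerase Mcee 0.53, whereas Mmaa (−0.62) and Mmab (−0.55), which prepare B12 for its mitochondrial enzyme, were lower. The B12 median was 0.01, and turns to −0.11 after median centring and −0.06 after quantile normalization (percentile 38.7, with 1 of 13 genes higher and 1 lower). With iAb, the medians against naive T cells were −0.32 for mitochondrial (percentile 0.35) and −0.37 for peroxisomal β-oxidation (percentile 0.38) and −0.15 for B12 metabolism (percentile 20.4). Between iAb and sAb they were −0.46, below all random lists, −0.52 and −0.02, the first becoming −0.35 and the second −0.21 without the background filter and the last 0.08 after median centring and 0.03 after quantile normalization. Against sAb, the β-oxidation dehydrogenase Hadh (−0.95), the electron acceptor Etfdh (−0.96) and the peroxisomal Hacl1 (−1.31) and Crot (−0.97) were lower with iAb, as was the B12-dependent mutase Mmut (−1.16), while Mtrr (1.27) was higher. Markers of myeloid and dendritic cells were −0.80 at the median with sAb against naive T cells on the same arrays (13 of 20 lower).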

Vitamin B12 deficiency reduces proliferation in some cell types^23,29^. Therefore, increased FAO and reduced B12 pathways in sAb-activated T cells suggest that the TCR internalization event is linked to slowing or halting of cell cycle progression. 

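Cell cycle genes at 24 h were far above naive T cells with sAb, and further above with iAb. The spindle checkpoint gene Bub1 was 3.28 higher with sAb on the log2 scale, the mitotic kinase Cdk1 3.15, the cyclin Ccna2 3.15, the replication factor Gins1 2.96 and the chromatin regulator Uhrf1 2.66. Mitosis genes were 3.54-fold and DNA replication genes 2.85-fold above naive T cells at the median with sAb (64 of 70 and 49 of 53 at least 1.5-fold higher). With iAb the mitosis median was 6.72-fold and the replication median 2.04 on the log2 scale (66 of 70 and 50 of 53). Mitochondrial β-oxidation genes at 24 h had medians of 0.42 with sAb (percentile 99.3, with Etfb at 1.32 and Hadh at 1.29) and 0.40 with iAb (percentile 96.6). B12 genes had 0.07 with sAb, which turns to −0.14 after median centring, and 0.27 with iAb, both within the random lists. Myeloid and dendritic cell markers lay at −1.36 with sAb and −1.52 with iAb against naive T cells at 24 h. From the change of metabolic genes at 3 h and of cell cycle genes at 24 h, the paper speculates that iAb-activated T cells could undergo metabolic reprogramming that later affects proliferation. From the lipid pathways of Fig. 10e and the glycolysis and OXPHOS of Figs. 4h and 4i, it proposes a link between molting and the metabolism needed for proliferation. From the FAO and B12 pathways with sAb, and from reports that B12 deficiency reduces proliferation in some cell types, it proposes that internalization of TCRs goes with a slowing or halt of the cell cycle. The paper does not rest these links on the arrays alone. It also measured cell division, Ki-67 and apoptosis after sAb and iAb. Particle release, metabolism and proliferation were measured on adhesion matrices, with actin drugs and after knockdown of Vps4a/b.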

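Fasn, Acaca and Elovl1 encode enzymes that build fatty acids (the synthase, the carboxylase that makes malonyl-CoA, and an elongase), and Cpt1a, Cpt2, Acadm and Ehhadh encode enzymes that import and oxidise them. At 3 h the log2 expression of Fasn was 8.48 in naive T cells, 8.96 with sAb and 9.99 with iAb, that of Acaca 6.70, 6.74 and 7.51, and that of Elovl1 7.94, 7.92 and 8.59. The oxidation genes were lower with iAb than in the other groups: Cpt1a at 7.43, 7.64 and 6.21, Cpt2 at 6.85, 7.05 and 6.33, Acadm at 8.58, 9.09 and 8.25, and Ehhadh at 6.17, 6.24 and 5.75 in the same order. As folds between iAb and sAb, Fasn was 2.05-fold, Acaca 1.71-fold and Elovl1 1.60-fold higher, and Cpt1a 2.70-fold, Cpt2 1.65-fold, Acadm 1.79-fold and Ehhadh 1.40-fold lower. Between sAb and naive T cells these genes differed by less than 1.5-fold. The chemosensory receptor genes differed by −0.61 to 0.60 in the middle 95% between iAb and sAb, and the Ehhadh difference of −0.49 lies within that range. Between iAb and naive T cells their range was −0.63 to 0.54, in which Cpt2 (−0.51), Acadm (−0.33) and Ehhadh (−0.42) lie. The chemosensory receptor genes are measured at background intensity and can spread more than expressed genes. Between LatA and naive T cells their SD was 0.32, against 0.23 for the genes above background. In the additive fit over both times, 0 genes of the fatty acid synthesis and β-oxidation lists passed, adjusted over the list alone. That fit counts a difference between 3 h and 24 h as error, so it cannot decide on a change at 3 h alone. Between iAb and sAb the mitochondrial β-oxidation median was −0.46 at 3 h and 0.08 at 24 h.

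**Figure D2:**
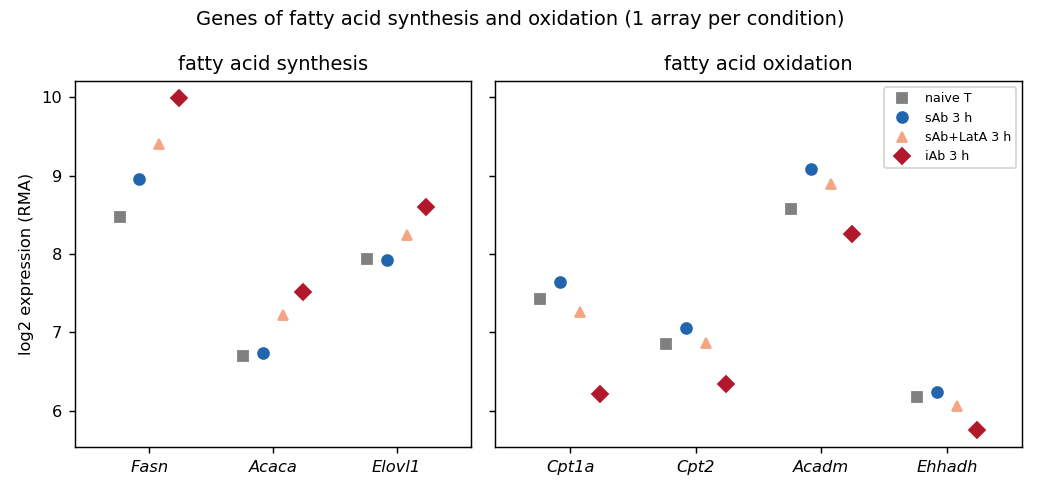
Log2 expression (vertical axis) of 3 fatty acid synthesis and 4 fatty acid oxidation genes (horizontal axis) in naive T cells (grey squares) and after 3 h with sAb (blue circles), sAb+LatA (orange triangles) and iAb (red diamonds), 1 array each. For Fasn the iAb point (9.99) is the highest, and for Cpt1a (6.21) the lowest of the 4 points.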

The representative genes clustered in the FAS or FAO pathways are shown in Fig. 10e. These findings prompted us to investigate the rate of fatty acid oxidation (FAO) by using either palmitate-BSA or by measuring the levels of three key enzymes involved in β-oxidation: medium-chain acyl-CoA dehydrogenase (ACADM), very long chain acyl-CoA dehydrogenase (ACADVL), and the alpha subunit of the trifunctional multi-enzyme complex (HADHA). sAb-activated T cells demonstrated a marked rise in OCR when exposed to palmitate and displayed higher levels of the crucial FAO enzymes compared to iAb-activated T cells. These results indicate that iAb-activated T cells rely less on lipids as an energy source, whereas sAb-activated T cells exhibit a stronger preference for FAO relative to iAb-activated T cells (Fig. 10f and g). 

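Some of the genes furthest apart between iAb and sAb at 3 h also differed, in the same direction, between sAb+LatA and sAb. The cytotoxic protease gene Gzmb was 4.02-fold higher than with sAb alone, with the cytokine genes Lif (log2 difference of 1.94) and Ifng (1.81) and the transcription factor Irf8 (1.82), and Rflnb (−2.23), Slc28a2b (−1.56) and Il7r (−1.42) were lower. Ribosome biogenesis genes had a median of 0.46, with 17 of 74 at least 1.5-fold higher and 0 lower (Noc4l 0.86, Bysl 0.81), and the tRNA synthetases one of 0.26 (Wars 0.74), both above all random lists. Glycolysis genes lay at 0.20 (percentile 99.9, Hk2 at 0.74) and cholesterol synthesis genes at 0.08 (percentile 94.1, Sqle at 0.62). Genes that respond to actin through the transcription factor SRF were lower at their median (−0.27, below all random lists). The members with the largest differences included the actin-binding Cnn2 (−1.31), the myosin Myh9 (−0.89), the tropomyosin Tpm4 (−0.75) and β-actin (Actb, −0.71). Genes of the Arp2/3 complex and other actin regulators lay at −0.21 (percentile 0.16), with Cotl1 at −0.87 and Coro1a at −0.78. The highest value of the sAb+LatA array of 3 h was below that of every other array (13.3 against 14.2 to 14.3), which bears on such abundant genes: after quantile normalization the medians become −0.20 for the SRF and −0.14 for the Arp2/3 list and Actb −0.67. In total 309 genes were higher and 428 lower of 12605 at 3 h (2.45% and 3.40%, against 3.05% and 3.88% of the chemosensory receptor genes), and the share of differing genes that were higher went from 41.9% to 53.3% with median centring and 59.0% with quantile normalization. At 24 h, 231 were higher and 247 lower of 12695 (1.82% and 1.95%, against 3.05% and 3.12% of the chemosensory receptor genes). Mitosis genes were higher at a median of 0.63 (41 of 70) and DNA replication genes at 0.47 (16 of 53). Of the genes above background, 231 were higher than with sAb in both sAb+LatA and iAb at 3 h (24.4 if independent, 66.9 in simulated noise) and 277 lower (44.4 and 65.0), and at 24 h 150 (6.27 and 67.1) and 124 (6.50 and 67.2). Part of this excess may come from the shared sAb array of each time, since the covariance of 24 h differences was 0.0585, and 0.04 among the chemosensory receptor genes. In the additive fit 0 genes passed for sAb+LatA against sAb over all genes tested (smallest adjusted p 0.799, with 281 higher and 454 lower at an unadjusted p under 0.05). Adjusted over the list alone, 1 of 10 NK cell marker genes was lower and 0 genes of the other lists passed. Markers of myeloid and dendritic cells had a median of −0.20 between sAb+LatA and sAb at 3 h (percentile 1.88).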

Interestingly, increased expression of metabolic pathways was also observed in sAb+LatA-activated T cells compared with sAb treatment (Supplementary Figs. 14a and b).

We also generated the transcriptome of naive T cells and ConA (low-dose)-, PLL (10×)-, and ConA-PLL-treated T cells and found that only ConA+PLL, which dramatically release TCR^+^ TISs, induced the upregulation of cell proliferation (enrichment test p values < 10^−8^) (Supplementary Figs. 15a and 15b) and cellular biomass synthesis (e.g., cholesterol, nucleotide, amino acids, and fatty acids) (Supplementary Figs. 15c and 15d; fGSEA p values < 0.05). Interestingly, genes associated with FAO were not significantly regulated with ConA treatment, presumably because ConA did not cause internalization of the TCR complex (Fig. 5h).

Collectively, the present study demonstrates that the physical interaction of T cells with their cognate APCs is physiologically significant in two manners. First, as shown in previous studies, T cell activation induces TCR internalization, which can induce “biomass conversion into energy,” thereby slowing or halting T cell proliferation. Second, at the initial stage of naive T cell activation, however, T cells require massive expansion to procure effector functions, and this is possibly obtained by the molting of TCR-enriched microvilli, which can induce “biomass generation” (FAs, cholesterols, glycerolipids, etc.). A schematic model based on global metabolic gene profiling and the metabolic functional changes caused by molting or TCR internalization are depicted in Fig. 10h.

## Discussion

TCR downmodulation after engagement with p-MHC is a hallmark of T cell activation and is believed to occur through increased TCR internalization or rapid degradation^14,30^. However, in the present study, we showed that molting of T cell membrane protrusions including microvilli in the form of TISs is a crucial mechanism corresponding with the loss of TCRs on the surface of activated T cells. T cell microvilli have at least two major functions. First, they are important outer-layer organelles to sense antigen peptides on APCs^12,13,21,31^. Second, during the physical interaction with APCs, T cell microvilli act as carriers to release a large number of proteins and lipids required for T cell life. Paradoxically, these T cells enter multiple division cycles and grow to meet the demands of clonal expansion by the de novo synthesis of gene clusters involved in lipid metabolic pathways, including FAS, cholesterols, glycerolipids, and lipid rafts. To our knowledge, these findings are new evidence that, apart from external factors such as cytokines released from APCs, T cells have an intrinsic program for proliferation and clonal expansion by which the T cells gain increased sensitivity to low concentrations of antigen.

Unlike the many studies focusing on TCR internalization, none has investigated whether the release of TCRs from T cells encountering their cognate APCs can affect surface TCR downregulation. Therefore, no one has examined what percentages of TCRs are internalized or released during T cell contact with an APC. Interestingly, most TCR-triggering studies that have used surface-coated anti-CD3 antibody or peptide-pulsed APCs did not account for microvesicles or microvilli-derived particles released from activated T cells. This presupposes that all TCRs are internalized during T cell activation; thus, the results produced by this preconception are likely to be interpreted from only one perspective. The present study reveals that TCR traveling is distinguished based on whether the stimulating conditions occur in a soluble or matrix-coated state. From this point of view, the coated surface is more similar to the physiological state. Indeed, we^13^ and others^32^ have clearly demonstrated that a considerable number of TCRs are transferred to the APCs during IS formation and deformation.

What are the mechanisms of TCR release from T cells encountering their cognate APCs? Unlike the generation of exosomes or microvesicles, microvilli shedding depends on trogocytosis^7,33,34^, which was thought to transfer membrane patches containing intact molecules via enzyme-independent cleavage^34^. However, we recently identified that fragmentation (or vesiculation) of microvilli from the T cell body requires enzyme complexes such as TSG101 and Vps4a/b, which mediate the budding of microvesicles at the cell surface^35^. In an agreement with this line, knockdown of Vps4a/b significantly reduces TIS release via microvilli shedding^13^. To our knowledge, our work showed the first evidence that T cells release microvilli particles through the combined action of two independent mechanisms: trogocytosis and enzymatic breakage. Therefore, the “trogocytic-molting” of surface membrane components may be a common mechanism occurring during immune cell-to-cell interaction.

Interestingly, it is very commonly accepted that plate-bound, immobilized anti-CD3/28 is believed to work better as it mimics cell-cell contact and may also guarantee the chance for the cells to interact with immobilized anti-CD3/28 antibodies on the surface of the plate^36^. However, our current study evidently demonstrated that two conditions, i.e., soluble and immobilized, are not different in terms of the intensity of TCR signaling. Indeed, we found that ~5 to 10 min TCR activation is sufficient to enforce T cells to undergo metabolic changes and subsequent proliferation for clonal expansion. The only difference we found was that T cells release a great number of essential molecules including TCRs via the release of TISs (or TMPs) upon binding to the immobilized matrix, whereas they are internalized in sAb condition. Therefore, we argue that generally accepted notion that immobilized antibodies have stronger and longer-lasting signals than soluble antibodies is a misguided paradigm.

At least two main evidence of current study strongly demonstrated that TCRs are released via the fragmentation of membrane outer layers, i.e., microvilli. First, previous reports demonstrated that lipid rafts, which are membrane signaling domains associated with TCR signaling^17,18^, are located at the apical surfaces of microvilli^17^. Interestingly, the apparent presence of CTB, a marker for GM1 in lipid rafts, with plate-bound TCR^+^ particles released from activated T cells on iAb strongly demonstrates that TCR-enriched TISs are formed mainly from the shedding of surface microvilli. Unlike the sAb condition, a reduced number of microvilli and downregulation of microvilli-specific proteins in T cells activated via the iAb condition also provide a direct evidence that the particle origins are microvilli covering the outer layer of the cell. Second, Dustin’s group reported that T cells release TCR-enriched microvesicles or synaptic ectosomes through IS while interacting with APCs^10,11^. They demonstrated that membrane particles are primarily released from the central region of the supramolecular activation cluster (c-SMAC). If TCR^+^ particles are solely released at the c-SMAC, the particles must be concentrated in the central region of IS. However, more evidence demonstrated that TCR^+^ membrane particles are spread around the activated T cell periphery on the matrix-coated surface. Further, TCRs were clearly localized through the microvilli stems and tips, which are enriched with ezrin and F-actin, and were released through long rod-shaped fragments. In addition, it is now generally accepted that microvilli play an important role in sensing, particularly at the interface with the APCs^12,31,37^.

Of great interest is that most studies related to exosomes or microvesicles have focused only on the effect of these small vesicles on the target cells, tissues, or microenvironments, but none to our knowledge has yet explored whether the release of EVs has an autocrine regulatory function. From this perspective, it is striking that TISs contain, in addition to TCRs, a large number of membrane microvilli or lipid raft proteins essential for T cell life. Hence, there are two questions, viz., is the molting process unique to T cells, or do other cells also undergo molting during their lifespan? and if molting occurs, what biological or pathological phenomenon is it related to? Scientists in cancer research have believed for several years that the secretion of EVs could be one of the primary mechanisms by which cancer stem cells interact with other tumor and non-tumor cells^38^. However, no one has evaluated whether EV release is a self-regulatory mechanism by which cancer cells permanently grow. In this regard, it is interesting to note that interfering with EV biogenesis and/or release inhibits cancer cell survival and growth^38^. Furthermore, extensive evidence suggest that EVs are involved in the metabolic switch occurring in cancer and tumor stroma cells. If molting is a general phenomenon for cell proliferation, it may also be important in stem cell research. There is evidence that stem cells use plasma membrane protrusions as platforms for EV shedding^39^.

In general, organisms will become exhausted and eventually die if they lose components essential for sustaining their life cycle. However, a natural phenomenon for which such a paradox exists is in molting, shedding, or ecdysis, in which a creature casts off a part of its body to grow. In this perspective, an important question is how membrane shedding was molecularly linked to enhance metabolic reprogramming for cell proliferation and survival. Since microvilli are enriched with membrane essential lipids, such as cholesterols, glycerolipids, and FAs, which are necessary for T cell metabolism and subsequent activation and proliferation, the loss of such essential lipids via TISs is likely to promote the de novo synthesis of gene clusters for lipid metabolism. This pathway may be linked to trigger Notch1 signaling, which is known to be involved in T cell proliferation and survival^40^. Additionally, no energy burden in using ubiquitin machinery to clear unnecessary receptors or signaling molecules may also be linked to Notch1 activation, thereby inducing the downstream cell cycle regulator c-Myc^40^. In addition to membrane components, TISs contain significant amounts of mitochondrial proteins. The lack of energy-related mitochondrial proteins may promote the synthesis of genes related to the OXPHOS pathway. Overall, the present results of LC-MS/MS-based lipidomics and proteomics and transcriptome analysis strongly suggest that T cells release molecules that are essential for antigen recognition (TCR and its complex), energy metabolism (glycolysis, TCA cycle, and ATP binding proteins), and membrane components (FAs and cholesterols), which paradoxically promote T cell proliferation for clonal expansion.

Approximately 20 years earlier, the Schoenberger group reported that naive cytotoxic T cells require a single short interaction (within ~2 h) with stimulatory APCs to initiate a program for autonomous clonal expansion and differentiation into functional effectors^41^. However, the mechanism of why a brief period was sufficient remained an enigma for a long time. In the present study, we have compiled extensive evidence that short-term shedding of T cell membrane protrusions is a critical mechanism for initiating a program of T cell clonal expansion. We found that even ~5 min of TCR activation is sufficient, at least in vitro. Importantly, an increased number of microvilli and increased TCR expression are markers for antigen-experienced or memory T cells. Further research is underway to explore whether either membrane molting or TCR internalization is coupled with the conversion to the memory phenotype.

## Methods

### Antibodies and reagents

Antibodies for GFP (ab290), Annexin V/propidium iodide (PI) stain kit, and fatty acid oxidation assay kit (ab118183) were purchased from Abcam (Cambridge, MA, UK). Antibodies for CD3 ζ (sc1239) and flot1 (sc-74566) were purchased from Santa Cruz Biotechnology (Dallas, TX, USA). Antibodies against β-actin (4967 L), phospho-Zap70 (2701 S), Notch1 (3608 S), phospho-PKCδ/θ (9376 S), phospho-p44/42 MAPK (Erk1/2, 4376 S), phospho-p38 MAPK (9215 S), and phospho-Akt (4058 S), in addition to anti-rabbit IgG-HRP (7074 S) and anti-mouse IgG-HRP (7076 S), were purchased from Cell Signaling Technology (Danvers, MA, USA). Anti-TCRβ (H57-597) was purchased from Bio-X-Cell (West Lebanon, NH, USA). Anti-LFA-1 antibody (M17/4) was purchased from BioLegend (San Diego, CA, USA). Fluorescence-conjugated CD3e, CD62L, CXCR4, CD45, CD25, CD11c, CD69, CD4, and CD8 were purchased from eBioscience (San Diego, CA, USA). Flow cytometry submicron particle size reference kit (F13839), Fab preparation kit, CellMask™ Green-, Orange- Plasma Membrane Stain (CMS), CellTrace™ Violet (CTV) cell proliferation kit, CMRA-Orange, Cholera Toxin Subunit B (Recombinant), Pierce™ FITC Antibody Labeling Kit, Alexa Fluor™ 488, Alexa Fluor™ 594 or APC Protein Labeling Kit, and NucSpot Far-Red were purchased from Thermo Fisher Scientific (Waltham, MA, USA). Anti-human CD28 antibody, recombinant mouse ICAM-1/CD54 His-tag, and recombinant mouse VCAM-1/CD106 Fc were purchased from R&D Systems (Minneapolis, MN, USA). Hybridoma cell lines for mouse anti-CD3 (145-2C11; CRL-1975), mouse anti-CD28 (PV1; HB-12352), and anti-human CD3 (OKT3; CRL-8001) were purchased from the American Type Culture Collection (Manassas, VA, USA). OVA peptide fragments (323–339 or 257–264) were purchased from GeneScript (San Francisco, CA, USA). Reverse transcription PCR premix and restriction enzymes were purchased from Enzynomics (Daejeon, Korea). PLL, MG132, latrunculin A (LatA), cytochalasin D (CytD), chlorpromazine (CPZ), jasplakinolide (JPK), CK636, colchicine (COL), chloroquine (CQ), dynasore (DYN), fibronectin, concanavalin A (ConA), and L-carnitine were purchased from Sigma (St. Louis, MO, USA). Vps4a- and Vps4b-targeting and scrambled control siRNAs were purchased as a pool of four si-RNA duplexes from Dharmacon (Lafayette, CO, USA). *Flot1* mouse siRNA was purchased from OriGene (Rockville, MD, USA). MHC I-A^b^ and H-2K^b^ were provided by the NIH Tetramer Core Facility (Atlanta, GA, USA). Palmitate-BSA was purchased from Cayman Chemical (Ann Arbor, MI, USA).

### Cells

Jurkat T cells (ATCC, TIB-152) or COS-7 cells (ATCC, CRL-1651) expressing Vstm5 fused with GFP (V5G) have been described previously^13^. Naive CD3^+^, CD4^+^, or CD8^+^ T cells from C57BL/6, *OTII TCR*, or *OTI TCR* C57BL/6 mice, respectively, were purified from mouse spleens and lymph nodes by negative selection using EasySep™ isolation Kit (Stemcell Technologies, Vancouver, Canada, cat# 19851, cat# 19852, cat # 19853) or MojoSort™ Magnetic Cell Separation (BioLegend, cat# 480033) according to the manufacturer’s instructions. Briefly, to obtain single cell suspensions, lymph nodes and spleens were harvested, placed in a tissue culture plate (Corning, NY, USA), crushed with a plunger, and filtered through a 40 µm cell strainer (Corning, NY, USA) to remove aggregates. Cells were then centrifuged at 2000 × *g* for 5 min and red blood cells (RBCs) were lysed using RBC-lysis buffer (eBioscience, San Diego, CA, USA). For the generation of OTI or OTII T blast cells, CD4 or CD8 T cells from the spleen and lymph nodes of *OTI* or *OTII TCR* mice were stimulated with 2 µg/mL of plate-bound anti-CD3/CD28 antibodies in the presence of rIL-2 (100 U/mL) for 2 days. For the establishment of B-cell blasts, CD19^+^ cells were purified from C57BL/6 wild-type mice using the EasySep magnetic separation system (Stemcell Technologies) and were activated with lipopolysaccharide (10 μg/mL) for 3 days in complete RPMI 1640 medium. For the isolation of bone marrow–derived dendritic cells (BMDCs), bone marrow was flushed from the femur and tibia bones, and 5 × 10^6^ cells were cultured in 10 mL of RPMI 1640 medium supplemented with 20 ng/mL recombinant murine granulocyte-macrophage colony-stimulating factor (GM-CSF) for 9 days. GM-CSF was added at every 3 days. To generate fixed DCs, 1 × 10^6^ DCs were placed on a fibronectin-coated plate (10 µg/mL) for 2 h, fixed with 0.4% paraformaldehyde for 60 s at room temperature, washed three times with 1× PBS, and stored at 4 °C until use.

### Animals

C57BL/6 wild-type, *OTI*, or *OTII* transgenic mice (C57BL/6 background) were purchased from Jackson Laboratory (Bar Harbor, ME, USA). In general, sex-matched, 8-week-old mice were used. LFA-1-knockout mice were provided by Dr. Minsoo Kim (University of Rochester, NY, USA). All mice were bred under specific pathogen-free conditions on a 12-h light/dark cycle at the Laboratory Animal Resource Center located in Gwangju Institute of Science and Technology. During the experiments, the mice were euthanized according to the Association for Assessment and Accreditation of Laboratory Animal Care International (AAALAC) guidelines. All experimental methods and protocols were approved by the Institutional Animal Care and Use Committee of the School of Life Sciences, Gwangju Institute of Science and Technology, and carried out in accordance with their approved guidelines (IACUC GIST-2020-107, GIST-2020-026, GIST-2017-103, and GIST-2018-053).

### T cell stimulation

Naive CD3^+^ T cells were purified from mouse spleens and lymph nodes by negative selection using EasySep™ isolation Kit (Cat # 19851) and generally activated by incubation on plate-immobilized anti-CD3 (2–10 µg/mL)/CD28 (2 µg/mL) (immobilized conditions, iAb) or by treatment with soluble anti-CD3 (2–10 µg/mL)/CD28 (2 µg/mL) followed by anti-hamster IgG as a secondary antibody (soluble conditions, sAb)s for 5 min, 30 min, or 3 h. Cells were then harvested, washed, and incubated for further 48–72 h. For the treatment of inhibitors targeting endocytosis or degradation, CD3^+^ T cells were treated with chlorpromazine (20 μM), MG132 (20 μM), CQ (20 μM), or PP2 (10 μM) for 30 min at 37 °C, and then the cells were pre-stained with anti-TCRβ-FITC (anti-TCRβ-Alexa488 or anti-TCRβ-APC) for 1 h at 4 °C. Cells were then washed and stimulated with iAb or sAb for 3 h at 37 °C CO_2_ incubator. To examine the effects of actin modulators, CD3^+^ T were stimulated with sAb for 5 min, washed, and treated with various inhibitors (CK636, 100 μM; JPK, 100 nM; Lat A, 237 nM; Cyt D, 200 nM; DYN, 80 μM; COL, 10 μM; CQ, 20 μM) for 1 h. Cells were then washed and cultured for the indicated time periods. In some case, OTI naive CD8^+^ T cells were stimulated for 1 h on a lipid bilayer presenting pOVA_257–265_/H-2K^b^/ICAM-1 in the presence of various actin modulators.

For the different stimulations, we used ConA (1 µg/mL), PMA/ionomycin (200 nM/1 µM), PLL (0.1× – 20×; 1×, 5 × 10^−4^%), recombinant ICAM-1 (10 µg/mL), VCAM-1 (10 µg/mL), fibronectin (10 µg/mL), anti-CD62L antibody (10 µg/mL), pMHC I-A^b^ or H-2K^b^ (2 µg/mL-coated plate), or fixed DCs. For the lipid bilayer, the density of ICAM-1 was 50–500 molecules/μm^2^, unless otherwise noted, and a density of 200 molecules/μm^2^ was used. OTII CD4^+^ or OTI CD8^+^ T cells were stimulated on lipid bilayers presenting 1 μg/mL of OVA_323-339_/I-A^b^ or _257-264_ H-2K^b^ with or without ICAM-1. In some experiments, OTII CD4^+^ or OTI CD8^+^ T cells were activated by co-cultured with pOVA_323–339_ or _257–264_-pulsed B cells or DCs. To generate effector T cells, naïve CD3 + T cells were stimulated with 2 µg/mL of plate-bound anti-CD3/CD28 antibodies in the presence of rIL-2 (100 U/mL) for 2 days, detached, and further cultured for 3 days.

### Cell transfection and viral infection

For retroviral transduction, mouse CD4^+^ T cells were isolated from lymph node and spleen obtained from *OTII* TCR transgenic mice using CD4^+^ T cell EasySep™ isolation Kit (Cat # 19852) were incubated in 2 μg/mL of anti-CD3/28-coated culture plates with 100 U/mL rIL-2 for 48 h. Retroviral particles were generated by transfection with Vstm5_GFP_pMSCV (V5G) or TCRζ_GFP_pMSCV along with the pCL-Eco packaging vector using Lipofectamine 2000 (Invitrogen, Carlsbad, CA, USA). After 48 h, viral supernatants were harvested, mixed with 1 × 10^6^ mouse T cells, placed on 20 μg/mL RetroNectin (Clontech, Mountain View, CA, USA)-coated 12-well plates, and spin-infected at 2000 × *g* for 90 min at 25 °C with rIL-2 (100 U/mL). The transduced T cells were maintained with fresh mouse T media with rIL-2 and expanded for 3 days. Knockdown of Vps4a/b (or scrambled, 10 nM each) was performed in naïve or activated of CD8^+^ T cells from *OTI* TCR transgenic mice using Amaxa Nucleofector II and the Mouse T cell Nucleofector Kit (Lonza, Basel, Switzerland) according to the manufacturer’s instructions. For transient transfection, COS-7 or Jurkat T cells were transfected with V5G_N1 using Lipofectamine 2000 or Amaxa Nucleofector II, respectively.

### Reverse transcription PCR and real-time quantitative (q) PCR

Total RNA was isolated from cells using the TRI reagent (Molecular Research Center, Cincinnati, OH, USA) and reverse-transcribed using RT-Premix (Intron Biotechnology). PCR was performed with the following primers (the respective forward and reverse pairs are indicated): mouse *TCR α*, 5ʹ- CATCCAGAACCCAGAACCTGC −3ʹ and 5ʹ- GGGAGTCAAAGTCGGTGAACA −3ʹ; and mouse *GAPDH*, 5ʹ-GCACAGTCAAGGCCGAGAAT-3ʹ and 5ʹ-GCCTTCTCCATGGT GGTGAA-3ʹ. Amplification was performed in a StepOne real-time PCR system (Applied Biosystems, Norwalk, CT, USA) for continuous fluorescence detection in a total volume of 10 μL of cDNA/control and gene-specific primers using SYBR Premix Ex Taq (TaKaRa Bio). The mRNA levels of the target genes were normalized relative to those of *Gapdh* using the following formula: relative mRNA expression = 2^−(ΔCt of target gene − ΔCt of GAPDH)^, where Ct is the threshold cycle value. In each sample, the expression of the analyzed gene was normalized to that of *Gapdh* and described as the mRNA level relative to *Gapdh*.

### Flow cytometry analysis

To quantitate total TCRs under various types of stimulation, cells were stained with TCRβ (H57-597 Fab-FITC, -Alexa488, -Alexa594, or -APC) antibody for 1 h at 4 °C before or after stimulation, and the mean fluorescence intensity (MFI) was measured by flow cytometry. In general, cells were stained with the indicated antibodies for 1 h in 50 µL of FACS buffer (2% FBS in PBS) at 4 °C and washed three times with 1× PBS before analysis.

For quantification of the percentage (%) of TCR recovery on surface, the MFI of TCR expression in T cells at −3 h (resting condition) was set as 100%. The recovery index was presented as the MFI at each time point divided by the MFI at −3 h. For the analysis of apoptosis, cells were stained with Annexin V and PI according to the manufacturer’s instructions. Data were acquired using a FACS Canto flow cytometer (Becton Dickinson, Franklin Lakes, NJ, USA) and analyzed using the FlowJo software (TreeStar, Inc., Ashland, OR, USA). For the proliferation assay, naive T cells were stained with CTV and activated as described in the T cell stimulation section; cells were then washed, further cultured with fresh media for the indicated time periods in the presence of rIL-2, and analyzed at 72 h (CD8^+^ T) or day 6 (CD4^+^ T) after stimulation. In another experiment, cells were permeabilized at 48 h post stimulation using Cytofix/Cytoperm (Invitrogen) and stained with a mixture of anti-Ki-67 antibody and NucSpot Far-Red for 15 min at room temperature in the dark. The samples were washed with PBS and analyzed by flow cytometry. The percentage of proliferative populations was acquired from the gate in a CTV^+^ population. All information on antibodies used in flow cytometric analysis are provided in Supplementary Table 1 in Supplementary information.

### In vivo experimental setting for antigen-dependent TCRβ release

Wild-type recipient mice were intraperitoneally administrated with either 100 μg of pOVA _257-264_ or _323-339_, respectively. At 48 h post injection, naïve OTII CD4^+^ T cells (1 × 10^7^) pre-stained with anti-TCRβ-Alexa 488 along with CTV were intravenously injected to recipient mice. After 4 h, total cells from the spleen and lymph nodes were isolated and RBCs were lysed. TCRβ intensity was then analyzed after the gating the CTV^+^ T cells.

### Confocal and TIRF microscopy

To investigate the distribution of TCRβ under the different stimulations (iAb and sAb), naive CD3^+^ T cells were stained with anti-TCRβ-Alexa 594 and PMS-Green for 1 h at 4 °C and stimulated with iAb or sAb for 2 h. In some experiments, cells labeled with PMS-Orange and CTV were further stained with anti-TCRβ-FITC for 1 h at 4 °C and then treated with various inhibitors for 30 min at 37 °C. Cells were then washed and stimulated with iAb or sAb for 3 h. For imaging of sAb stimulated samples, cells were placed on 1 × PLL coated confocal dish for 5 min. To determine the release of TCRβ^+^ particles on DCs during synapse formation, CTV-labeled OTII CD4^+^ T cells were stained with anti-TCRβ-FITC and incubated with DCs (CMRA-Orange) in the presence or absence of pOVA_323–339_ for 2 h. In some experiments, T cells were pretreated with anti-LFA-1 blocking antibody (M17/4, 10 µg/mL) for 30 min. For intracellular staining, cells were fixed with 4% paraformaldehyde, permeabilized with 0.1% Triton X-100 in PBS, blocked with 1% BSA/PBS for 1 h, rinsed with PBS, and incubated overnight with anti-ezrin antibody at 4 °C. Secondary antibodies were added after washing and incubated in the dark for 1 h at room temperature. For the imaging of TISs generations, OTI CD8^+^ T cells were stained with anti-TCRβ-FITC and stimulated on the lipid bilayer presenting pOVA_257–264_/H-2K^b^/with a different dose of ICAM-1. For actin staining, the cells were fixed with 4% paraformaldehyde, permeabilized with 0.1% Triton X-100 in PBS, and incubated with TRITC-phalloidin in PBS for 30 min at room temperature in the dark. All samples were then imaged using a 100× NA 1.40 oil immersion objective lens and an FV1000 laser scanning confocal microscope (Olympus, Japan) or a Plan-Apochromat 100 ×/1.46 NA oil immersion objective lens and Zeiss LSM 880 – Airyscan (Carl Zeiss, Germany).

To monitor the TISs generation during T cell kynapse, V5G^+^-transduced OTII CD4^+^ T blasts were placed on the lipid bilayer presenting pOVA_323–339_/I-A^b^/ICAM-1 and immediately imaged for long time periods (~2 h) by TIRFM (IX-81; Olympus, Tokyo, Japan) equipped with a solid-state laser (488 nm, 20 mW; Coherent, Santa Clara, CA, USA).

### Electron microscopy

For transmission electron microscopy, isolated TISs were fixed in suspension at 37 °C in a 5% CO_2_ incubator and TISs containing the sample (1 mL) were added to 9 mL of fixative (2.2% glutaraldehyde in 100 mM NaPO_4_ [pH 7.4]) for 2 h. Samples were postfixed in 1% osmium tetroxide, stained *en bloc* with 0.5% uranyl acetate in water, dehydrated in a graded ethanol series, embedded, and thinly sectioned. The sections were stained with 2% uranyl acetate in methanol for 20 min, followed by lead citrate for 5 min, and then observed under a Tecnai G2 electron microscope (FEI, Hillsboro, OR, USA) at 120 kV under low-dose conditions. For SEM, cells were fixed with a 2.5% glutaraldehyde solution and osmium tetroxide for 2 h. Samples were then dehydrated in a graded ethanol series for 30 min, dried, prepared by sputter coating with 1–2-nm gold–palladium, and analyzed using a field-emission SEM (Hitachi, Tokyo, Japan).

### SEM analysis of microvilli number and length

All SEM imaging data, including microvilli around one single cell, were analyzed using the ImageJ software and FiloQuant plugin. For quantification of the number and length of microvilli inner area of the cells, the following six major steps were applied: (1) background subtraction, (2) sharpening and finding edges, (3) smoothing and converting to black and white, (4) closing and filling holes, (5) denoizing and segmenting, and (6) filtering and measuring. The number and length of cell-edge filopodia were automatically analyzed using the ImageJ software and FiloQuant plugin. A distribution scatter plot of the numbers of microvilli and TCR clusters was created using the GraphPad Prism 8 software (San Diego, CA, USA).

### TIS isolation and purification

The purification protocol of TISs was modified according to a previously published study^13^. A total of 20 million cells were resuspended in serum-free RPMI 1640 medium and incubated on anti-CD3/CD28 antibody-coated plates for 2 h at 37 °C. Cultured media were aspirated, cells were harvested with 5 ml of PBS by gentle pipetting. Cells were then removed by centrifugations at 2000 × *g* for 10 min and supernatants were saved. TISs on culture dishes were dissociated by gentle pipetting and scrapping in the presence of cold PBS containing 10 mM EDTA. All supernatants were mixed and subjected to two successive centrifugations at 2000 × *g* for 10 min and 2500 × *g* for 10 min to completely eliminate cells and debris. TISs in PBS were reloaded onto a sucrose gradient of 12 different sucrose concentrations from top to bottom (10–90% sucrose) and centrifuged at 100,000 × *g* for 16 h. Fractions were then carefully collected at 2 mL each from the bottom of the tube. All fractionated samples were diluted with PBS and subjected to centrifugation at 100,000 × *g* for 90 min to pellet the vesicles. Unless otherwise mentioned, 4–6 consecutive fractions of the 12 fractions were used for western blot, SEM, TEM, and LC-MS/MS analyses.

### Quantitation of TISs by flow cytometry

PMS-green or anti-TCRβ-Alexa488 stained T cells (1 × 10^6^) were stimulated as indicated and supernatant containing TISs were prepared by ultracentrifugation as described in TIS isolation and purification in *Materials and Methods* section. TISs pellet was resuspendend in 100 µL of PBS, re-stained with PMS or anti-TCRβ-Alexa488 for 1 h at 4 °C, washed with PBS, and pelleted by ultracentrifugation at 100,000 × *g* for 1 h. TISs pellet were resuspendend in 1 mL of PBS for flow cytometric analysis. Depending on the preparation method and particular cell types, the appropriate dilution for the TISs samples before analysis was typically 1:10–1:1000 relative to the initial sample when running at a slow sample rate (10 μL/min). All experiments in this study were performed using a 3-laser CytoFLEX Flow Cytometer (Beckman Coulter, Brea, CA, USA) and operated using the CytExpert Software v2.4.0.28 (Beckman Coulter). For quantitation, the configuration was modified for VSSC detection. Briefly, the 405/10 VSSC filter was moved to the V450 channel in the wavelength division multiplexer and the detector configuration was modified in the CytExpert Software to assign the VSSC channel within the wavelength division multiplexer. The event-rate setting was set to high before initiating analyses, tightening the pulse window and thus reducing the background for small particle analyses. Finally, the trigger channel was set to VSSC-Height, and the threshold level was manually set as appropriate for small particles. The optimal threshold setting for the CytoFLEX was determined empirically using the Flow Cytometry Submicron Particle Size Reference Kit at their optimal dilution.

### Western blot analysis

Cells or TISs were lysed in ice-cold lysis buffer (50 mM Tris-HCl pH 7.4, 150 mM NaCl, 1% Triton X-100, 1× complete protease/phosphatase inhibitor cocktail) for 1 h on ice. Lysates were centrifuged at 16,000 × *g* for 25 min at 4 °C, and the harvested supernatants were mixed with sodium dodecyl sulfate (SDS) sample buffer (100 mM Tris-HCl pH 6.8, 4% SDS, 20% glycerol, bromophenol blue) and then boiled for 5 min. Proteins were separated on 10%–12% SDS polyacrylamide gels by electrophoresis and transferred onto nitrocellulose membranes using a Trans-Blot SD Semi-Dry transfer cell (Bio-Rad, Hercules, CA, USA). Membranes were blocked with 5% skim milk for 1 h, rinsed, and incubated overnight with primary antibodies in Tris-buffered saline (TBS; 50 mM Tris-HCl pH 7.4, 150 mM NaCl) containing 0.1% Tween 20 (TBS-T) and 3% milk. The excess primary antibody was removed by washing the membrane four times in TBS-T before incubation with the peroxidase-labeled secondary antibody (0.1 μg/mL) for 2 h. Bands were visualized using a WEST-ZOL western blot detection kit and exposed to X-ray film. All uncropped blots in the main figures are provided as source data files.

### Lipid extraction and analysis

The extraction of lipids for lipidomic analysis was performed by a modified protocol based on methods previously described^42^. Total T cell lysate (1×10^7^ cells) and TISs obtained from 1 × 10^9^ cells were lyophilised before lipid extraction and then crushed into a fine powder. Individual samples were first dried in a model Bondiro MCFD 8508 freeze dryer vacuum centrifuge (IlShinBioBase, Yangju, Korea) and the lyophilized powder was mixed with 300 μL of methanol in an ice bath and incubated for 10 min. Individual samples were added to 150 μL of a 9:1 (v/v) solution of H_2_O and PBS and tip-sonicated for 1 min in an ice bath. Each mixture was dissolved in 300 μL CH_3_OH in an ice bath and vortexed for 10 min. Following incubation or vortexing for samples, 1 mL of methyl–tert –butyl ether (MTBE) with 100 μL of MS-grade H_2_O was added to each sample and the mixture was vortexed for 1 h. After vortexing, the mixture was centrifuged at 3000 × *g* for 5 min and the organic layer was transferred to a new tube. The aqueous layer was mixed with 400 μL of MTBE and vortexed for 10 min at 3000 × *g*. The resulting organic layer was added to the previously collected extract. The organic solvent of the final mixture was removed using the freeze dryer vacuum centrifuge for 3 h. To minimize the loss of lipids, the tube was wrapped with a MillWrap PTFE membrane (0.45 μm; Millipore, Bedford, MA, USA) During evaporation. Dried lipid powders were reconstituted in MeOH:CHCl_3_ (9:1, v/v) at a concentration of 10 μg/μL and further diluted to 2 μg/μL with CH_3_OH:H_2_O (9:1, v/v) for nUHPLC-ESI-MS/MS analysis. Lipid analysis was performed using two sets of nUHPLC-ESI-MS/MS systems: a Dionex Ultimate 3000 RSLCnano System with LTQ Velos ion trap mass spectrometer from Thermo Fisher Scientific (San Jose, CA, USA) for non-targeted lipid identification and a nanoACQUITY UPLC system from WatersTM (Milford, MA, USA) coupled with a TSQ Vantage triple-stage quadrupole MS system from Thermo Fisher Scientific for targeted quantification. Analytical columns were prepared in the laboratory using fused silica capillary tubes (100 μm inner diameter (I.D.), 360 μm outer diameter, 7 cm long). Prior to packing, a capillary tube exposed to flame was extended and tapered to produce a sharp needle-like tip for the self-emitter in the MS experiment. The end portion (~5 mm) of the pulled-tip column was filled with 3 μm of 100 A˚ Watchers® ODS-P C-18 particles from (Isu Industry Corp., Seoul, Korea) to form a self-assembled frit and the rest (6.5-cm) was packed with 1.7-μm XBridge® BEH resin under nitrogen gas at 1000 psi. The capillary column was connected with a capillary tube (50 μm I.D.) from the nUHPLC pump via a PEEK micro-cross (IDEX Health & Science, Oak Harbor, WA, USA). The other two ports of the microcross were connected with a pressure capillary tube (20 μm I.D.) and an on/off switching valve to split the pump flow. For binary gradient elution, the same set of mobile phase solutions was used for both nUHPLC systems: H_2_O:CH_3_CN (9:1, v/v) for mobile phase A and CH_3_OH:CH_3_CN:IPA (2:2:6, v/v) for mobile phase B. Both solutions were added with a mixture of ionization modifiers, 0.05% NH_4_OH and 5 mM NH_4_HCO_2_, which are universal for both positive and negative ion modes of MS detection. Non-targeted lipid identification was carried out with pooled lipid extracts. For each sample group, 3 μg of lipid extract was loaded onto the analytical column from an autosampler using mobile phase A at a flow rate of 1.0 μL/min for 7 min. Gradient elution began with 60% of mobile phase B at a pump flow rate adjusted to 9 μL/min with the switching valve on for flow splitting to deliver 300 nL/min to the analytical column. Mobile phase B was ramped up to 80% for 11 min, raised to 100% for 20 min, and maintained for 7 min at 100%. Then, mobile phase B was decreased to 0% (100% A) and re-equilibrated for 10 min prior to the next run. The m/z range of a precursor MS scan was set to 300–1000 m/z for lipid detection in which range CL species were detected as [M-2H]^2−^ form. The ESI voltage was set to 3.0 kV for both positive and negative ion modes. For data-dependent MS/MS experiments, 40% normalized collision energy was utilized. Targeted quantification of lipids was performed with each lipid extract of an individual animal, which was added along with 19 internal standards (ISs). For each injection, 2 μg of lipid extracts containing 1 pmol of each IS were loaded onto the same analytical column with mobile phase A for 7 min at 1 μL/min. After sample loading, the switching valve was adjusted to the split mode and the total pump flow rate was set at 16 μL/min (300 nL/min for analytical column). Gradient elution began at 60% B, was ramped to 100% for 20 min, maintained at 100% B for 4 min, and resumed at 100% A. For quantification of lipids, Selected Reaction Monitoring (SRM)-based analysis was performed by scanning the precursor ion and a selected product ion in data-dependent CID experiments in the polarity switching mode (alternating detection at positive and negative ion mode) of the triple-stage quadrupole MS system. This involved LPC, PC, LPE, PE, DG, TG, SM, Cer, HexCer, and SulfoHexCer in the positive ion mode and LPA, LPG, PG, LPI, PI, LPS, PS, MLCL, and CL in the negative ion mode. The amounts of individual lipid species were determined by calculating the corrected peak area (the ratio of the peak area of a species to the area of the IS specific to each lipid class), which is a good estimate of the pmol/mg for tissue sample. For lipid quantification, we also conducted an SRM-based analysis using product ions obtained in polarity switching mode of the triple-stage quadrupole MS system. For the quantitative normalization of lipid species between T cells and TISs, the MS peak area of individual lipid species was calculated by dividing the peak area of the internal standard. To analyze the data, we utilized Lipid Search 4.2.21 was utilized to analyze the initial LC-MS/MS files and established the necessary search parameters. *Abbreviations;* Diacylglycerol (DG), Triacylglycerol (TG), Lysophosphatidylcholine (LPC), Phosphatidylcholine (PC), Lysophosphatidylethanolamine (LPE), Phosphatidylethanolamine (PE), Lysophosphatidic acid (LPA), Phosphatidic acid (PA), Lysophosphatidylglycerol (LPG), Phosphatidylglycerol (PG), Lysophosphatidylinositol (LPI), Phosphatidylinositol (PI), Lysophosphatidylserine (LPS), Phosphatidylserine (PS), Sphingomyelin (SM), Ceramide (Cer), Cholesterol ester (ChE), monolysocardiolipin (MLCL), Cardiolipin (CL), Sulfohexosyl ceramide (SulfoHexCer), Hexosylceramide (HexCer).

### Metabolic studies

Naive CD3^+^ T cells were placed on PLL-coated Seahorse Bioanalyzer XFp culture plates (3 × 10^5^ cells/well) with Seahorse XF RPMI Assay Media (RPMI Medium, pH 7.4, 103576-100; Agilent Technologies, Santa Clara, CA, USA), supplemented with 10 mM glucose (103577-100; Agilent), 1 mM pyruvate (103578-100; Agilent), and 2 mM l-glutamine (103579-100; Agilent) for 1 h at 37 °C. Seahorse XF RPMI Assay Media supplemented with 5.5 mM glucose and 150 mM L-carnitine was used to measure fatty acid oxidation. Basal rates were taken for 24 min, and 20 μL of dynabead mouse CD3/CD28 T cell activator (2 × 10^6^ beads/mL; dAb, to mimic immobilized conditions) or sAb (10 μg/mL) was injected into the culture plate and stimulated rates were taken for 2 h. For screening fatty acid oxidation rate, 20 μl of Palmitate-BSA (final concentration: 500 μM) was injected. To analyze the metabolic changes under different conditions, naive CD3^+^ T cells were stimulated with iAb, sAb, and sAb on ICAM-1-, PLL-, or CD62L-coated plates for 3 h. In some experiments, the cells were pretreated with various inhibitors (LatA, 237 nM; Cyt D, 200 nM; JPK, 100 nM; COL, 10 μM) for 1 h, washed, and stimulated with sAb for 3 h. Cells were then washed, cultured for another 21 h, and placed on PLL-coated Seahorse Bioanalyzer XFp culture plates with Seahorse XF RPMI Assay Media for 1 h at 37 °C before measurement.

### Fatty acid β-oxidation assay

Naive CD3^+^ T cells (3 × 10^6^) were stimulated with iAb or sAb for 3 h and cells were then washed three times. For preparation of 24 h-activated samples, cells were washed and further cultured for 21 h after stimulation. The activated T cells were fixed with 4% PFA in PBS and permeabilized with 0.1% Triton X-100 in PBS for 15 min at RT. After rinsed three times, fixed cells were incubated with blocking buffer (1% BSA in PBS) for 15 min at RT. Next, ACADM, ACADVL, and HADHA primary antibodies in reagent buffer (0.1% BSA, 0.1% Triton X-100 in PBS) were added and incubated for 1 h at RT. After incubation, cells were rinsed three times and incubated in reagent buffer containing secondary antibody conjugated with Alexa Fluor 488 for 1 h at RT. Stained cells were washed three times with PBS and resuspended in 100 µL of PBS and MFI were measured by flow cytometry.

### Proteomic analysis by LC-MS/MS

TISs were harvested as described in the TISs isolation and purification section, and the same amount of proteins from the total lysate or TISs was subjected to SDS-PAGE on a 12% polyacrylamide gel. The gel was stained with Coomassie Brilliant Blue R-250 and fractionated according to molecular weight. Tryptic in-gel digestion was conducted according to a previously described procedure^43^. The digested peptides were extracted with an extraction solution consisting of 50 mM ammonium bicarbonate, 50% acetonitrile, and 5% trifluoroacetic acid (TFA) and then dried. For LC-MS/MS analysis, the samples were dissolved in 0.5% TFA. Tryptic peptide samples (5 μL) were separated using an Ultimate 3000 UPLC system (Dionex, Sunnyvale, CA, USA) connected to a Q Exactive Plus mass spectrometer (Thermo Scientific, Waltham, MA, USA) equipped with a nanoelectrospray ion source (Dionex). Peptides were eluted from the column and directed on a 15 cm × 75 μm i.d. Acclaim PepMap RSLC C18 reversed-phase column (Thermo Scientific) at a flow rate of 300 nL/min. Peptides were eluted by a gradient of 0%–65% acetonitrile in 0.1% formic acid for 180 min. All MS and MS/MS spectra obtained using the Q Exactive Plus Orbitrap mass spectrometer were acquired in the data-dependent top10 mode, with automatic switching between full-scan MS and MS/MS acquisition. Survey full-scan MS spectra (m/z 150–2000) were acquired in the orbitrap at a resolution of 70,000 (m/z 200) after the accumulation of ions to a 1 × 10^6^ target value based on predictive automatic gain control from the previous full scan. The MS/MS spectra were searched with MASCOT v2.4 (Matrix Science, Inc., Boston, MA, USA) using the UniProt human database for protein identification. The MS/MS search parameters were set as follows: carbamidomethylation of cysteines, oxidation of methionines, two missed trypsin cleavages, mass tolerance for a parent ion and fragment ion within 10 ppm, and a *p* value of <0.01 of the significant thresholds. The exponentially modified protein abundance index (emPAI) was generated using MASCOT, and mol% was calculated according to the emPAI values^44^. The MS/MS analysis was performed at least three times for each sample.

### RNA isolation and Affymetrix GeneChip microarray

For the preparation of RNA samples, 5 × 10^6^ naive CD3^+^ T cells were stimulated with Lat A (237 nM), sAb, iAb, or sAb+LatA for 3 h, washed, and harvested. For the 24-h sample, the cells were washed and further cultured for 21 h after stimulation. In some analysis, cells were stimulated with ConA, PLL, or ConA+ PLL. Total RNA was isolated using an RNeasy Plus Mini Kit (Qiagen, Hilden, NRW, Germany). cDNA was synthesized using the GeneChip Whole Transcript amplification kit purchased from Thermo Fisher Scientific (Waltham, MA, USA). cDNA was fragmented using terminal deoxynucleotidyl transferase and labeled with biotin. The labeled target DNA was hybridized for 16 h at 45 °C. Finally, the hybridization signal was calculated using the Affymetrix® GeneChip™ Command Console Software. Gene enrichment and clustering were performed using KEGG (www.genome.jp/kegg/), and a functional analysis was subjected to Gene Ontology (www.geneontology.org/).

### Expression profiling of microarray and pathway analysis

Raw data of the microarray were normalized using the robust multi-average method^45^, and PCA was performed on the normalized expression profiles of all samples using the R prcomp package. Using the fold change values, we performed rank-based pathway enrichment tests from the R gProfiler (Gene Ontology-based). For in-depth metabolic pathway enrichment tests, we extracted genes belonging to metabolic pathways (i.e., metabolic subsystems) from high-quality genome-scale metabolic models of mouse (MMR version 1)^27,28^ and performed pathway enrichment tests using the R fgsea package.

### Statistics

Student’s *t* test and one-way analysis (with post hoc Tukey’s multiple comparisons test) of variance, corrected for all pairwise comparisons, were performed using the GraphPad Prism software version 8.1.2 (GraphPad, San Diego, CA) between two and more different groups. A *p* value of <0.05 was considered to be statistically significant. Data are presented as mean ± SD or standard error of the mean.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

supplementary information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Supplementary Movie 6

Supplementary Movie 7

## Data Availability

The LC-MS/MS data generated in this study have been deposited in the PRIDE under accession code PXD041442. The microarray data have been deposited in the GEO under accession numbers GSE228653 and GSE228654. The rest of the data are available in the article, Supplementary Information, or Source Data file. Source data are provided with this paper.

## Source data

Source data

## References

[1] von Essen M (2004). Constitutive and ligand-induced TCR degradation. J. Immunol.

[2] Huang JF (1999). TCR-Mediated internalization of peptide-MHC complexes acquired by T cells. Science (80-.)..

[3] Valitutti S, Miller S, Cella M, Padovan E, Lanzavecchia A (1995). Serial triggering of many T-cell receptors by a few peptide-MHC complexes. Nature.

[4] Liu H, Rhodes M, Wiest DL, Vignali DAA (2000). On the dynamics of TCR:CD3 complex cell surface expression and downmodulation. Immunity.

[5] D’Oro U (2002). Regulation of constitutive TCR internalization by the ζ-Chain. J. Immunol..

[6] Valitutti BS, Müller S, Salio M, Lanzavecchia A (1997). Degradation of T cell receptor (TCR)–CD3-zeta complexes after antigenic stimulation. J. Exp. Med..

[7] Gutie C (2013). Transfer of extracellular vesicles during immune cell-cell interactions. Immunol. Rev..

[8] Peters PJ (1989). Molecules relevant for T cell‐target cell interaction are present in cytolytic granules of human T lymphocytes. Eur. J. Immunol..

[9] Blanchard N (2002). TCR activation of human T cells induces the production of exosomes bearing the TCR/CD3/complex. J. Immunol..

[10] Choudhuri K (2014). Polarized release of T-cell-receptor-enriched microvesicles at the immunological synapse. Nature.

[11] Saliba DG (2019). Composition and structure of synaptic ectosomes exporting antigen receptor linked to functional CD40 ligand from helper T cells. Elife.

[12] Jung Y (2016). Three-dimensional localization of T-cell receptors in relation to microvilli using a combination of superresolution microscopies. Proc. Natl. Acad. Sci. USA..

[13] Kim H (2018). T cell microvilli constitute immunological synaptosomes that carry messages to antigen-presenting cells. Nat. Commun..

[14] Balagopalan L, Barr VA, Samelson LE (2009). Endocytic events in TCR signaling: Focus on adapters in microclusters. Immunol. Rev..

[15] Martínez-Martín N (2011). T cell receptor internalization from the immunological synapse is mediated by TC21 and RhoG GTPase-dependent phagocytosis. Immunity.

[16] Crotzer VL, Mabardy AS, Weiss A, Brodsky FM (2004). T cell receptor engagement leads to phosphorylation of clathrin heavy chain during receptor internalization. J. Exp. Med..

[17] Danielsen EM, Hansen GH (2003). Lipid rafts in epithelial brush borders: Atypical membrane microdomains with specialized functions. Biochimica et Biophysica Acta - Biomembranes.

[18] Janes PW, Ley SC, Magee AI, Kabouridis PS (2000). The role of lipid rafts in T cell antigen receptor (TCR) signalling. Semin. Immunol..

[19] Harder T (2004). Lipid raft domains and protein networks in T-cell receptor signal transduction. Curr. Opin. Immunol..

[20] Piragyte I, Jun C-D (2012). Actin engine in immunological synapse. Immune Netw.

[21] Kim H-R, Jun C-D (2019). T cell microvilli: Sensors or senders?. Front. Immunol..

[22] Ghosh S (2020). ERM-dependent assembly of T cell receptor signaling and co-stimulatory molecules on microvilli prior to activation. Cell Rep..

[23] Buck MD, O’Sullivan D, Pearce EL (2015). T cell metabolism drives immunity. J. Exp. Med..

[24] Dwyer JM, Johnson C (1981). The use of concanavalin A to study the immunoregulation of human T cells. Clin. Exp. Immunol..

[25] Shin MJ, Park JY, Lee DH, Khang D (2021). Stem cell mimicking nanoencapsulation for targeting arthritis. Int. J. Nanomedicine.

[26] Grasselli JG, Ritchey WM (1981). Cytochalasin B disrupts the association of filamentous web and plasma membrane in hepatocytes. Exp. Cell Res..

[27] Omenetti S (2019). The intestine harbors functionally distinct homeostatic tissue-resident and inflammatory Th17 cells. Immunity.

[28] Mardinoglu A (2015). The gut microbiota modulates host amino acid and glutathione metabolism in mice. Mol. Syst. Biol..

[29] Chapman NM, Boothby MR, Chi H (2020). Metabolic coordination of T cell quiescence and activation. Nat. Rev. Immunol..

[30] Castro M (2014). Receptor pre-clustering and T cell responses: Insights into molecular mechanisms. Front. Immunol..

[31] Cai E (2017). Visualizing dynamic microvillar search and stabilization during ligand detection by T cells. Science (80-.).

[32] He T (2007). Bidirectional membrane molecule transfer between dendritic and T cells. Biochem. Biophys. Res. Commun..

[33] Li G (2019). T cell antigen discovery via trogocytosis. Nat. Methods.

[34] Joly E, Hudrisier D (2003). What is trogocytosis and what is its purpose?. Nat. Immunol..

[35] Nabhan JF, Hu R, Oh RS, Cohen SN, Lu Q (2012). Formation and release of arrestin domain-containing protein 1-mediated microvesicles (ARMMs) at plasma membrane by recruitment of TSG101 protein. Proc. Natl. Acad. Sci..

[36] Li Y, Kurlander RJ (2010). Comparison of anti-CD3 and anti-CD28-coated beads with soluble anti-CD3 for expanding human T cells: Differing impact on CD8 T cell phenotype and responsiveness to restimulation. J. Transl. Med..

[37] Aramesh M (2021). Nanoconfinement of microvilli alters gene expression and boosts T cell activation. Proc. Natl. Acad. Sci..

[38] Vader P, Breakefield XO, Wood MJA (2014). Extracellular vesicles: Emerging targets for cancer therapy. Trends Mol. Med..

[39] Rilla K (2021). Diverse plasma membrane protrusions act as platforms for extracellular vesicle shedding. J. Extracell. Vesicles.

[40] Guy CS (2013). Distinct TCR signaling pathways drive proliferation and cytokine production in T cells. Nat. Immunol..

[41] Van Stipdonk MJB, Lemmens EE, Schoenberger SP (2001). Naïve CTLs require a single brief period of antigenic stimulation for clonal expansion and differentiation. Nat. Immunol..

[42] Eum JY (2020). Aging-related lipidomic changes in mouse serum, kidney, and heart by nanoflow ultrahigh-performance liquid chromatography-tandem mass spectrometry. J. Chromatogr. A.

[43] Yun SH (2011). Proteomic characterization of the Pseudomonas putida KT2440 global response to a monocyclic aromatic compound by iTRAQ analysis and 1DE-MudPIT. J. Proteomics.

[44] Ishihama Y (2005). Exponentially modified protein abundance index (emPAI) for estimation of absolute protein amount in proteomics by the number of sequenced peptides per protein. Mol. Cell. Proteomics.

[45] Irizarry RA (2003). Exploration, normalization, and summaries of high density oligonucleotide array probe level data. Biostatistics.

# Supplementary material for: Trogocytic molting of T cell microvilli upregulates T cell receptor surface expression and promotes clonal expansion
**Source:** Nat Commun. 2023 May 24;14:2980. doi: 10.1038/s41467-023-38707-y
**Supplement:** Supplementary file 1 — supplementary information

SUPPLEMENTARY INFORMATION FOR

**Trogocytic molting of T cell microvilli upregulates T cell receptor surface
expression and promotes clonal expansion**

Park, et al.

Jeong-Su Park, Jun-Hyeong Kim, Won-Chang Soh, Na-Young Kim, Kyung-Sik Lee,
Chang-Hyun Kim, Ik-Joo Chung, Sunjae Lee, Hye-Ran Kim, and Chang-Duk Jun

Supplementary Figures 1-16
Captions for Supplementary Figures 1-16
Supplementary Table 1

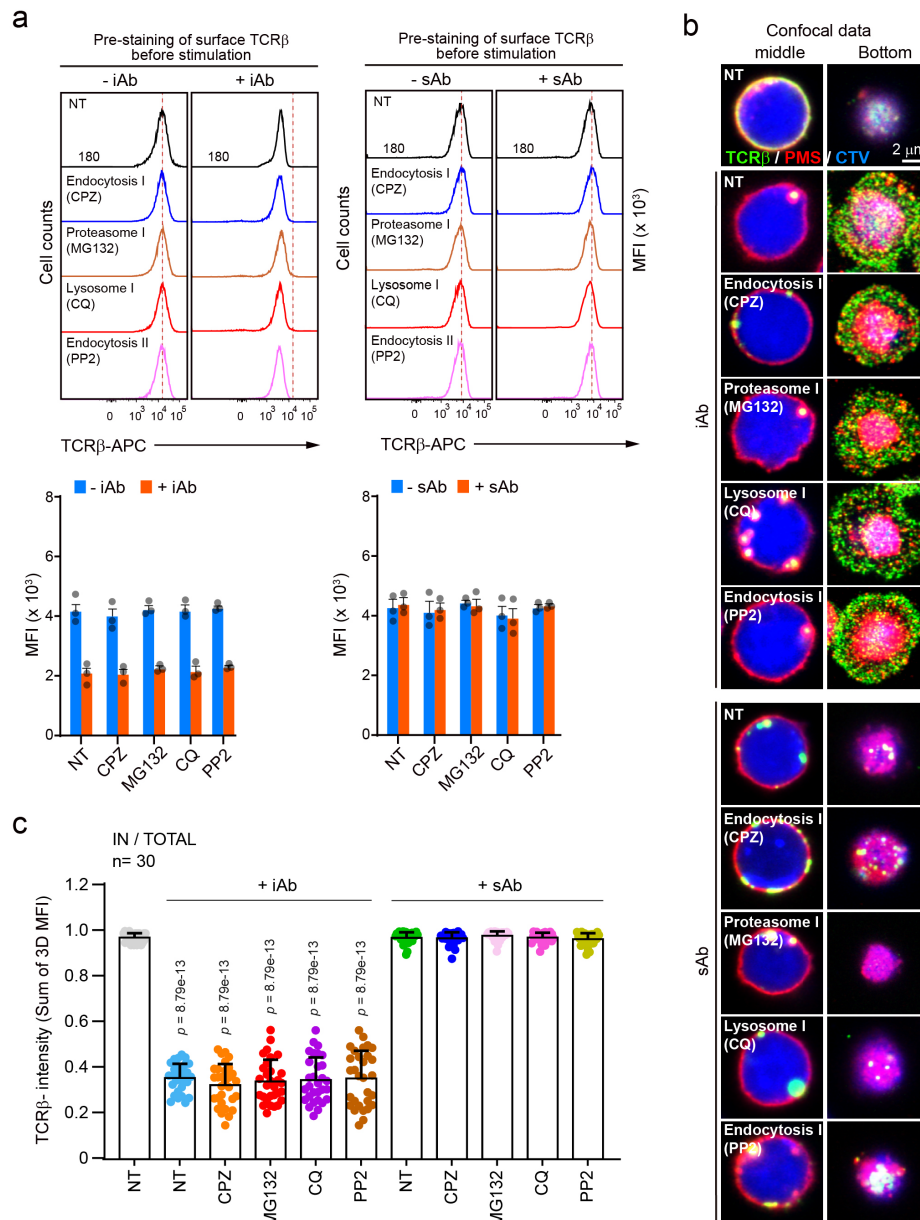

Supplementary Fig. 1. Surface TCRs downregulation is not due to internalization but is dependent on extracellular release. (a and b) Naive CD3⁺ T cells pre-stained with anti-TCR β -APC were treated with various inhibitors, including chlorpromazine (CPZ, 20 μ M), MG132 (20 μ M), chloroquine (CQ, 20 μ M), or PP2 (10 μ M). Cells were then stimulated with iAb or sAb for 3 h (linked experiment with Fig. 1b). The MFI of TCR β -APC was measured by flow cytometry. Results are representative of three independent experiments $\pm$ SEM. (b and c) PMS-Orange/CTV-labeled/TCR β -stained (Alexa488) CD3⁺ T cells were activated as in (a), and distribution of TCR β was observed by AiryScan confocal microscopy (b). TCR ζ intensity (sum of 3D MFI) was presented as inside intensity divided by total intensity (c). Results are representative of three independent experiments $\pm$ SEM. Statistics was performed using one-way ANOVA with Post hoc Tukey's multiple comparisons test (a-c). Source data are provided as a Source Data file.

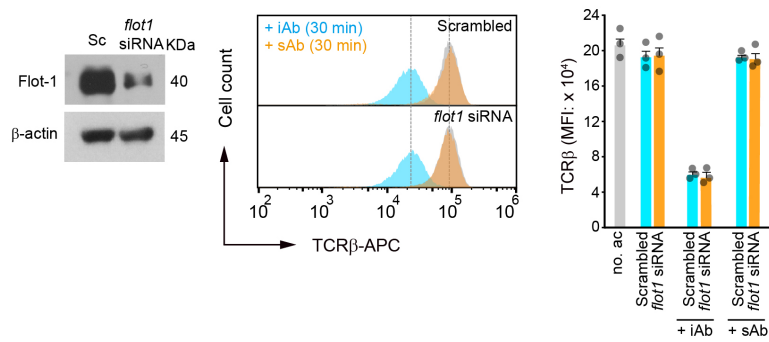

Supplementary Fig. 2. Knockdown of *flot1* little effect on TCR shedding induced by iAb. Naïve CD3⁺ T cells were transfected with scrambled or siRNA targeting *flot1*. At 24 h post transfection, knock-down efficiency was confirmed by western blot. Results are representative of three independent experiments $\pm$ SEM. Cells were pre-stained with anti-TCR β -APC and stimulated with iAb or sAb for 3 h. The loss of surface TCRs was determined by flow cytometry. Statistics was performed using unpaired two-tailed *t*-test. Source data are provided as a Source Data file.

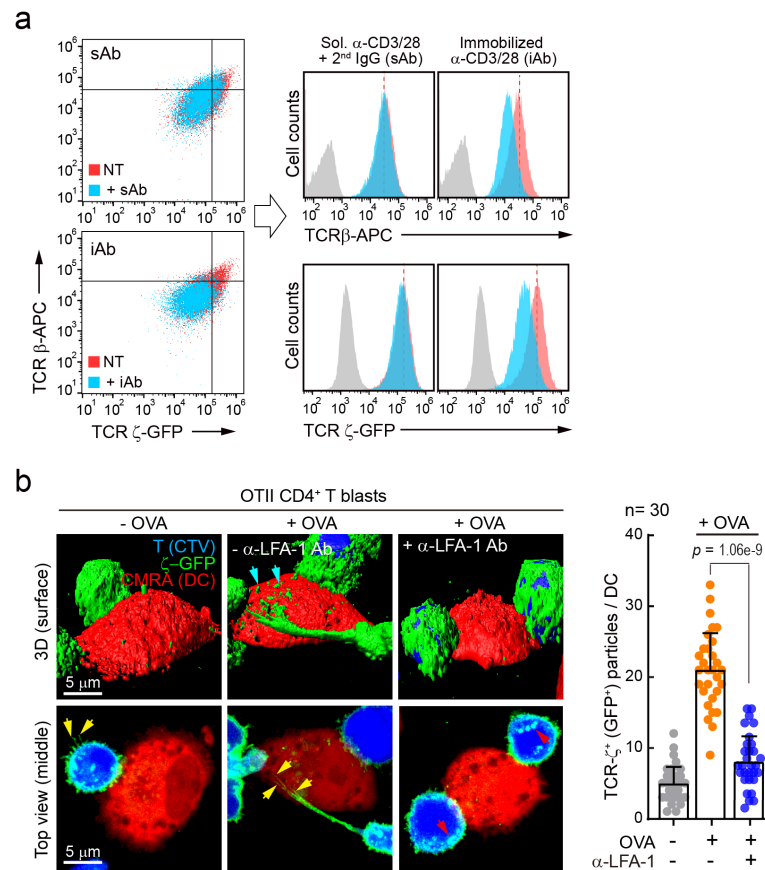

Supplementary Fig. 3. Activation of TCR ζ_{GFP}^+ T blasts by iAb or pMHC-DC releases TCR ζ_{GFP}^+ particles. (a) OTII CD4⁺ T cells expressing TCR ζ_{GFP} were stained with anti-TCR β -APC and stimulated with iAb or sAb for 3 h. The loss of surface TCRs was determined by flow cytometry. Results are representative of three independent experiments. (b) OTII CD4⁺ T cells expressing TCR ζ_{GFP} were stained with Cell Trace Violet (CTV) and incubated with 1 $\mu\text{g}/\text{mL}$ pOVA₃₂₃₋₃₃₉-pulsed DCs (CMRA-Orange) in the absence or presence of anti-LFA-1 blocking antibody (10 $\mu\text{g}/\text{mL}$). Cyan Arrowheads indicate TCR ζ_{GFP} clusters separated from OTII CD4⁺ T cells on DCs in the presence of antigen. Yellow arrowheads represent elongated microvilli on contact site with dendritic cells. Red arrowheads indicate internalized TCR ζ_{GFP} in the presence of anti-LFA-1 antibodies. TCR ζ_{GFP}^+ particles per single DC were quantitated using Imaris. Data represent the mean $\pm$ SD of three independent experiments ($n = 30$). Statistics was performed using unpaired two-tailed t -test. Source data are provided as a Source Data file.

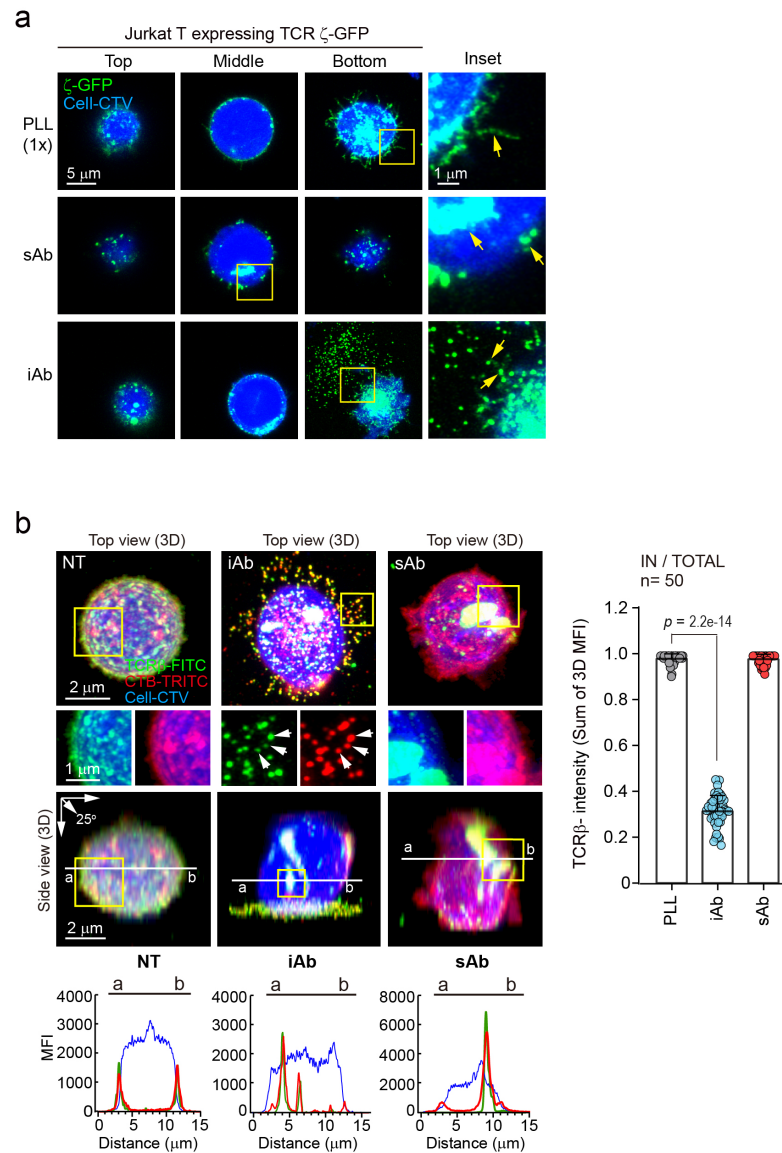

Supplementary Fig. 4. TCR ζ^+ and CTB $^+$ fluorescent signals are internalized by sAb from, but released from human and mouse T cells in iAbs. (a) Jurkat T cells expressing TCR ζ -GFP were stimulated with iAb or sAb and observed by AiryScan confocal microscopy. Yellow arrowheads indicate the TCR ζ -GFP localized at microvilli on PLL, internalized in cells in sAb condition or in released particles in iAb-stimulated cells. These results were independently repeated three times from more than 20 randomly selected cells (PLL, + sAb, + iAb respectively), and similar results were consistently obtained in all replicates (b) Localization of TCR β (FITC) and CTB (TRITC) signals in released particles or internalized clusters stimulated with iAb or sAb for 3 h. TCR ζ -GFP intensity (sum of 3D MFI) was presented as inside intensity divided by total intensity. Data represent the mean $\pm$ SD of three independent experiments (n = 50). Statistics was performed using one-way ANOVA with Post hoc Tukey's multiple comparisons test. Source data are provided as a Source Data file.

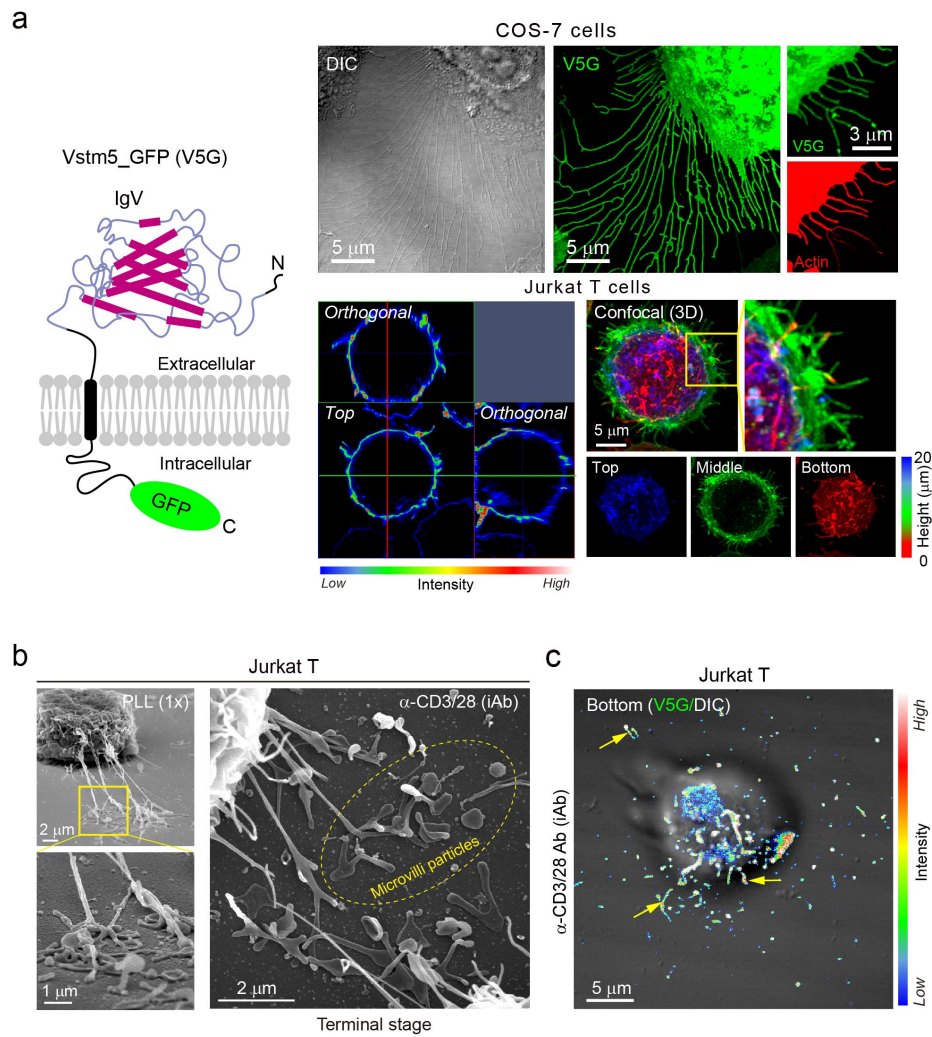

Supplementary Fig. 5. V5G is located at the finger-like membrane-protrusive region: microvilli.

(a) Schematic representation of Vstm5 fused with GFP (V5G) structure on the cell membrane and subcellular localization of V5G in COS-7 or Jurkat T cells. V5G-expressing COS-7 cells were fixed and stained with phalloidin-TRITC (top). V5G in Jurkat T cells was represented as pseudo-color coding according to the fluorescence intensity (bottom). (b) SEM evidence of TIS release from Jurkat T cells. Jurkat T cells were incubated on PLL or stimulated with iAb for 60 min (terminal stage). (c) V5G⁺ Jurkat cells were stimulated with iAb for 3 h and observed by confocal microscopy. V5G in microvilli was represented with pseudo-color coding according to the fluorescence intensity. Yellow arrowheads indicate the separated large TISs. These experiments were independently repeated three times from more than 20 randomly selected cells (COS-7 and Jurkat T cells), and similar results were consistently obtained in all replicates (a-c).

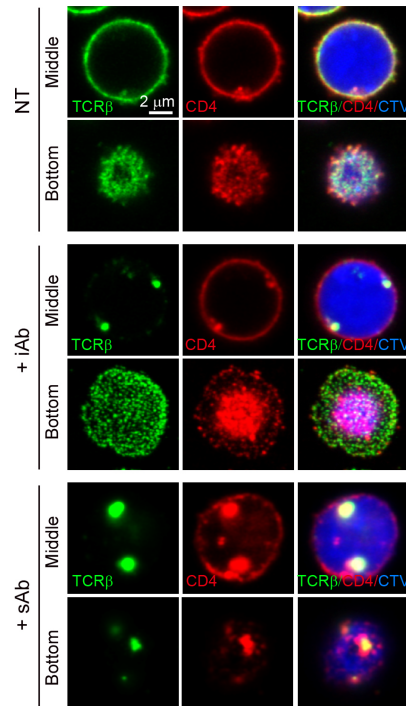

Supplementary Fig. 6. Not all CD4 and CD8 molecules are likely co-localized with TCR β in microvilli. CTV-labeled/ anti-CD4-Alexa 549/ anti-TCR β -Alexa 488-stained naïve CD4⁺ T cells were stimulated with iAb or sAb for 3 h and distribution of TCR β and CD4 was observed by AiryScan confocal microscopy. These experiments were independently repeated three times from more than 20 randomly selected cells (NT, + sAb, + iAb respectively), and similar results were consistently obtained in all replicates.

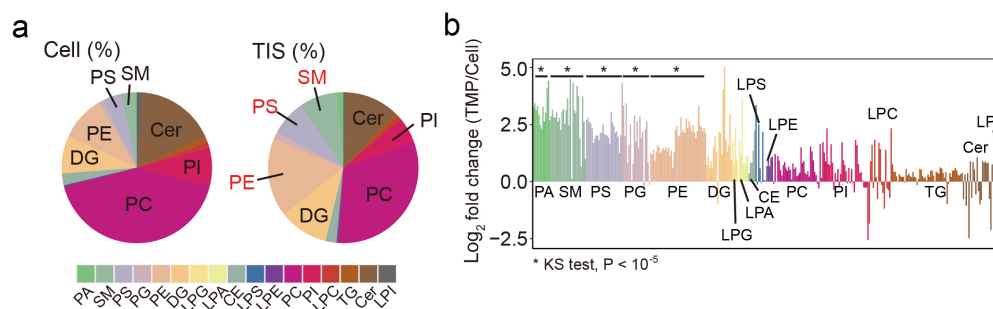

Supplementary Fig. 7. Lipid compositions enriched in TISs and total cell extracts. (a and b) Pie chart showing the global lipidomes of total cell extracts and TMPs. Lipids that were significantly enriched in TMPs compared with T cells are denoted by an asterisk (*). Source data are provided as a Source Data file.

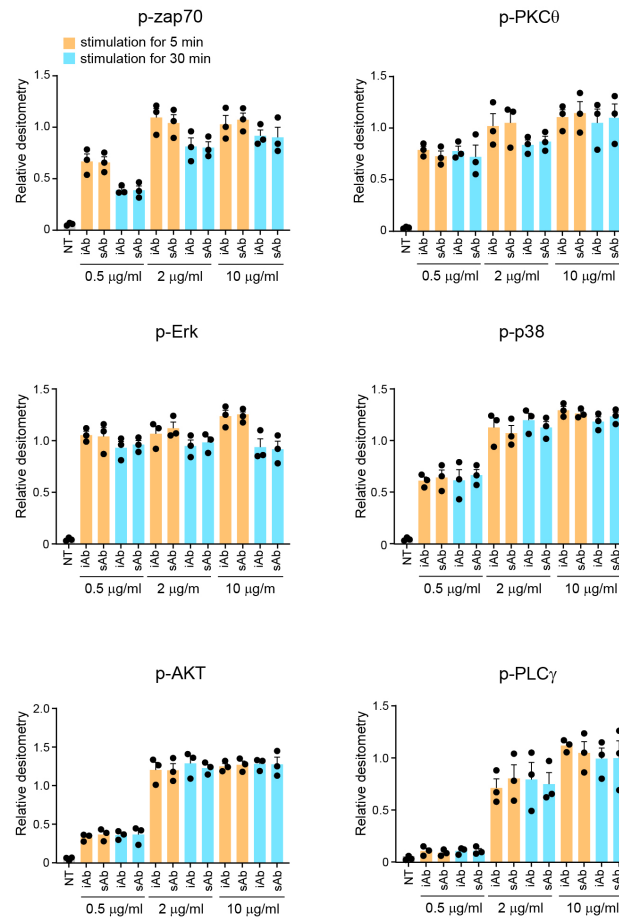

Supplementary Fig. 8. Densitometric analysis of western blot. Relative band intensities of western blot data used in Fig. 4a were statistically analyzed using image J software and GraphPad (n = 3 individual experiments). Results are representative of three independent experiments $\pm$ SEM. Statistics was performed using one-way ANOVA with Post hoc Tukey's multiple comparisons test. Source data are provided as a Source Data file.

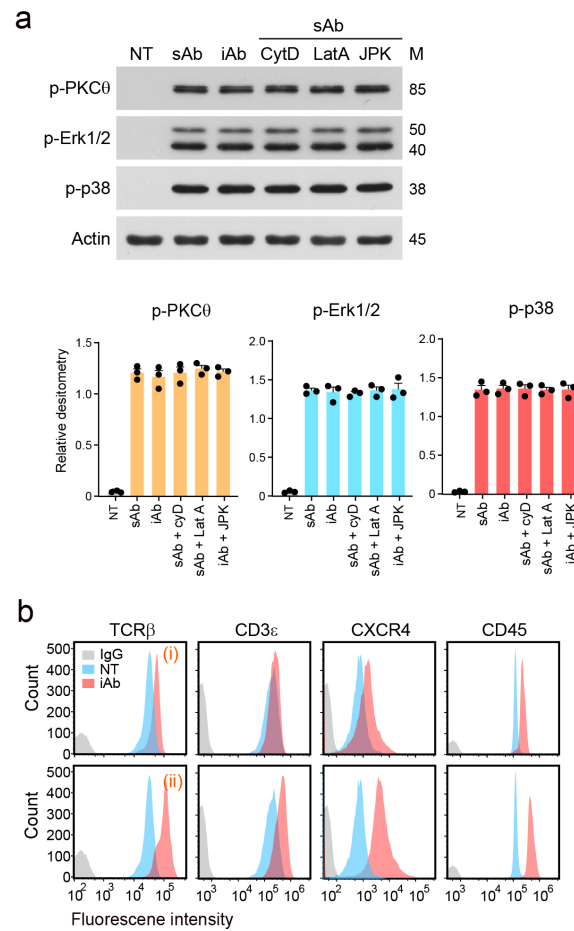

Supplementary Fig. 9. Trogocytic molting of T-cell microvilli increases cell size and surface protein expression. (a) Naive CD3⁺ T cells were stimulated with anti-CD3/CD28 (10 μg/mL, 2 μg/mL each) iAb or sAb for 3 h in the presence or absence of actin-modulating drugs, and the TCR distal signaling pathway was analyzed by western blotting. Results are representative of three independent experiments ± SEM. Statistics was performed using unpaired two-tailed *t*-test. The graph of the densitometric analysis was statistically analyzed using image J software and GraphPad (n = 3 individual experiments). The samples derive from the same experiment and that gels/blots were processed in parallel. (b) Cells from Fig. 4c gating (i) and (ii) were analyzed for levels of surface proteins potentially enriched or excluded in microvilli. Source data are provided as a Source Data file.

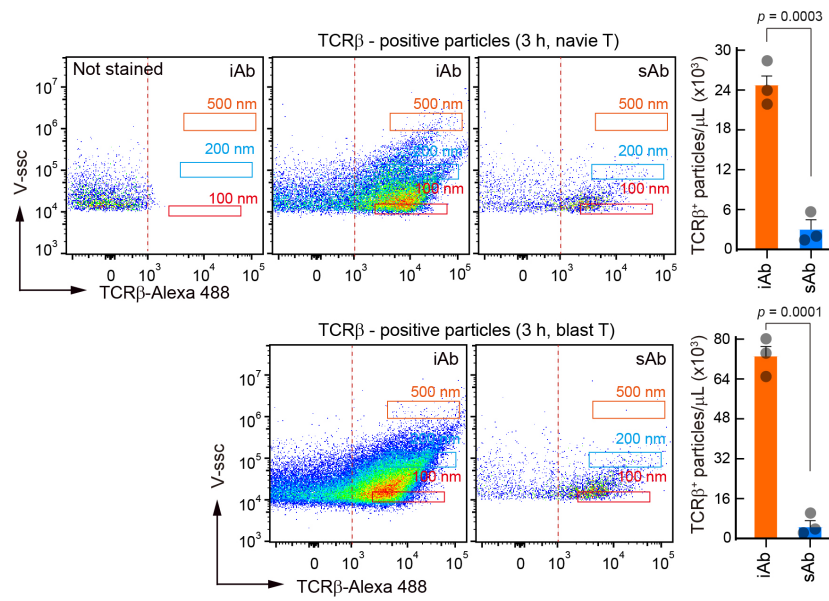

Supplementary Fig. 10. Effector T cells release more TCR⁺TISs than naive T cells. Naive and effector CD3⁺ T cells were pre-stained with anti-TCRβ-Alexa488 and stimulated with iAb or sAb for 3 h. The number of TCRβ⁺ particles released were quantitated by CytoFLEX. Results are representative of three independent experiments ± SEM. p -value was represented in the figure vs. iAb. Statistics was performed using unpaired two-tailed t -test. Source data are provided as a Source Data file.

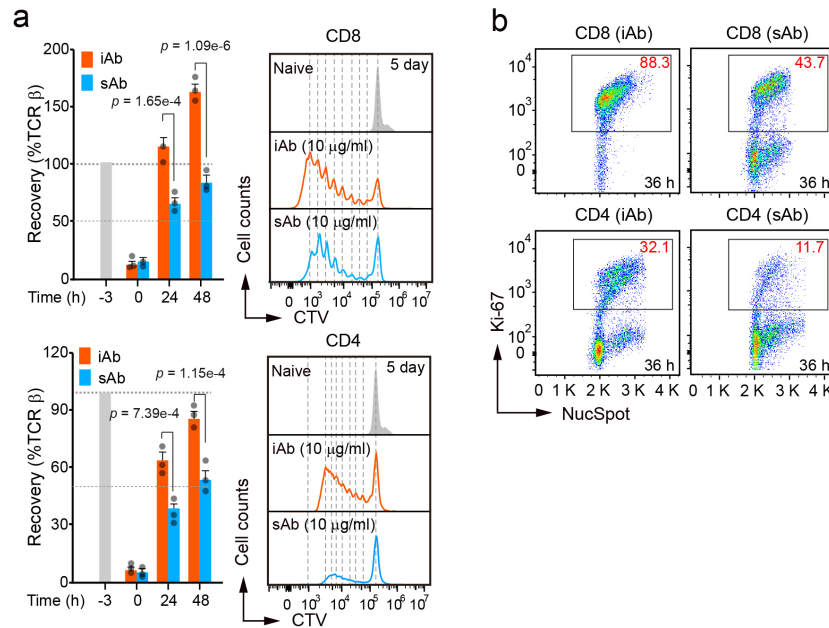

Supplementary Fig. 11. Trogocytic molting of microvilli enhances TCR recovery and T-cell proliferation in CD4⁺ and CD8⁺ T cells. (a and b) CTV-labeled naïve CD4⁺ or CD8⁺ T cells were stimulated with anti-CD3/CD28 iAb or sAb for 3 h, washed, and further incubated for the indicated time periods. TCR recovery on the cell surface and cell division (a) and the proliferating populations were determined by Ki-67/NucSpot-double-positive staining at 36 h after stimulation (b). Results are representative of three independent experiments $\pm$ SEM (a and b). *p*-value was represented in the figure *vs.* iAb. Statistics was performed using one-way ANOVA with Post hoc Tukey's multiple comparisons test (a and b). Source data are provided as a Source Data file.

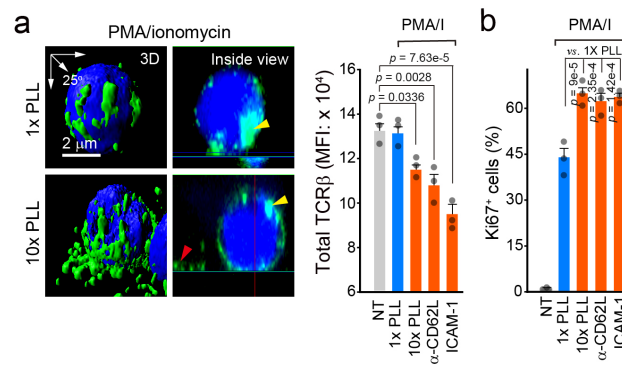

Supplementary Fig. 12. Microvilli release enhances T-cell proliferation by PMA/ionomycin. (a and b) CTV-labeled naive CD3⁺ T cells were stained with anti-TCRβ-FITC) and stimulated with PMA/ionomycin (200 nM/1 μM) in the presence of indicated conditions for 3 h (continued from Fig. 5h). Distribution of TCRβ⁺ signals (GFP) and the MFI of TCRβ on the T-cell surface were analyzed (a). Data represent the mean ± SEM of three independent experiments. *p*-value was represented in the figure vs. NT. The proliferating cells were determined at 48 h after stimulation (b). Internalized (yellow) and separated (red) TCRβ signals were indicated. Data represent the mean ± SEM of three independent experiments. Statistics was performed using one-way ANOVA with Post hoc Tukey's multiple comparisons test. Source data are provided as a Source Data file.

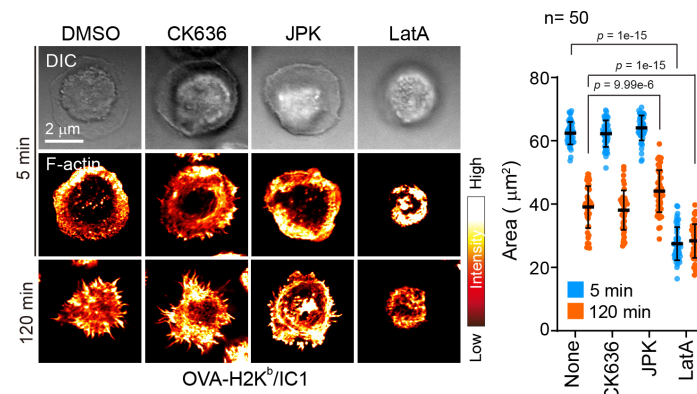

Supplementary Fig. 13. LatA and CytD significantly reduced T-cell spreading on the OVA/H-2K^b/ICAM-1. Naive CD8⁺ T cells from *OTI* mouse were stimulated on a lipid bilayer presenting pOVA_{257–265}/H-2K^b/ICAM-1 in the presence of CK636 (100 μM), JPK (100 nM), or Lat A (237 nM) for 1 h, fixed, and stained with phalloidin-TRITC. Cell spreading was observed by confocal microscopy and the area (μm²) was measured using the ImageJ software. Results are representative of three independent experiments ± SD. Statistics was performed using one-way ANOVA with Post hoc Tukey's multiple comparisons test. Source data are provided as a Source Data file.

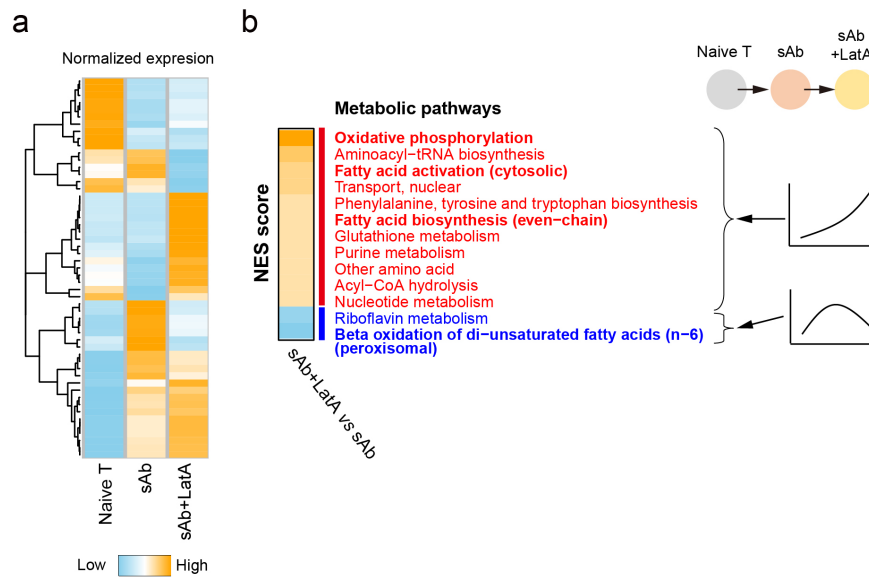

Supplementary Fig. 14. Enrichment tests of metabolic pathways of T cells. (a) Normalized enrichment scores (NES) of metabolic pathways (R fgsea package) were calculated from the fold changes between sAb+LatA-activated T cells and sAb-activated T cells (at 3 h). (b) Increased expression of metabolic pathways, including OXPHOS, FAS, and nucleotide metabolism, and decreased expressions of metabolic pathways, including FAO, were observed. Pathways of the heatmap were selected based on enrichment test p values (<0.05).

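Nucleotide synthesis genes were higher with sAb+LatA than with sAb at 3 h, and no fatty acid oxidation gene of the mitochondrial list was 1.5-fold apart. The folate enzymes Mthfd2 (log2 difference of 1.03), Shmt1 (0.94) and Shmt2 (0.77) and the pyrimidine enzyme Cad (0.70) led a nucleotide synthesis list with 7 of 34 genes 1.5-fold higher, 1 lower and a median of 0.22 above all random lists. For fatty acid synthesis the median was 0.09 (percentile 97.0, just within the middle 95%), with Acsl5 at 0.74, Acaca at 0.49 and Fasn at 0.45 against Acss2 at −0.66. OXPHOS complexes II to V lay at 0.07 (percentile 98.7), which becomes 0.16 after quantile normalization, and complex I at 0.03 (percentile 86.3). In these complexes 1 of 71 genes passed 1.5-fold, the ATP synthase subunit Atp5g1 (0.90), which was also 0.81 higher with LatA alone than in naive T cells. The mitochondrial β-oxidation list lay at −0.17 (percentile 2.21), which becomes −0.09 after quantile normalization, with 0 of 27 genes past the threshold: Hadh (−0.47), Acaa2 (−0.44), Hadhb (−0.42) and Cpt1a (−0.38) were the lowest. Peroxisomal β-oxidation had −0.18 (percentile 5.90), which becomes −0.10 after quantile normalization, with Acaa1b at −0.68. Glycerolipid synthesis lay at −0.01, which becomes 0.03 with median centring and 0.08 with quantile normalization. The chemosensory receptor genes differed by −0.64 to 0.62 in the middle 95% between the same arrays, a range in which Acaca, Fasn, Hadh, Acaa2, Hadhb and Cpt1a lie.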

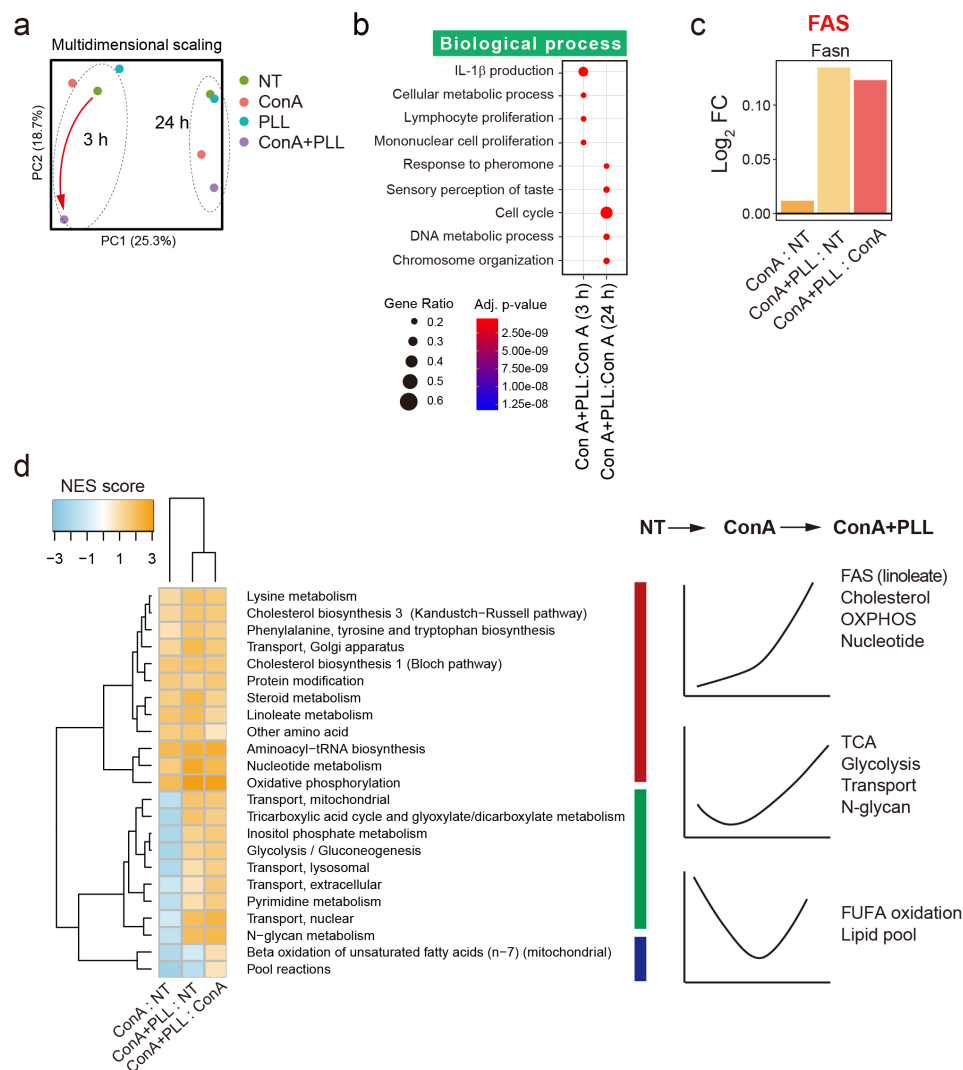

Supplementary Fig. 15. Transcriptome analysis of naive T cells and ConA- and ConA plus PLL-activated naive T cells. (a) Principal component analysis (PCA) of transcriptome. Trajectory was changed from naive T cell to PLL-, ConA-, and ConA+PLL-activated (3 and 24 h) T cells. The changes were time-dependent, observing different clusters by time. (b) Enriched biological pathways (Gene Ontology) of differentially expressed genes. (c) Bar graphs show the fold changes (log₂) of representative genes in FAS pathways. (d) Normalized enrichment scores (NES) of metabolic pathways (R fgsea package) were calculated from the fold changes among ConA vs. naive T, ConA+PLL vs. naive T, and ConA+PLL vs. ConA.

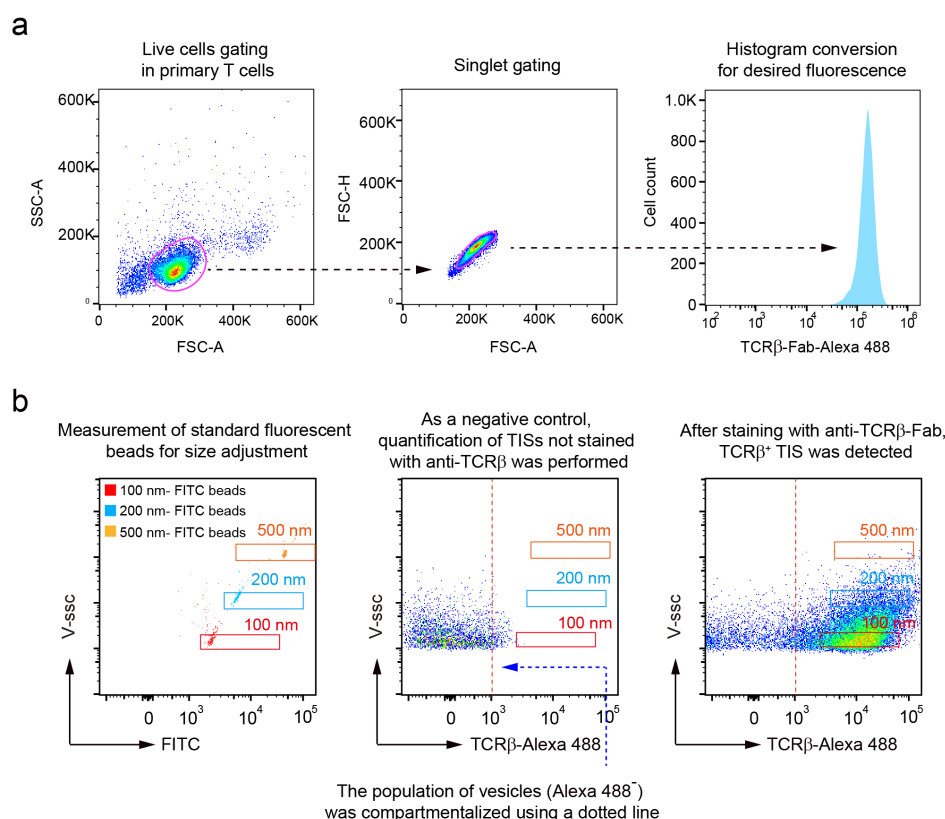

Supplementary Fig. 16. Gating strategies for flow cytometry analysis. (a) Measurement of surface expression of target proteins. After isolating T cells from lymph nodes and spleen in C57BL/6 mouse, lymphocytes were gated based on SSC-A versus FSC-A and singlets were selected from the FSC-A versus FSC-H dot plot. The surface expression of the indicated proteins was measured by gating only live cells. (b) Quantification of TISs. Isolated TISs was quantified by size- and fluorescent-based methods as described in Quantitation of TISs by flow cytometry in Methods section. All FACS analyses were represented as histograms, dot plot, bar graphs using specified gating strategy.

Supplementary Table 1. Antibody information

Name	Clone	Vendor	Catalog#	Dilution
Anti-TCR β	H57-597<br>(HB218)	Bio-X-Cell	BE0102	1:200
CD3 ϵ	145-2C11	Biologend	100305	1:200
CD62L	MEL-14	Biologend	104412	1:200
CD25	3C7	Biologend	101904	1:200
CD45	I3/2.3	Biologend	147708	1:200
CD11c	N418	Biologend	117308	1:200
CD69	H1.2F3	Biologend	104514	1: 200
CD4	RM4-5	Biologend	100510	1: 200
CD4	GK1.5	Biologend	100446	1: 200
GFP	unspecified	Abcam	ab290	1:1000
CD3 ζ	6B10.2	Santa Cruz<br>Biotechnology	sc-1239	1:200
Flot1	C-2	Santa Cruz<br>Biotechnology	sc-74566	1:200
β -Actin	unspecified	Cell Signaling<br>Technology	4967L	1:2000
phospho-Zap70	unspecified	Cell Signaling<br>Technology	2701S	1:2000
phospho-PKC δ /0	unspecified	Cell Signaling<br>Technology	9376S	1:2000
Phospho-p44/42<br>MAPK (Erk1/2)	20G11	Cell Signaling<br>Technology	4376S	1:2000
Phospho-P38	unspecified	Cell Signaling<br>Technology	9215S	1:2000
Phospho-Akt	unspecified	Cell Signaling<br>Technology	4058S	1:2000
anti-rabbit IgG-HRP	unspecified	Cell Signaling<br>Technology	7074S	1:2000
anti-mouse IgG-HRP	unspecified	Cell Signaling<br>Technology	7076S	1:2000
anti-mouse CD3	145-2C11;<br>CRL-1975	BioXcell	BE0001-1	2 or 10 μ g/ml
anti-mouse CD28	PV1;<br>HB-12352,	BioXcell	BE0015-5	2 μ g/ml
anti-human CD3	OKT3;<br>CRL-8001	BioXcell	BE0001-2	10 μ g/ml
anti-human CD28	37407	R&D Systems	BE0248	2 μ g/ml
anti-Armenian<br>Hamster IgG (H+L)<br>Secondary Antibody	unspecified	Invitrogen	31115	2 μ g/ml
Goat anti-Mouse IgG<br>(H+L), Superclonal ^{TM}<br>Recombinant<br>Secondary Antibody	unspecified	Invitrogen	A28174	2 μ g/ml
anti-CD62L	MEL-14	BioXcell	BE0021	10 μ g/ml
Recombinant Mouse	unspecified	R&D Systems	10304-IC	10 μ g/ml

ICAM-1/CD54 His-tag				
Recombinant Mouse VCAM-1/CD106 Fc	unspecified	R&D Systems	643-VM-200	10 µg/ml
Fibronectin	unspecified	Sigma Aldrich	F2006	10 µg/ml

# Supplementary material for: Trogocytic molting of T cell microvilli upregulates T cell receptor surface expression and promotes clonal expansion
**Source:** Nat Commun. 2023 May 24;14:2980. doi: 10.1038/s41467-023-38707-y
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

☐	☒	The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒	A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒	The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☐	☒	A description of all covariates tested
☐	☒	A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒	A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒	For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐	For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☐	☒	For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐	Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	Flowjo v10 (Tree star Inc.,OR,USA), GraphPad Prism 8 (CA, USA), Affymetrix® GeneChip Command Console® Software, Zen 3.0 (black edition, Carl Zeiss, Germany), Image J (https://imagej.nih.gov/), FV31S-SW (Olympus, Japan), Cytoscape V3.6.1 (http://cytoscape.org/)
Data analysis	* Flow cytometer data (.fcs file) were analyzed using Flowjo v10 (Tree star Inc.,OR,USA). * All statistical data was analyzed using GraphPad Prism 8 (CA, USA). * Microarray data generation and anlysis was performed using Affymetrix® GeneChip Command Console® Software (AGCC). * The analysis of Airy scan (confocal) images was performed using Zen 3.0 (black edition, Carl Zeiss, Germany) for calculation and analysis. * The number of T-cell microvilli in SEM images, was quantified using the FiloQuant plugin provided by Image J. * The acquisition and analysis of confocal images were performed using FV31S-SW (Olympus, Japan). * The proteomics analysis in Figure 9 was performed using Cytoscape V3.6.1 (http://cytoscape.org/) with the ClueGO V2.5.7 plugin

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The LC-MS/MS data generated in this study have been deposited in the PRIDE under accession code PXD041442 and microarray data have been deposited in the GEO under accession code GSE228653 and GSE228654. The other data are available in the article, Supplementary Information, or Source Data file. Source data are provided with this paper.

Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Sample sizes were based on those used in previous and preliminary studies from our lab.

Data exclusions

No exclusion were made.

Replication

Experimental replicates were indicated in the figure legends, and each experiment was repeated at least three times.

Randomization

All experiments were conducted using primary T cells derived from randomly assigned animals or tissues derived from randomly assigned animals.

Blinding

Data reported for some experiments are not subjective but rather base on quantitative flow cytometry or quantification analysis software.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

<Antibodies for Flow cytometry>

- * Anti-TCR β (used for Fab materials, clone: H57-597 (HB218), unconjugate, manufacturer: Bio-X-Cell, cat# BE0102, dilution 1: 200)
- * CD3 ϵ (conjugated-FITC, clone: 145-2C11, manufacturer: Biolegend, cat# 100305; dilution 1: 200)
- * CD62L (conjugated-APC, clone: MEL-14, manufacturer: Biolegend, cat# 104412; dilution 1: 200)
- * CD25 (conjugated-PE, clone: 3C7, manufacturer: Biolegend, cat# 101904; dilution 1: 200)
- * CD45 (conjugated-APC, clone: I3/2.3, manufacturer: Biolegend, cat# 147708; dilution 1: 200)
- * CD11c (conjugated-PE, clone: N418, manufacturer: Biolegend, cat# 117308; dilution 1: 200)
- * CD69 (conjugated-APC, clone: H1.2F3, manufacturer: Biolegend, cat# 104514; dilution 1: 200)
- * CD4 (conjugated-FITC, clone: RM4-5, manufacturer: Biolegend, cat# 100510; dilution 1: 200)
- * CD4 (conjugated-Alexa 594, clone: GK1.5, manufacturer: Biolegend, cat# 100446; dilution 1: 200)

<Western blot>

- * GFP (unconjugated clone: unspecified, manufacturer: Abcam, cat# ab290; dilution 1:1000)
- * CD3 ζ (unconjugated clone: 6B10.2, manufacturer: Santa Cruz Biotechnology, cat# sc-1239; dilution 1:200)
- * Flot1 (unconjugated clone: C-2, manufacturer: Santa Cruz Biotechnology, cat# sc-74566; dilution 1:200)
- * β -Actin (unconjugated clone: unspecified, manufacturer: Cell Signaling Technology, cat# 4967L; dilution 1:2000)
- * phospho-Zap70 (unconjugated clone: unspecified, manufacturer: Cell Signaling Technology, cat# 2701S; dilution 1:2000)
- * phospho-PKC δ/θ (unconjugated clone: unspecified, manufacturer: Cell Signaling Technology, cat# 9376S; dilution 1:2000)
- * Phospho-p44/42 MAPK (Erk1/2) (unconjugated clone: 20G11 manufacturer: Cell Signaling Technology, cat# 4376S; dilution 1:2000)
- * Phospho-P38 (unconjugated clone: unspecified, manufacturer: Cell Signaling Technology, cat# 9215S; dilution 1:2000)
- * Phospho-Akt (unconjugated clone: unspecified, manufacturer: Cell Signaling Technology, cat# 4058S; dilution 1:2000)
- * anti-rabbit IgG-HRP (unconjugated clone:unspecified, manufacturer: Cell Signaling Technology, cat# 7074S; dilution 1:2000)
- * anti-mouse IgG-HRP (unconjugated clone: unspecified, manufacturer: Cell Signaling Technology, cat# 7076S; dilution 1:2000)

<T-cell Activation>

- * anti-mouse CD3 (unconjugated clone: 145-2C11; CRL-1975, manufacturer: American Type Culture Collection & BioXcell, cat# BE0001-1; dilution 2 or 10 μ g/ml)
- * anti-mouse CD28 (unconjugated, clone: PV1; HB-12352, manufacturer: American Type Culture Collection & BioXcell, cat# BE0015-5 dilution 2 μ g/ml)
- * anti-human CD3 (unconjugated, clone: OKT3; CRL-8001, manufacturer: American Type Culture Collection & BioXcell, cat# BE0001-2; dilution 10 μ g/ml)
- * anti-human CD28 (unconjugated, clone: 37407, manufacturer: R&D Systems, cat# BE0248; dilution 2 μ g/ml)
- * anti-Armenian Hamster IgG (H+L) Secondary Antibody (unconjugated, clone: unspecified, manufacturer: Invitrogen, cat# 31115; dilution 2 μ g/ml)
- * Goat anti-Mouse IgG (H+L), Superclonal™ Recombinant Secondary Antibody (unconjugated, clone: unspecified, manufacturer: Invitrogen, cat# A28174; dilution 2 μ g/ml)

<Adhesion matrix>

- * anti-CD62L (unconjugated clone: MEL-14, manufacturer: BioXcell, cat# BE0021; dilution 10 μ g/ml)
- * Recombinant Mouse ICAM-1/CD54 His-tag (conjugated-his tag, clone: mouse myeloma cell line, NS0-derived mouse ICAM-1/CD54 protein, manufacturer: R&D Systems, cat# : 10304-IC; dilution 10 μ g/ml)
- * Recombinant Mouse VCAM-1/CD106 Fc (unconjugated, clone: mouse myeloma cell line, NS0-derived mouse VCAM-1/CD106 protein, manufacturer: R&D Systems, cat# : 643-VM-200; dilution 10 μ g/ml)
- * Fibronectin (unconjugated, clone: human plasma cat#: F2006, dilution 10 μ g/ml)

Validation

<<Antibodies for Flow cytometry>>

- * Anti-TCR β (Bio-X-Cell, cat# BE0102) RRID: AB_10950158
- * CD3 ϵ (Biolegend, cat# 100305) RRID: AB_312670
- * CD62L (Biolegend, cat# 104412) RRID: AB_313099
- * CD25 (Biolegend, cat# 101904) RRID: AB_312847
- * CD45 (Biolegend, cat# 147708) RRID: AB_2563540
- * CD11c (Biolegend, cat# 117308) RRID: AB_313777
- * CD69 (Biolegend, cat# 104514) RRID: AB_492843
- * CD4 (Biolegend, cat# 100510) RRID: AB_312713

* CD4 (Biolegend, cat# 100446) RRID: AB_2563182

<Western blot>

* Na+K+ATPase (Abcam, cat# ab7671) RRID: AB_306023
 * GFP (Abcam, cat# ab290) RRID: AB_303395
 * TSG101 (Abcam, cat# ab125011) RRID: AB_10974262
 * Rab11 (Abcam, cat# ab3612) RRID: AB_10861613
 * CD3ζ (Santa Cruz Biotechnology, Cat# sc-1239, RRID:AB_627020)
 * Flot1 (Santa Cruz Biotechnology, Cat# sc-74566, RRID:AB_2106563)
 * β-Actin (Cell Signaling Technology, Cat# 4967, RRID:AB_330288)
 * phospho-Zap70 (Cell Signaling Technology, Cat# 2701, RRID:AB_331600)
 * phospho-PKCδ/θ (Cell Signaling Technology, Cat# 9376, RRID:AB_2168834)
 * phospho-p44/42 MAPK (Cell Signaling Technology, Cat# 4376, RRID:AB_331772)
 * Phospho-P38 (Cell Signaling Technology, Cat# 9215, RRID:AB_331762)
 * Phospho-Akt (Cell Signaling Technology, Cat# 4058, RRID:AB_331168)
 * anti-rabbit IgG-HRP (Cell Signaling Technology, Cat# 7074, RRID:AB_2099233)
 * anti-mouse IgG-HRP (Cell Signaling Technology, Cat# 7076, RRID:AB_330924)

<T-cell Activation>

* anti-mouse CD3 (BioXcell, cat# BE0001-1) RRID: AB_1107634
 * anti-mouse CD28 (BioXcell, cat# BE0015-5) RRID: AB_1107628
 * anti-human CD3 (BioXcell, cat# BE0001-2) RRID: AB_1107632
 * anti-human CD28 (R&D Systems, cat# MAB342) RRID: AB_2073708
 * anti-Armenian Hamster IgG (H+L) Secondary Antibody (Invitrogen, cat# 31115) RRID: AB_228247
 * Goat anti-Mouse IgG (H+L), Superclonal™ Recombinant Secondary Antibody (Invitrogen, cat# A28174) RRID: AB_2536160

<Adhesion matrix>

* anti-CD62L (BioXcell, cat# BE0021) RRID: AB_1107665

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)	Jurkat T cells (ATCC, TIB-152) or COS-7 cells (ATCC, CRL-1651) .
Authentication	Cell lines used in this study were authenticated by the respective sources.
Mycoplasma contamination	mycoplasma contamination was not detected both Jurkat T and COS-7 cells.
Commonly misidentified lines (See ICLAC register)	No misidentified cell line were used in this study.

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	The experimental procedures and appropriateness of this study were approved by the Institutional Animal Care and Use Committee (IACUC) at Gwangju Institute of Science and Technology (GIST). The Laboratory Animal Resource Center (LARC), which adheres to the guidelines of the Association for Assessment and Accreditation of Laboratory Animal Care International, managed the maintenance and importation procedures of the experimental animals
Wild animals	No wild animals were used in the study.
Reporting on sex	This study was conducted using 8-week-old female C57BL/6 mice. However, this does not imply that the results are reproducible only in females, as the same results are also reproducible in males
Field-collected samples	No field collected samples were used in the study.
Ethics oversight	All experimental methods and protocols were approved by the Institutional Animal Care and Use Committee of the School of Life Sciences, Gwangju Institute of Science and Technology, and carried out in accordance with their approved guidelines (IACUC GIST-2020-107, GIST-2020-026, GIST-2017-103, and GIST-2018-053).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

Naive CD3+ T cells were isolated from the lymph nodes and spleen of C57BL/6 mice. The tissue was dissociated into single-cells using a 40 µm strainer (Falcon, NY, USA). Red blood cells were removed using RBC lysis buffer (Biolegend, San Diego, CA, USA). These lymphocytes were then separated into CD3+ (CD4+ or CD8+) T cells using a cocktail of antibodies and magnetic beads provided by the MojoSort Mouse CD3 T Cell Isolation Kit (Biolegend, San Diego, CA, USA).

Instrument

FACS Canto flow cytometer (Becton Dickinson, Franklin Lakes, NJ, USA)

Software

The data obtained from FACS was converted into FCS files and analyzed using Flowjo 10

Cell population abundance

Cell population abundance within post-sort fractions is presented in Supplementary Fig. 16 The purity was determined by calculating the proportion of the desired cell fraction within the parent population of living cells. To highlight certain populations, shapes were used to indicate them in the manuscript

Gating strategy

Live lymphocytes were gated as a distinct population based on FSC/SSC properties. When confirming the expression of specific protein markers, staining was performed prior to FACS analysis and live cells were gated. Then, all live cells of having the desired fluorescence were displayed in dot plot or histogram without any further modification. The schematic diagram of the strategy is presented in Supplementary Figure 16.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: Trogocytic molting of T cell microvilli upregulates T cell receptor surface expression and promotes clonal expansion
**Source:** Nat Commun. 2023 May 24;14:2980. doi: 10.1038/s41467-023-38707-y
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

**Supplementary Movie 1. T cells do not release TCRβ^+^ fluorescence signals in the absence of antigen on DCs.** OTII CD4^+^ T cells expressing TCRζ_GFP were stained with CTV (cytosol), and the cells were incubated for 3 h with DCs (CMRA-Orange) without antigen peptide. Images were 3D-reconstituted, and the IsoSurface module of Imaris was applied. *Abbreviations*: CTV, CellTrace violet; DC, dendritic cells; OVA, ovalbumin; 3D, three-dimensional.

**Supplementary Movie 2. DCs acquire TCRβ^+^ fluorescence signals from T cells in an antigen- and adhesion-dependent manner.** OTII CD4^+^ T cells expressing TCRζ_GFP were stained with CTV (cytosol), and the cells were incubated with 1 μg/mL pOVA_323–339_-pulsed DCs (CMRA-Orange) for 3 h. Images were 3D-reconstituted, and the IsoSurface module of Imaris was applied. *Abbreviations*: CTV, CellTrace violet; DC, dendritic cells; OVA, ovalbumin; 3D, three-dimensional.

**Supplementary Movie 3. Anti-LFA-1 antibody blocks the release of TCRβ^+^ particles from activated T cells on DCs.** OTII CD4^+^ T cells expressing TCRζ_GFP were stained with CTV (cytosol), and then the cells were incubated with 1 μg/mL pOVA_323–339_-pulsed DCs (CMRA-Orange) in the presence of anti-LFA-1 blocking antibody (10 μg/mL). Images were 3D-reconstituted, and the IsoSurface module of Imaris was applied. *Abbreviations*: CTV, CellTrace violet; DC, dendritic cell; LFA, leukocyte function-associated antigen; OVA, ovalbumin.

**Supplementary Movie 4. Colocalization of TCRβ^+^ (FITC, green) and CTB^+^ (TRITC, orange) signals on the surface of unstimulated naive T cells.** *Abbreviations*: CTB, cholera toxin B subunit; V5G, Vstm5 fused with green fluorescent protein.

**Supplementary Movie 5. Colocalization of TCRβ^+^ (FITC, green) and CTB^+^ (TRITC, orange) signals in the cytosol of sAb-stimulated T cells.** *Abbreviations*: CTB, cholera toxin B subunit; sAb, soluble anti-CD3/CD28 antibodies.

**Supplementary Movie 6. Colocalization of TCRβ^+^ (FITC, green) and CTB^+^ (TRITC, orange) signals in the released particles or inside the cytosol of iAb-stimulated CD4^+^ T cells.** *Abbreviations*: CTB, cholera toxin B subunit; iAb, immobile anti-CD3/CD28 antibodies.

**Supplementary Movie 7. Release of V5G^+^ microvilli particles from OTII CD4^+^ T cells during migration on the lipid bilayers presenting OVA_323–339_/I-A^b^/ICAM-1.** *Abbreviations*: ICAM, intercellular adhesion molecule; V5G, Vstm5 fused with green fluorescent protein.

How the deposited data were processed for this re-analysis (not part of the article)

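The arrays measured mRNA of naive CD3+ T cells from C57BL/6 mice in 8 conditions: untreated, latrunculin A (LatA) alone, and soluble antibodies (sAb), immobilized antibodies (iAb) or sAb with LatA at 3 h and at 24 h. Each condition has 1 array, so the differences between conditions carry no replicate error. The time of the LatA array is labelled as control by the submitters and given as 3 h in the methods. The authors scanned the arrays and normalized them together by the robust multi-average method (background correction, quantile normalization of probes and a summary per probe set), and the deposited table holds 1 log2 value per probe set and array. The methods do not state the scale, which was read from the values: they lie between 1.20 and 14.3 with array medians of 4.74 to 4.94. The arrays were not normalized again for the results given at the claims. No 2 arrays held identical columns (0 pairs).

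Of 41345 probe sets, 25335 are listed with gene symbols, 23521 of them with 1 symbol and 1814 with several, and 16010 are not listed, so some genes are not reported here. Single-symbol probe sets gave 22180 genes. For the 1082 genes with several probe sets, the probe set with the highest mean over the 8 arrays was used. Gene names were checked against a table of mouse genes through their gene numbers (23328 found, 0 symbols changed). Odorant, taste and vomeronasal receptor genes (1443, called chemosensory receptor genes) served as a set with little expected expression in T cells. Their 95th percentile on an array is its background. Their differences between arrays give the noise of a pair of arrays at background intensity, which can exceed that of expressed genes. Signal over background takes the place of sequencing depth here. A gene entered a comparison when it was above background on at least 1 of the 2 arrays, and 13371 genes were above background on at least 1 of the 8 arrays.

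Comparisons were the differences between the log2 values of 2 arrays: sAb, iAb and sAb+LatA against naive T cells at both times, iAb and sAb+LatA against sAb at both times, and LatA against naive T cells. Genes at least 1.5-fold apart were counted, since the legend of Fig. 10a names that threshold. Expected overlaps between comparisons that share an array were taken from independence and from simulated arrays with noise of the spread seen in the chemosensory receptor genes. The arrays were clustered, on values standardised per gene, by Euclidean distance with complete linkage and ordered by principal component analysis of centred probe sets. An additive model (stimulus and time, 4 coefficients, 2 residual degrees of freedom) was fitted with limma to the 6 antibody-treated arrays, for 13285 genes above background on at least 1 of them, with Benjamini-Hochberg adjusted p at a threshold of 0.05 over all genes and over each list alone. This model assumes the same effect of the stimulus at both times.

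The 39 gene lists (1091 genes) were written from general knowledge of the pathways, since the subsystems of the metabolic model and the gene ontology terms used in the paper were not analysed here. They cover fatty acid synthesis, cholesterol synthesis, glycerolipid synthesis, OXPHOS complex I, OXPHOS complexes II to V, nucleotide synthesis, aminoacyl-tRNA synthetases, GPI-anchor synthesis, vitamin B12 metabolism, mitochondrial and peroxisomal beta-oxidation, glycolysis, the TCA cycle, ribosome biogenesis, mitosis and chromosome segregation, DNA replication, the TCR complex, TCR signalling, early activation, quiescence and homing, microvilli and vesiculation, SRF and MRTF targets, Arp2/3 and actin regulators, Notch and Myc, anergy and inhibitory receptors, apoptosis, interferon-stimulated genes, ATF4 and the amino acid response, ER chaperones and XBP1 targets, heat shock, hypoxia, LXR and sterol efflux, autophagy and lysosomes, cytosolic ribosomal proteins, and markers of B cells, of myeloid and dendritic cells, of NK cells, of erythroid cells and platelets, and of regulatory and memory T cells. A list with at least 5 members above background was summarised by its median log2 difference, with the percentile among 10000 random lists of the same size drawn in 20 bins of mean expression. Genes within a list are not independent, so a percentile is a rank and not a test between conditions.

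The genes named in the text follow a rule: for iAb against sAb at 3 h and 24 h, the 10 genes with the highest and the 10 with the lowest difference above background; for sAb and iAb against naive T cells at 3 h, sAb+LatA against sAb at both times and LatA against naive T cells, the 5 highest and the 5 lowest; up to 4 members of each list with the largest difference in size; and the genes the paper names (29 of 34 measured). Predicted genes, TCR and immunoglobulin segments, microRNAs, small nucleolar and nuclear RNAs and pseudogenes were left out. The bars of Fig. 10e had been seen when the rule was written.

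The alternatives were: no background filter, a background at the 99th percentile, quantile normalization of the arrays again, median centring of the genes above background, the mean of a gene's probe sets, a 2-fold threshold, the list mean, random lists not matched on expression, and normalized enrichment scores from fgsea (1000 permutations); for the principal components, unit variance, genes above background and genes 1.5-fold from naive T cells; for the tree, average linkage on correlations and all probe sets; and for limma, no filter, quantile normalization and a variance trend. The gene counts, the list percentiles and the additive fit were tested on simulated data with known differences. Of 200 genes simulated 2-fold apart, 89.5% passed 1.5-fold, as did 6.42% of unchanged genes. The list step placed 3 of 3 lists shifted by 0.3 on the log2 scale outside the random lists, and 1 list with no shift. The additive fit called 100% of 200 genes at 2-fold and 0.099% of unchanged genes. These simulated genes shared 1 SD and had the same effect at both times. The share recovered therefore does not hold for genes whose SD is larger or whose effect differs between the times. The principal components, the tree, the overlaps and the enrichment scores were not tested in this way. The values that set the share of genes with sAb between naive T cells and iAb beside noise, the chemosensory receptor genes and the LatA array were chosen after that share was seen. Random numbers used the seed 11. Versions were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3, limma 3.58.1 and fgsea 1.28.0. Coordinates are not given.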

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

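The test on B cell markers, the correlation across times and the interval on the share of LatA alone were chosen only after the result was seen; no difference between 3 h and 24 h was tested.

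Early activation genes, such as cytokines and immediate early transcription factors, were higher with iAb than with sAb at 3 h (median log2 difference 0.93, 34 of 51 genes 1.5-fold higher) and had a median of −0.093 at 24 h, where members went both ways (4 of 50 genes 1.5-fold higher and 3 lower); they stand here because the sign of the median differs between the times. The median of interferon-stimulated genes changed sign too: with iAb 0.28 at 3 h and −0.28 at 24 h, and with sAb+LatA against sAb 0.52 and −0.31. Against naive T cells at 3 h, iAb gave medians outside the random lists and at least 1.5-fold apart in groups the paper does not discuss: early activation genes at 1.63, quiescence and homing genes at −1.43, heat shock genes at 0.64, LXR and sterol efflux genes at −0.64, NK cell markers (receptors and some cytotoxic effector genes) at 1.14 and myeloid and dendritic cell markers at −0.88. With sAb the myeloid markers lay at −0.80. Between iAb and sAb at 3 h, early activation genes (0.93) and quiescence and homing genes (−1.02) met the same conditions, and heat shock genes (0.57), NK cell markers (0.52), ATF4 and amino acid response genes (0.43), anergy genes (0.26) and autophagy genes (−0.27) lay outside the random lists but less than 1.5-fold apart.

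Myeloid markers were lower than in naive T cells on every antibody-treated array and further down at 24 h: log2 expression of the haem enzyme Hmox1 was 9.52 in naive T cells, 7.58 with sAb and 7.21 with iAb at 3 h, and 4.82 and 4.20 at 24 h, and that of Vcam1 9.00, 7.63, 7.32, 5.83 and 5.55. Fewer macrophages in the antibody-treated cells are a candidate explanation, even though negative selection should remove such cells: 29 further macrophage genes (25 above background), listed separately and in 0 of the other lists, had a median below the 2.5th percentile on 6 of 6 arrays (−0.74 with sAb and −0.73 with iAb at 3 h, −1.20 and −1.32 at 24 h), while LatA without antibody gave −0.14. These further genes mark the same kind of cell as the myeloid markers, so they extend the pattern and do not test its cause. A loss of all cells other than T cells, B cells included, is not decided. The B cell markers lay that low on 1 of 6 arrays, but their medians at 3 h were alike. These were −0.24 with sAb, −0.24 with iAb (percentile 7.16) and −0.22 with sAb+LatA (percentile 11.3). At 24 h they were 0.00 with sAb (−0.21 after median centring), −0.03 with iAb (0.04 after quantile normalization) and −0.14 with sAb+LatA. A loss that spares B cells, to which the erythroid and platelet markers at 24 h (−0.31 with sAb, percentile 4.08; −0.79 with iAb, percentile 0.08) are no exception, and lower expression per macrophage stay open and were not tested.

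Mitochondrial β-oxidation genes were lower with iAb than with sAb at 3 h. A chance deviation of the sAb array as the whole of this difference is argued against. The list in iAb also lay at or under percentile 1.14 against the LatA array (−0.29) and the sAb+LatA array (−0.19). As a part of the difference such a deviation is not decided, because the difference from sAb was larger (−0.46). The list in sAb lay above naive T cells (0.20), and in sAb+LatA it lay below sAb (−0.17). Against the LatA array the list in sAb was within the random lists (0.12). A difference in brightness shared by all genes of that level is argued against by the random lists, which are matched on mean expression (percentile 0.00). Quantile normalization gave a percentile of 0.01 (median −0.43). It adds no separate evidence, since the matching already covers such a difference and the arrays had been quantile normalized before. A chance deviation of the single iAb array, and a response to the immobilized antibodies, stay open, because each condition has 1 array.

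With sAb+LatA at 3 h the differences from sAb went with those of iAb (r 0.734 across 12273 genes, which are not independent replicates). An effect of LatA without antibody is not decided. Its covariance with the iAb difference was a share of 0.0861 of that of sAb+LatA (0.0665 to 0.104 over resampled genes). This lies below the least share set for that explanation before the test, although the upper bound passes the lower limit set for its absence. The covariance of sAb+LatA (0.1098) also holds noise of the shared sAb array (0.0447 among the chemosensory receptor genes), which lowers the share. A share without that noise was not computed. A chance deviation of the shared sAb array cannot be told apart as a contribution, since the covariance was 2.455 times that of the chemosensory receptor genes, between the limits set. As the whole of the shared change, noise of that array itself is argued against. The differences sAb+LatA minus sAb at 3 h and iAb minus sAb at 24 h, which share no array, had r 0.2871 across genes (−0.005 among the chemosensory receptor genes). The labels do not show whether the sAb cells of 3 h and 24 h were stimulated separately. A deviation of a shared stimulation could reach both times and is not decided. A partial move of sAb-treated cells with LatA toward the iAb state may be present, which replicate arrays would test.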

How the results depend on the processing

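All alternatives were planned. No paired analysis was possible because each condition has 1 array and no labels pair the arrays. Signal over background limits the lowest genes, and the lack of replicates limits every result, so a kept value is not evidence of its precision.

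Of 132 gene counts under the alternatives, 93 stayed within 1.5 times; of 204 medians of the lists behind the paper's comparisons, 176 stayed, and of 68 percentiles 66. A median stayed if it moved by less than the SD of its random lists, and turned if it lay outside the random lists and changed sign; a single gene turned if it was 1.5-fold apart. Among other medians 1956 stayed, 398 moved and 3 turned; among other percentiles 762, 24 and 4; among single genes 6006, 44 and 1. Counting every change of sign, small medians included, 70 of 429 list medians changed sign under median centring and 38 under quantile normalization, 4 and 2 of them among the 34 behind the paper's comparisons. In the additive fit 0 genes passed over all genes under every alternative run, with the smallest adjusted p from 0.21 to 0.306 for iAb and from 0.737 to 0.905 for sAb+LatA against sAb. Except where a setting's construction gives it, the cause was not tested.

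A 2-fold threshold counts fewer genes by construction (higher and lower): sAb against naive T cells 203 and 79 at 3 h and 900 and 394 at 24 h; iAb 882 and 587, then 1379 and 588; sAb+LatA 498 and 276, then 1208 and 596; LatA 11 and 5; iAb against sAb 319 and 388, then 59 and 26; sAb+LatA against sAb 38 and 47, then 9 and 15. With no filter, which adds genes near background, the counts were 706 lower for sAb against naive T cells at 3 h, 638 and 535 for iAb and 401 and 388 for sAb+LatA against sAb at 24 h, 650 lower for sAb+LatA against sAb at 3 h, and 309 and 385 for LatA. Medians were then 0.063 for fatty acid synthesis in iAb against naive T cells, and −0.35 for mitochondrial and −0.21 for peroxisomal β-oxidation in iAb against sAb at 3 h. The 99th percentile background gave 288 lower for sAb against naive T cells and 54 and 36 for LatA, and medians for nucleotide synthesis of 0.78 (iAb against naive T cells), 0.55 (iAb against sAb) and 0.28 (sAb+LatA against sAb), and 0.51 for the tRNA synthetases (iAb against sAb).

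Median centring changed counts against naive T cells to 500 and 776 for sAb at 3 h and 1410 and 2172 at 24 h, with 3046 and 2481 lower for iAb and sAb+LatA at 24 h. For sAb against naive T cells at 3 h it gave −0.033 for GPI-anchor synthesis, −0.11 for vitamin B12 metabolism, 0.085 for mitochondrial and −0.014 for peroxisomal β-oxidation. For iAb against sAb at 3 h it gave 0.12 for fatty acid and 0.17 for glycerolipid synthesis, 0.22 and 0.24 for OXPHOS complex I and complexes II to V, 0.55 for nucleotide synthesis, 0.51 for the tRNA synthetases, −0.36 for mitochondrial β-oxidation and 1.04 for ribosome biogenesis. Quantile normalization changed sAb+LatA against sAb at 3 h: 0.16 for OXPHOS complexes II to V, 0.33 for the tRNA synthetases, −0.091 for mitochondrial and −0.10 for peroxisomal β-oxidation.

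The list mean gave 0.51 for cholesterol and 0.79 for nucleotide synthesis in iAb against naive T cells, and 0.15 for fatty acid and 0.47 for cholesterol synthesis against sAb at 3 h. The mean of probe sets gave 0.020 for glycerolipid synthesis in iAb against naive T cells and −0.16 for the lipid kinase gene Dgkz in sAb against naive T cells (0.62 at the claims' setting). Random lists not matched on expression put fatty acid synthesis at percentile 97.6 (iAb against naive T cells) and 97.8 (sAb+LatA against sAb at 3 h). The anergy and inhibitory receptor genes in sAb against naive T cells at 3 h, at −0.08, turned to 0.35 with the 99th percentile background and 0.088 as a mean, with an enrichment score of 1.25. Regulatory and memory T cell markers in sAb+LatA against naive T cells at 3 h, at −0.26, turned to 0.028 as a mean, with a score of 1.16. Early activation genes at 24 h, below naive T cells by their medians, had scores of 1.18 with sAb and 1.13 with sAb+LatA. In the tree of the arrays, 7 of 8 stood with their time under average linkage on correlations.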

Differences from the paper's values

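The alternative processing settings named here were set before the data were examined. The scale read for the bars of Fig. 10e and Cpt2 for its second Cpt1a panel were not. They were taken up because they match the figure, so their match is not a test. Values from figures were read by eye. PC1 of the 8 arrays held 44.4% of the variance here and about 29% in Fig. 10b of the paper, read by eye. Scaling the probe sets to unit variance gave 29.6%, within the paper's value, while genes above background gave 58.4% and genes 1.5-fold from naive T cells 61.8%.

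The bars of Fig. 10e match the arrays only on 1 scale: as log2 of the ratio of log2 values, 18 of 18 bars lay within 0.02 of the values read by eye, and as the difference of log2 values 0 did. This count takes Cpt2 for the second of the panels printed Cpt1a. With Cpt1a itself, that second panel differs: on the scale of the figure iAb against naive T cells is −0.26 here and about −0.11 in Fig. 10e of the paper, and iAb against sAb is −0.30 here and about −0.16 in Fig. 10e, both read by eye. The difference stays with quantile normalization (−0.27 and −0.30), median centring (−0.26 and −0.28) and the mean of probe sets (−0.26 and −0.30). Cpt2 has −0.11 and −0.16 on this scale.

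Some pathway directions in the paper did not stand out in the gene lists used here, which are not the subsystems of the metabolic model. The paper has fatty acid synthesis and glycerolipid metabolism as strongest with iAb, and the lists gave 0.02 and 0.07 for iAb against sAb at 3 h, within the random lists (fatty acid synthesis 0.12 after median centring and 0.15 as a list mean, glycerolipid synthesis 0.17 after median centring and −0.01 with the mean of probe sets), though 8 of 24 fatty acid synthesis genes were 1.5-fold higher, Fasn, Acaca and Elovl1 among them, and the enrichment score for fatty acid synthesis was 1.60. For OXPHOS complex I the median was 0.12 (0.22 after median centring) and the score −0.61, and complexes II to V gave 0.14 (0.24 after median centring) and 1.29. The paper has GPI-anchor synthesis as high with both antibodies, and the medians over naive T cells were 0.08 (−0.03 after median centring) and 0.12, with scores of 0.89 and 0.49. It has vitamin B12 metabolism as decreased with sAb, and the median was 0.01 (−0.11 after median centring, −0.06 after quantile normalization) with a score of 0.89. It has fatty acid oxidation as increased with sAb, where mitochondrial β-oxidation went the same way (0.20) and peroxisomal β-oxidation lay within the random lists (0.10, which turns to −0.01 after median centring). For sAb+LatA against sAb at 3 h, fatty acid synthesis (0.09) lay within the matched random lists and beyond those not matched on expression (percentile 97.8), and complex I (0.03) lay within them.

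In the ordering of the arrays along PC1 at 3 h, sAb+LatA (−7.15) and iAb (−7.41) were nearly equal, and LatA (−62.5) lay beyond naive T cells (−54.6); along PC2 the order of the paper's trajectory was present.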

Other observations

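Log2 expression of the CD3 chain gene Cd3e was 12.00 in naive T cells, 12.11 with sAb and 11.97 with iAb at 3 h, and the TCR complex list (10 of 15 listed genes measured) lay at −0.15 for iAb against sAb (percentile 22.1). With sAb+LatA against sAb it lay at −0.24 (percentile 1.79), with Cd4 at −0.51, and with LatA alone against naive T cells at −0.13 (percentile 0.2). TCR signalling genes had 0.27 with sAb over naive T cells (percentile 99.6) and −0.01 for iAb against sAb, which turns to 0.10 after median centring. Of the activation markers, iAb was above sAb in Cd69 (0.89), Myc (0.96) and Notch1 (0.89), and below it in the chemokine receptor Cxcr4 (−1.03). The Notch and Myc list as a whole lay at −0.16 (percentile 9.55).

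Microvillus and vesiculation genes, the structures that molting removes, had a median of −0.12 with sAb against naive T cells (percentile 0.14, with 0 of 26 genes 1.5-fold lower and 1 higher) and of −0.29 with iAb against naive T cells (percentile 0.91, 7 lower and 2 higher), and lay at −0.21 for iAb against sAb (percentile 5.02): Stk10, a kinase of ezrin, at −1.62, Selplg, a selectin ligand on microvilli, at −0.92, the adhesion receptor Cd44 at 0.91 and ezrin itself (Ezr) at −0.15. SRF and MRTF targets lay at 0.07 and Arp2/3 and actin regulators at −0.13 for iAb against sAb, both within the random lists.

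The mRNAs of the oxidation enzymes Acadvl and Hadha differed by 0.17 and −0.10 between iAb and sAb at 3 h and by −0.03 and 0.12 at 24 h, all inside the noise range of the chemosensory receptor genes. That range is measured at background intensity and can be wider than that of expressed genes. The mRNA of Acadm differed by −0.84 at 3 h, outside it. The paper measured these enzymes as protein by flow cytometry and reports higher levels with sAb than with iAb.

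Heat shock and amino acid response lists had higher medians with iAb than with sAb at 3 h: heat shock genes lay at 0.57 (6 of 12 genes 1.5-fold higher, Hsph1 at 1.21 and Hspd1 at 1.03) and ATF4 and amino acid response genes, which went both ways, at 0.43 (9 of 23 genes 1.5-fold higher and 3 lower, Atf3 1.97, Psat1 1.61, Slc1a5 1.44), both above all random lists. Autophagy and lysosome genes had a lower median (−0.27, percentile 0.77, 5 of 29 lower and 1 higher, Ctsd at −1.22 and Ulk1 at −1.18). Inhibitory receptor and anergy genes had a higher one (0.26, percentile 99.7, 6 of 25 higher and 2 lower, Egr2 at 1.87 and Havcr2 at 1.24), as did NK cell markers (0.52, percentile 99.8, 4 of 9 higher and 1 lower, perforin Prf1 at 1.76 and Nkg7 at 1.25). Lists within the random range were ER chaperones and XBP1 targets (0.21, percentile 97.1, Hspa5 at 0.74), apoptosis regulators (−0.05, which becomes 0.05 after median centring), hypoxia genes (−0.10, which becomes 0.00), cytosolic ribosomal proteins (−0.03, which becomes 0.07), B cell markers (0.02), erythroid and platelet markers (0.04) and regulatory and memory T cell markers (−0.11). In the additive fit, adjusted over the list alone, 5 of 51 early activation genes and 1 of 13 heat shock genes were higher with iAb, and 5 of 10 NK cell markers were higher and 1 lower, beside 0 in the ATF4, the autophagy and the anergy lists and 0 over all genes tested.

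At 24 h interferon-stimulated genes stood above naive T cells with sAb (1.10) and with iAb (0.67), and lower with iAb than with sAb. The medians of regulatory and memory T cell markers (−0.33) and of erythroid and platelet markers (−0.41, percentile 0.05) were also lower with iAb than with sAb at 24 h. That of the B cell markers was lower with sAb+LatA than with sAb (−0.24, percentile 0.04). With LatA alone the mitosis list lay above naive T cells (0.20, above all random lists) and SRF and MRTF targets below (−0.08, percentile 0.2).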
